# Smarcad1 mediates microbiota-induced inflammation in mouse and coordinates gene expression in the intestinal epithelium

**DOI:** 10.1186/s13059-020-01976-7

**Published:** 2020-03-11

**Authors:** Juri Kazakevych, Jérémy Denizot, Anke Liebert, Mariana Portovedo, Mia Mosavie, Payal Jain, Claudia Stellato, Claire Fraser, Renan Oliveira Corrêa, Marina Célestine, Raphaël Mattiuz, Hanneke Okkenhaug, J. Ross Miller, Marco Aurélio Ramirez Vinolo, Marc Veldhoen, Patrick Varga-Weisz

## Abstract

**Background:**

How intestinal epithelial cells interact with the microbiota and how this is regulated at the gene expression level are critical questions. Smarcad1 is a conserved chromatin remodeling factor with a poorly understood tissue function. As this factor is highly expressed in the stem and proliferative zones of the intestinal epithelium, we explore its role in this tissue.

**Results:**

Specific deletion of *Smarcad1* in the mouse intestinal epithelium leads to colitis resistance and substantial changes in gene expression, including a striking increase of expression of several genes linked to innate immunity. Absence of Smarcad1 leads to changes in chromatin accessibility and significant changes in histone H3K9me3 over many sites, including genes that are differentially regulated upon *Smarcad1* deletion. We identify candidate members of the gut microbiome that elicit a Smarcad1-dependent colitis response, including members of the poorly understood TM7 phylum.

**Conclusions:**

Our study sheds light onto the role of the chromatin remodeling machinery in intestinal epithelial cells in the colitis response and shows how a highly conserved chromatin remodeling factor has a distinct role in anti-microbial defense. This work highlights the importance of the intestinal epithelium in the colitis response and the potential of microbial species as pharmacological and probiotic targets in the context of inflammatory diseases.

## Background

The intestinal epithelium is a highly dynamic tissue that is constantly renewed within a few days, driven by intestinal stem cells that reside at the base of intestinal crypts [1, 2]. Intestinal stem cells and their derivatives express many factors involved in DNA replication, DNA repair, chromatin packaging, and chromatin remodeling, including ATP-dependent remodeling factors [3]. The roles of these factors in genomic and epigenomic stability of this tissue are likely of great importance. Understanding epithelial biology is complicated by the fact that this tissue is in close proximity to the gut microbiota, which normally is either innocuous or even beneficial to the host, but can become pathogenic. How intestinal epithelial cells interact with the host immune system and the microbiota and how this is regulated at the gene expression level are critical questions.

ATP-dependent chromatin remodeling factors are key regulators of many genome functions, including transcription, DNA repair, and replication [4, 5]. The Smarcad1/Etl1/Fun30 family of chromatin remodeling factors is one of the most highly conserved families, found from fission (Fft1-3) and budding yeast (Fun30) to mouse (Smarcad1) and human (SMARCAD1), and is defined by the presence of CUE-domains in addition to the helicase-like domains [5]. Smarcad1 and its homologs have roles in gene regulation including gene silencing [5–9], heterochromatin maintenance [10, 11], genome organization [12, 13], and DNA repair [14, 15]. A mutation in a skin-specific isoform of SMARCAD1 in humans causes adermatoglyphia (the loss of finger prints) and Basan syndrome, which affects skin integrity [16–18]. *SMARCAD1* haploinsufficiency has also been linked to another skin abnormality, the Huriez syndrome [19].

While an early study showed that Smarcad1 is not required for mouse ES cell viability or proliferation [20], several studies linked Smarcad1 to stem cell biology [21–23]. A full non-conditional knockout (KO) of Smarcad1 using an exon-trap strategy indicated that while Smarcad1 was not essential for development, its absence caused impaired postnatal viability, reduced fertility, and skeletal dysplasia [20]. In order to explore the role of Smarcad1 in the mouse further, we generated a new conditional deletion model and focused on the role of this gene in the intestinal epithelium. Our analysis shows that Smarcad1 deletion affects histone modifications in this tissue, modifying gene expression and intestinal epithelium-microbiome interactions, which, in turn, impinges on the colitis response in a DSS-induced mouse model.

## Results

### A novel Smarcad1 deletion model

We generated a conditional Smarcad1 deletion model via recombineering to include *loxP* sites into the mouse Smarcad1 gene in C57BL/6 J-derived ES cells, using a cre-recombinase for excision in C57BL/6 J-strain background animals. We framed exons 12–14 with *loxP* sites as these exons code for amino acids critical for ATP binding of Smarcad1, and thus, their deletion should abrogate enzymatic activity. Furthermore, deletion of these exons causes a frame shift mutation, leading to the expression of no functional protein beyond exon 14. In fact, we found that deletion of these exons led to no detectable protein in various cell types (Fig. 1). As there is evidence of a short transcript of SMARCAD1 in humans, transcribed from an internal start site compared to the full-length transcript [16], we reasoned that our deletion strategy would insure complete deletion of any functional Smarcad1.

**Fig. 1:**
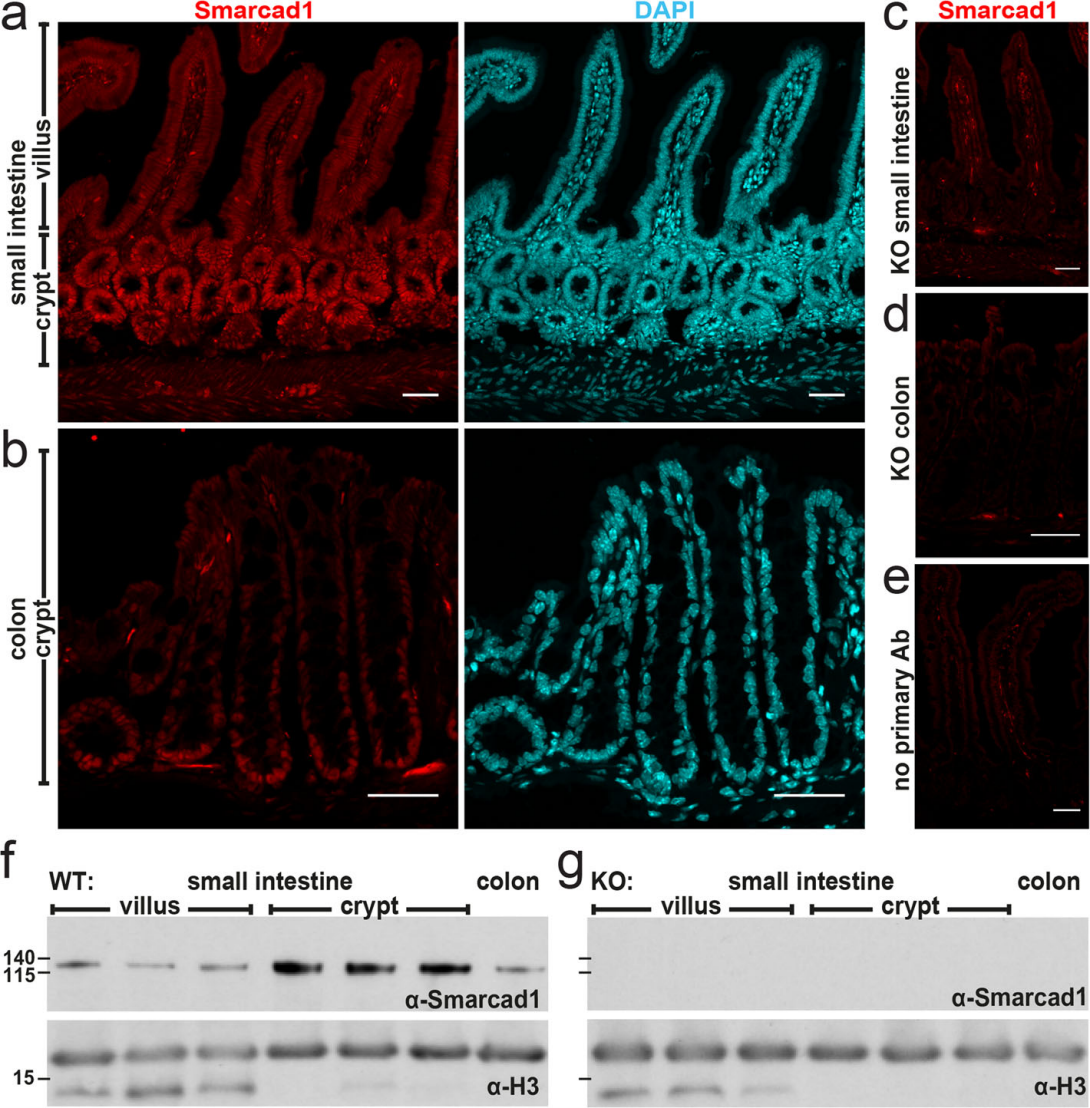
Smarcad1 localization in the intestinal tract and *Vil-cre*-mediated KO. **a**–**e** Intestinal epithelium localization of Smarcad1 (red) by IF staining and nuclear counterstaining with DAPI (cyan) shown as maximum intensity projections. Scale bars, 40 μm. **a** Wild type (WT) small intestinal (SI) epithelium. **b** WT colon epithelium. **c**, **d***Vil-cre*-mediated tissue-specific knockout of *Smarcad1* (KO) in SI (**c**) and colon (**d**). **e** No primary antibody control on WT SI. **f**, **g** Representative Western blots of Smarcad1 protein levels in the intestinal tract and H3 loading normalization in WT (**f**) and KO (**g**) samples. Villus and crypt SI samples are shown as anterior, central, and posterior fractions of the SI. Protein size markers [kDa] indicated on the left. Quantitation of Western blots (*n* = 3) is shown in Additional file 1: Fig. S1b

### Smarcad1 is highly expressed in the intestinal crypt, and its deletion affects epithelial gene expression

RNA-seq, immunohistochemistry, and Western blot analysis show that *Smarcad1* is highly expressed in the proliferative zones of the intestinal epithelium, both in the small intestine and colon (Fig. 1a, b, f, Additional file 1: Fig. S1a, b, Additional file 2: Table S1 for statistical data). In order to explore a role of Smarcad1 in this tissue, we monitored the effects of *Villin-cre*- (*Vil-cre*) mediated [24] tissue-specific Smarcad1 abrogation (*Villin-Cre Smarcad*^*fl/fl*^, further referred as *Smarcad1*-KO) (Fig. 1, Additional file 1: Fig. S1c). Using EdU pulse labeling, we did not find evidence of a role of Smarcad1 in regulating dynamics of cell proliferation in this tissue (Additional file 1: Fig. S1d-f). We did not detect changes in the barrier function by the FITC-dextran assay (Additional file 1: Fig. S1g).

We performed gene expression profiling by mRNA-seq from whole small intestinal tissue, extracted colon crypts, and sorted stem, proliferative, and adult enterocytes from the small intestine (Fig. 2a–e, Additional file 1: Fig. S1a, Fig. S4e, Additional files 3: Table S2, Additional file 4: Table S3, Additional file 5: Table S4). We also performed mRNA-seq on small intestinal organoids isolated from mice where *Smarcad1* had been deleted and controls, to assess microbiota- and immune system-independent gene expression (Fig. 2f). The transcriptome analysis in organoids identified the largest number of differentially expressed genes (DEG, 1407, *p* < 0.05, Fig. 2f, Additional file 3: Table S2). In these datasets, we noted differential expression, mostly upregulation, of several genes linked to innate immunity and the epithelium interaction with microbiota in KO (Additional file 1: Fig. S2). These genes include *Tlr4*, encoding a Toll-like receptor (intestinal stem cells and organoid datasets); *Itln1*, a lectin receptor; defensins *Defa22* and *Defa26*; *Wdfy1* (positively regulates TLR3/4 signaling pathways [25]); and anti-microbial protein genes *Ang4* [26], *Reg3b*, and *Lyz1* (lysozyme). *Mt1* that is significantly upregulated on *Smarcad1* deletion plays an important role in the prevention of colonic mucosal inflammation in the dextran sodium sulfate (DSS)-induced mouse model of colitis [27]. Interestingly, *Mt1* is not significantly upregulated in the small intestinal organoid culture upon *Smarcad1*-KO, indicating that this upregulation may depend on some external cue, such as niche, microbiota, or immune cells (Fig. 2, Additional file 1: Fig. S2).

**Fig. 2:**
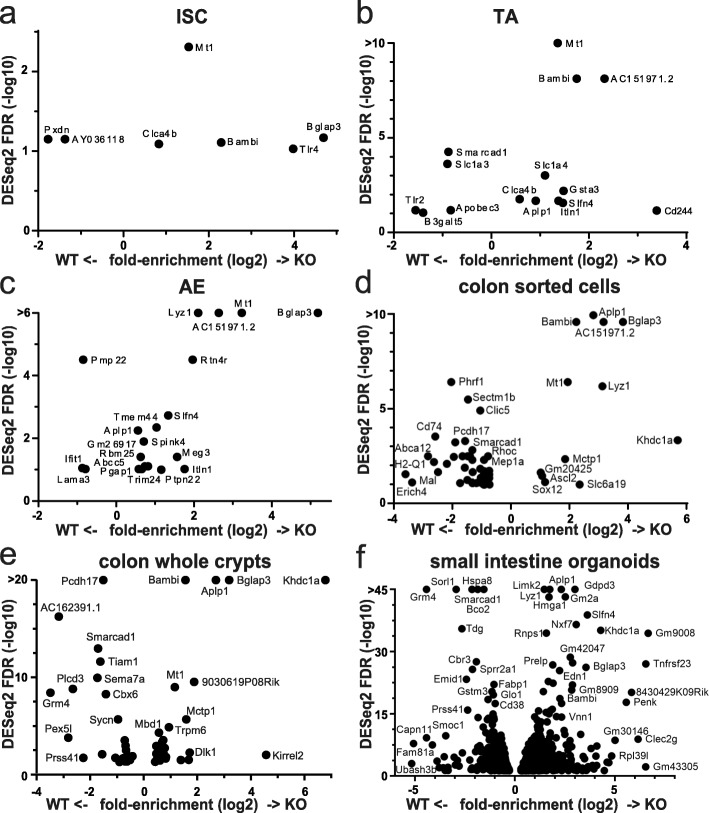
Gene expression changes on *Smarcad1*-KO. Significantly up/downregulated genes (DESeq2 test with cutoff FDR < 0.1 for **a**–**d** and FDR < 0.05 for **e**, **f**; for additional data and annotations, see Additional file 3: Table S2, Additional file 4: Table S3) in RNA-seq experiments (*n* = 3). *X*-axis: *Smarcad1*-KO/WT log (2) fold-enrichment of reads per transcript. *Y*-axis: -log (10) FDR. High FDR values capped at indicated maximum *Y* values for visualization. 0-expression values were set to 0.1 to allow log-plotting of fold changes. **a** Intestinal stem cells (ISC), FACS-selected by high *Lgr5*-GFP signal. **b** Transit amplifying cells (TA), FACS-selected by low *Lgr5*-GFP signal. **c** Adult enterocytes (AE), FACS-selected by EPCAM-positive and CD31/45-negative signal. **d** Colon epithelium, FACS-selected by EPCAM-positive and CD31/45-negative signal. **e** Colon epithelium, isolated as whole crypt suspension. **f** Small intestine-derived organoid culture

Remarkably, one gene, *Bglap3* (also called *Bglap-rs1*), whose expression was most enhanced in the small intestine and colon crypt datasets compared to control, was upregulated in all datasets upon *Smarcad1*-KO (Additional file 1: Fig. S3a, b). Consistent with increased expression of *Bglap3*, we found increased protein levels of osteocalcin by Western blot (Additional file 1: Fig. S3c-e). This gene codes for an osteocalcin protein of a class that is normally predominantly expressed in bone by osteoblasts, regulating calcification, and can also be secreted and acts like a hormone, coordinating bone metabolism with body physiology [28]. The role of *Bglap3* in the gut (if any) is not clear, but one might speculate that this protein may regulate intestinal calcium uptake. Calcium particles are known to be generated and secreted in the gut and have been linked to gut immunity by aiding the delivery of antigens to Peyer’s patches [29]. We tested this hypothesis by assessing Ca^2+^ blood levels, showing that they do not change on upregulation of osteocalcin in the small intestine upon *Smarcad1*-KO, suggesting a separate function of osteocalcin in this tissue (Additional file 1: Fig. S3f).

By comparing the various transcriptome analyses (from colon (CO), sorted stem (ISC), and transit amplifying (TA) cells as well as adult enterocytes (AE) from small intestine and small intestine organoids (ORG)), we derived a list of genes that are upregulated repeatedly in these analyses and, thus, represents a gene expression hallmark reflecting *Smarcad1* deletion (Fig. 2, Additional file 1: Fig. S2, Additional file 3: Table S2, Additional file 4: Table S3). In addition to *Bglap3* (significant DEG in ISC, AE, ORG, CO), *Mt1* (ISC, TA, AE, CO), and *Lyz1* (AE, ORG, CO), these genes include *Bambi* (ISC, TA, ORG, CO), *Aplp1* (TA, AE, ORG, CO), *Slfn4*, *Itln1* (TA, AE, ORG), *Kirrel2*, *Tiam1*, *Khdc1a*, and *Mbd1* (ORG, CO). *Bambi* (BMP and activin membrane-bound inhibitor) is generally thought to function as an inhibitory pseudo- (decoy) receptor for TGFβ/BMP signaling pathways, and thus, its overexpression may affect inflammatory responses [30–34]. *Slfn4* is expressed from a cluster of genes all expressing Schlafen family members. These are AAA-domain containing proteins with various roles, including in regulating cell proliferation, in immune system development, function, and interferon response, and recently, these proteins have been suggested to be involved in RNA metabolism [35] (reviewed in [36, 37]). *Aplp1* codes for an amyloid precursor-like protein and is normally primarily expressed in the nervous system [38]. *Kirrel2* codes for a glycoprotein that regulates insulin secretion in beta cells in the pancreas [39]. *Tiam1* (T lymphoma invasion and metastasis 1) codes for a guanine nucleotide exchange factor (GEF) of Rac1 involved in many signaling pathways (reviewed in [40]). *Khdc1a* codes for a translational repressor involved in endoplasmic reticulum-dependent apoptosis [41]. In summary, the transcriptomic analysis indicates that Smarcad1 is involved in repression of genes linked to innate immunity and inflammation. Furthermore, Smarcad1 appears to control the expression of genes such as *Aplp1* and *Bglap3* that are not normally associated with intestinal function.

### Smarcad1 impacts H3K9me3 over genes and regulatory elements and controls regulatory element accessibility

Previously, we have shown that Smarcad1 promotes heterochromatin features globally in proliferating cells in culture [10], including histone modifications H3K9me3 and H3K9me2 as well as HP1 (Heterochromatin Protein 1) chromatin binding. Depletion of Smarcad1 conversely promoted global histone acetylation, including H3K9ac [10]. However, when we examined H3K9me2 and H3K9me3 levels in tissue extracts from crypts and villi of the small intestine, as well as colon epithelium extracts, we did not find global changes of H3K9me2/3 upon deletion of Smarcad1, except for some drop in H3K9me2 in the small intestinal crypts (Additional file 1: Fig. S4a-c). In order to test if Smarcad1 has a role in repressive chromatin on a more local level, we performed ChIP-seq for H3K9me2 and H3K9me3 on chromatin extracts of small intestinal crypts. Consistent with the notion that H3K9me3 is linked to gene repression, we found that this mark is rather low over promoters of highly expressed genes compared to promoters of lowly expressed genes (Additional file 1: Fig. S4d). The majority of sites (identified as MACS-peaks, [42]) with changes of H3K9me3 levels upon *Smarcad1*-KO showed a depletion of this mark with only a minor fraction showing increased levels (Fig. 3a, Additional file 1: Fig. S4f, Additional file 6: Table S5). We found that deletion of *Smarcad1* led to a drop in H3K9me3 peaks close to and within many genes, suggesting their position over regulatory elements such as promoters and enhancers (Fig. 3c, Additional file 1: Fig. S4f). We observed that there is a significant association between changing gene expression upon *Smarcad1*-KO and changes in H3K9me3 (Fig. 3d) and that genes that are misregulated in the small intestine on *Smarcad1*-KO are in general associated with decreased H3K9me3 levels (Fig. 3d, e). Areas that exhibit an increase of H3K9me3 are usually much broader and, importantly, are found within the transcribed region of genes (Fig. 3c, Additional file 1: Fig. S5). Some of the genes that show this type of increase in H3K9me3 in their gene body show a decrease (e.g., *Tlr2*, *Apobec3*, *Tiam1*) or no change (*Tcf4*, *Fat1*) in expression on *Smarcad1*-KO.

**Fig. 3:**
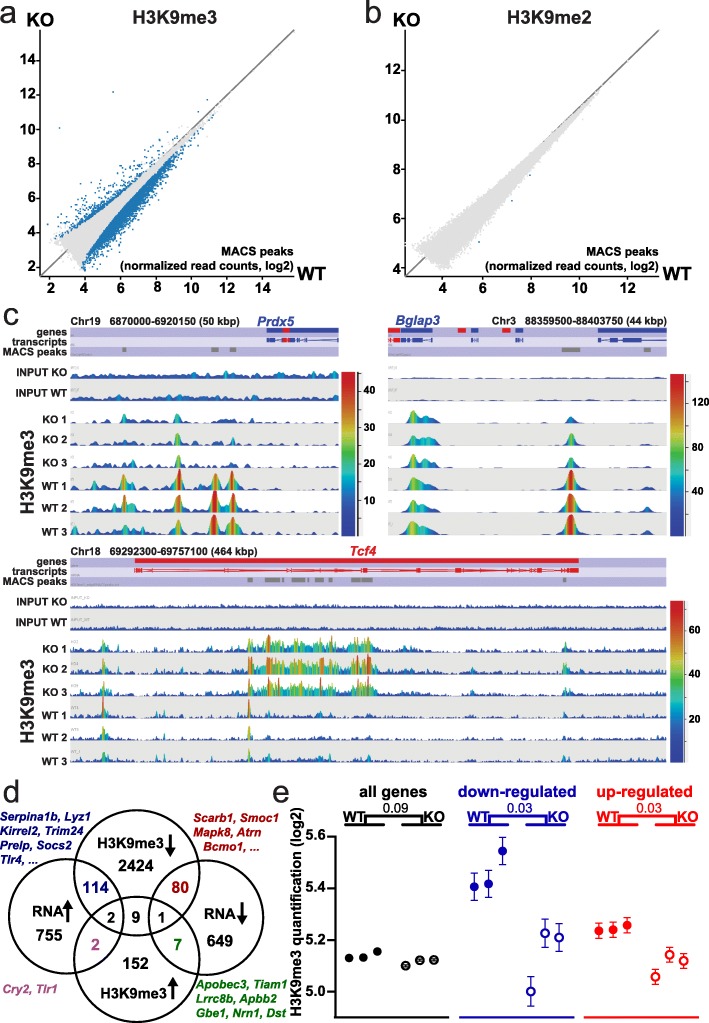
H3K9me2/3 changes linked to *Smarcad1*-KO in the small intestine. EdgeR analysis (*p* < 0.05) of read counts over H3K9me3 (**a**) or H3K9me2 (**b**) peaks reveals regions with significant alterations in these histone marks on deletion of Smarcad1 in the small intestinal epithelium by *Vil-cre* (KO). Datasets shown as averaged from 3 replicates (for additional data and annotations, see Additional file 6: Tables S5, Additional file 7: Table S6). **c** Examples of H3K9me3 changes over selected regions. The top annotation tracks indicate genes, transcripts, and H3K9me3 MACS peaks. Read counts are shown in linear scale, color coded. Chromosomal positions and window sizes in kbp are indicated. **d** Link between changes in gene expression and changes in H3K9me3. Venn diagrams showing the distribution of differentially expressed genes (DEG) in small intestine organoids on *Smarcad1*-KO (see Additional file 1: Fig. S2a, Additional file 3: Table S2) and genes from small intestinal crypts with differential H3K9me3 MACS peaks within ± 5 kbp of the gene (EdgeR *p* < 0.05, see Additional file 6: Table S5). There is a significant overlap between genes with increased expression and decreased H3K9me3 (*p* = 0.00017, chi-square, number of expressed genes 25,965, Additional file 2: Table S1). The Venn diagrams are not drawn to scale. **e** Normalized H3K9me3 ChIP-seq read count quantitation over MACS peaks, log2 transformed, adjusted for matching distributions in SeqMonk. Separate quantitations over all annotated genes (32,029 genes) and ± 5 kbp up- and downstream of genes with up- and downregulated expression in small intestinal organoids on *Smarcad1*-KO (1420 genes, see Additional file 1, Fig. S2, Additional file 3: Table S2). *p* values from an unpaired two-tailed *t* test with Welch’s correction are indicated (*n* = 3). Error bars indicate the standard error of the mean (SEM) of read count quantitation of each biological replicate

In contrast to H3K9me3, we found that deletion of Smarcad1 did not appear to affect H3K9me2 in a significant manner (Fig. 3b, Additional file 7: Table S6).

We additionally performed H3K9me3 analysis on colon epithelium by ChIP-seq, as the colon epithelium functionally differs from the small intestinal epithelium. 

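H3K9me3 in colon crypts was measured in 3 ChIP-seq libraries from mice with *Vil-cre*-mediated deletion of *Smarcad1* (KO) and 3 libraries from WT mice. For each genotype there was also 1 library of input DNA, which is chromatin taken before the immunoprecipitation. The authors mapped the reads to GRCm38 with Bowtie 2, kept those with a mapping quality of at least 20 and removed duplicates. Peaks were called once on all ChIP libraries together against both inputs, with the MACS peak finder in SeqMonk, so every peak has a value in every library. The methods give paired reads of 100 bp, while the sample records give single reads of 50 bp. The deposited table holds 53761 peaks from 300 to 233100 bp wide, with a median of 1050 bp. Of these, 15680 lie over or within 5 kb of a gene, and 5543 genes are the closest gene of such a peak. Its ChIP values are log2 read counts per peak that the authors matched to a shared distribution across the 6 libraries. Matching removes differences in depth, and it would also remove a change of the same size at most peaks. The values of each library rise in steps of single reads, and counting these steps gave a median of 15, 19 and 20 reads per peak in WT replicates 1, 2 and 3 and of 14, 17 and 19 reads in KO replicates 1, 2 and 3. The input values are log2 of whole read counts that were not scaled, with 733413 reads over all peaks in the WT input and 691770 in the KO input. The median peak held 10 WT and 9 KO input reads. With so few reads, the median SD between the 3 replicates of a peak was 0.28 in WT and 0.31 in KO on the log2 scale. Across peaks, which are not independent replicates, Pearson's r was 0.821 to 0.859 for libraries of the same genotype and 0.800 to 0.826 for libraries of different genotypes. KO and WT were compared at every peak with limma on the log2 values, two-sided and with genotype as the only factor, and a peak counted as changed at a Benjamini-Hochberg adjusted p under 0.05. Standard errors and p-values of this fit draw on peaks of similar mean level as well as on the replicates of the peak itself. They can therefore be smaller than the SD of the 3 replicates alone would give. In simulated libraries with 200 changed peaks, this test recovered 171 of them in the right direction and called 9 unchanged peaks. The simulated changes were larger than most of the decreases called below, and the simulated spread of a peak depended on its mean level alone. Recovery of smaller changes, or of peaks with a spread of their own, was therefore not tested. The paper's own calls came from edgeR run on read counts inside SeqMonk.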

Similar to the findings in the small intestine, we found strong and numerous changes in H3K9me3 on *Smarcad1-*KO, albeit we detected fewer sites with decrease in H3K9me3 (Fig. 4a–c, Additional file 8: Table S7). 

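H3K9me3 differed between KO and WT colon crypts at 892 peaks (1.66% of the peaks tested), with an increase at 428 and a decrease at 464. At an unadjusted p under 0.05 there were 5688 peaks. The 3 KO values did not overlap the 3 WT values at 870 of the changed peaks, which is 97.5% of them, compared to 15.6% of all peaks and to the 10% that chance gives for 3 against 3, though these peaks were chosen by a test of the same difference. The authors' deposited table lists 413 increased and 372 decreased peaks, and 739 of these 785 peaks were also called here, all in the same direction. Increases were larger than decreases, with median log2 fold changes of 1.37 and -0.95. A log2 fold change of at least 2 was reached by 77 increased peaks, while 6 peaks fell by that much. Subtracting the log2 input of the same genotype moved the count most, to 15873 peaks; the same input value is then taken from all 3 libraries of a genotype, so any difference between the inputs, noise included, adds to the fold change and not to the spread. With a limma variance prior that does not follow the mean level, 112 peaks were increased and 15 decreased. The largest increase lay over *Mt1* (chromosome 8, 94178851 to 94180950, covering the whole gene), where the log2 read count was 2.64 ± 0.52 (SD, n = 3) in WT and 9.33 ± 0.19 (SD, n = 3) in KO. Its log2 fold change was 6.69 (standard error 0.18, adjusted p = 6.2e-33 from limma). Next came a peak of 14100 bp over the 5' end of *Vil1* (chromosome 1, 74401501 to 74415600), with 5.26 ± 0.49 (SD, n = 3) in WT and 10.95 ± 0.19 (SD, n = 3) in KO and a log2 fold change of 5.68 (standard error 0.14, adjusted p = 1.2e-35 from limma). At both of these peaks the KO input also exceeded the WT input, by 5.52-fold over *Mt1* and by 8.35-fold over *Vil1*. Each genotype has only 1 input library, so these ratios carry no replicate error and do not by themselves show their cause. The KO mice carry the *Vil-cre* transgene, so extra copies of these sequences in the KO genome are a candidate explanation. A change of H3K9me3 at the resident *Mt1* and *Vil1* genes can therefore not be read from these peaks. The other 3 of the 5 largest increases lay within introns of *Fat1* on chromosome 8, at 44984401 to 44988600, 44971201 to 44972700 and 44972701 to 44982900, with log2 fold changes of 3.41, 3.20 and 3.18. Of the decreases, the largest was an intronic peak in *Cflar* (chromosome 1, 58746751 to 58747500), with a log2 fold change of -2.36 (standard error 0.40, adjusted p = 9.4e-05 from limma). The 4 next had log2 fold changes from -2.23 to -2.01. They were a peak without a gene within 5 kb (chromosome 6, 48804751 to 48805650) and peaks outside but near *Klrb1c*, a U6 RNA gene and *Zfp280d*. All but the *Klrb1c* peak rest in part on 1 low KO library. Without KO replicate 2, the chromosome 6 peak had a log2 fold change of -1.24. Without KO replicate 3, it was -1.20 near the U6 gene and -1.21 near *Zfp280d*. Neither of these 2 then passed the threshold (adjusted p = 0.116 and 0.0733 from limma). From the peaks that pass its edgeR test (Fig. 4a, Table S7), the paper concludes that H3K9me3 changes strongly at many sites of the colon epithelium too, with decreases at fewer sites than in the small intestine.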

Changes were again linked to changes in gene expression on *Smarcad1-*KO, but only significantly over downregulated genes that showed an increase in H3K9me3 (Fig. 4c). In contrast to the small intestine, we did not observe globally a decrease of H3K9me3 over differentially expressed genes and that this mark generally increased over downregulated genes (Fig. 4d). 

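Genes were counted as downregulated or upregulated in the colon from the paper's Table S3, which lists 56 and 38 of them by the names in its first column. Each peak counted only for its closest gene within 5 kb, as annotated by the authors. By this count, 14 downregulated and 14 upregulated genes had a peak, and all genes with a peak served as the background. This background was not limited to genes expressed in the colon, while only expressed genes can be in the lists of Table S3. The odds ratios may therefore in part compare expressed genes with genes that are not expressed. An increased peak was found at 138 of the background genes and a decreased peak at 199. Among the 14 downregulated genes, 4 had an increased peak where 0.349 were expected by chance (odds ratio 16.1, p = 0.0003, two-sided Fisher's exact test, Benjamini-Hochberg adjusted p = 0.0012 over the 4 overlaps tested). These were *Cmah*, *Lgmn*, *Snx18* and *Tspan5*. Among the 14 upregulated genes, 3 had a decreased peak, *Phyh*, *Zfp809* and *2210016F16Rik*, where 0.503 were expected (odds ratio 7.42, p = 0.0124, Fisher's exact test, adjusted p = 0.0248). The other two overlaps held 1 gene each, *Mt1* with increased expression and increased H3K9me3 (odds ratio 3.03, p = 0.298, Fisher's exact test) and *Mapre3* with decreased expression and decreased H3K9me3 (odds ratio 2.07, p = 0.401, Fisher's exact test). *Mt1* is the gene whose input was raised in KO as well. When the peaks called by the authors replaced those called here, the overlap of upregulated genes with decreased H3K9me3 fell to 1 gene (odds ratio 2.63, adjusted p = 0.333, Fisher's exact test), while that of downregulated genes with increased H3K9me3 kept its 4 genes. With peaks called by the variance prior that ignores the mean level, a setting added after seeing the data, only *Tspan5* was left among the downregulated genes (adjusted p = 0.108, Fisher's exact test) and no upregulated gene had a decreased peak. *Gm20499*, which Fig. 4c also names, is the annotated name that Table S3 gives beside a gene listed as *2610524H06Rik*, so it is not among the 3 genes counted here. Its peak (chromosome 5, 114820801 to 114822300) had a log2 fold change of -1.36 (standard error 0.27, adjusted p = 0.0012 from limma). The authors called this peak too, so the overlap of 1 gene under their calls leaves *Gm20499* out. Matching by either name, a setting chosen after seeing the data, gave 4 genes with the peaks called here (odds ratio 9.94, adjusted p = 0.0032, Fisher's exact test). The authors' calls were not run with this matching.
Of the 4 downregulated genes, *Tspan5* changed most, with increased H3K9me3 at 8 of its 10 peaks and log2 fold changes from 1.15 to 2.44. Its peak within an intron from 138799651 to 138804300 on chromosome 3 had the largest of these (standard error 0.17, adjusted p = 3.6e-15 from limma). The other three genes had 1 changed peak each. At *Snx18* it spans 31500 bp of chromosome 13 (113586301 to 113617800) with 9.47 ± 0.22 (SD, n = 3) in WT and 10.07 ± 0.12 (SD, n = 3) in KO. The intronic *Cmah* peak (chromosome 13, 24353701 to 24355650) had a log2 fold change of 1.01 (standard error 0.22, adjusted p = 0.0035 from limma). The peak over exons and introns of *Lgmn* (chromosome 12, 102412501 to 102413700) had a log2 fold change of 1.08 (standard error 0.28, adjusted p = 0.0263 from limma), which without 1 replicate stayed past the threshold only in the fit without WT replicate 2 and otherwise reached an adjusted p of up to 0.153 from limma. The intronic peak in *Mapre3* (chromosome 5, 30836701 to 30837750) fell by 1.52 on the log2 scale and the intronic peak in *Phyh* (chromosome 2, 4924501 to 4925400) fell by 1.20. The *Mapre3* call was lost in the fit without WT replicate 2 (adjusted p = 0.0544 from limma). The *Phyh* call was also lost in some fits without a replicate, with adjusted p-values of up to 0.308 from limma.

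**Figure D1:**
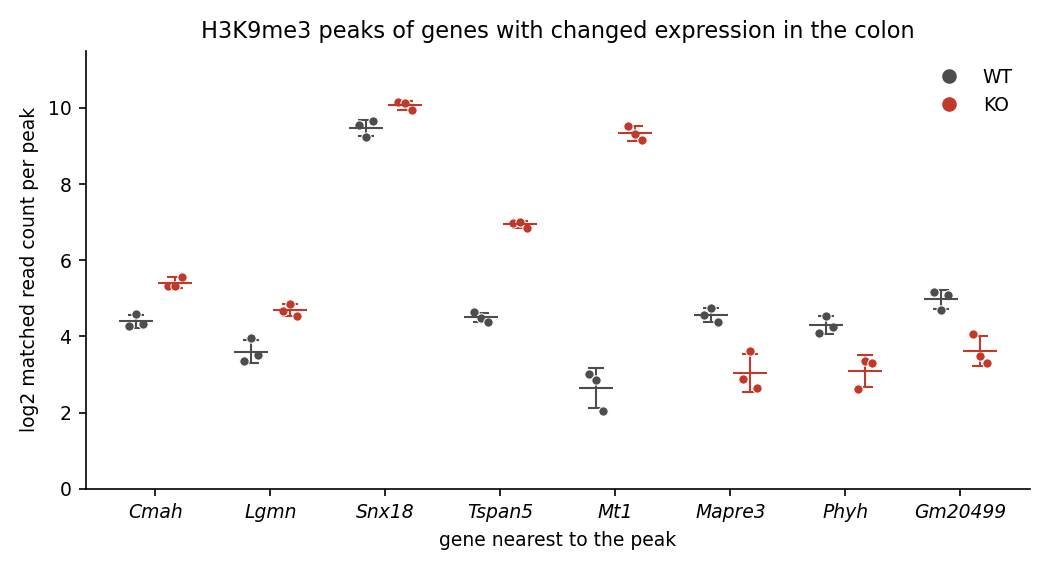
Log2 matched read count (y axis) at the changed H3K9me3 peak with the smallest adjusted p of each of 8 genes named in Fig. 4c (x axis), in the WT (grey) and KO (red) libraries. Points are single libraries, and horizontal marks and bars are the mean and SD of 3; KO lies above WT for *Cmah*, *Lgmn*, *Snx18*, *Tspan5* and *Mt1* and below it for *Mapre3*, *Phyh* and *Gm20499*.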

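Over all peaks at genes, the mean log2 read count per library was 4.36 ± 0.01 (SD, n = 3) in WT and 4.35 ± 0.02 (SD, n = 3) in KO (p = 0.7, exact permutation test, two-sided). The matched distributions hold the mean of all peaks at the same level in each library, so a change shared by most peaks would not show here. Peaks at genes are only part of all peaks, so their mean could still differ from one genotype to the other. Over the 30 peaks at downregulated genes, the means were 5.52 ± 0.03 (SD, n = 3) in WT and 6.10 ± 0.11 (SD, n = 3) in KO. Each KO library, from 5.98 to 6.20, lay above each WT library, from 5.50 to 5.56, so the difference of 0.58 exceeds the spread between replicates (p = 0.1, exact permutation test, the smallest p that 3 against 3 allow, and 0.3 after Benjamini-Hochberg adjustment over the 3 gene sets). *Tspan5* holds 10 of the 30 peaks. Without this gene, a comparison chosen after seeing the data, the difference was 0.03 (p = 0.2, exact permutation test). Counting each gene once, by the mean over its peaks, gave a difference of 0.15 (p = 0.1, exact permutation test). In the same count per gene, the mean over all genes fell by 0.11, with each KO library below each WT library (p = 0.1, exact permutation test). Over the 38 peaks at upregulated genes, the means were 4.20 ± 0.05 (SD, n = 3) in WT and 4.30 ± 0.17 (SD, n = 3) in KO, and the libraries of the genotypes overlapped (p = 0.5, exact permutation test). Per gene the difference was 0.32 (p = 0.1, exact permutation test), but it rests on *Mt1*, where the input was raised in KO. Without *Mt1*, a comparison also chosen after seeing the data, H3K9me3 over upregulated genes fell by 0.08 over peaks (p = 0.5, exact permutation test) and by 0.17 per gene (p = 0.3, exact permutation test).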

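In the colon, increased peaks made up 48.0% of all changed peaks in the limma fit and 52.6% of those in the authors' deposited table. This share depended on how the peaks were called. It was 88.2% with the variance prior that does not follow the mean level, 60.1% at an adjusted p under 0.01 and 60.9% when a log2 fold change of at least 1 was also required. It was lower, 42.7%, among peaks with a mean log2 value of at least 4. Among peaks with at most 100 reads it was 42.9% in the limma fit and 44.7% in a voom fit on recovered reads that was added after seeing the data. Across the 6 fits that each left out 1 library, it ran from 43.7% to 65.1%. The small intestinal libraries were not analysed here.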

The observed difference between H3K9me3 over upregulated genes in the small intestine versus colon epithelium may relate to the fact that proportionally, we observe more sites where H3K9me3 decreases in the small intestine compared to colon epithelium.

**Fig. 4:**
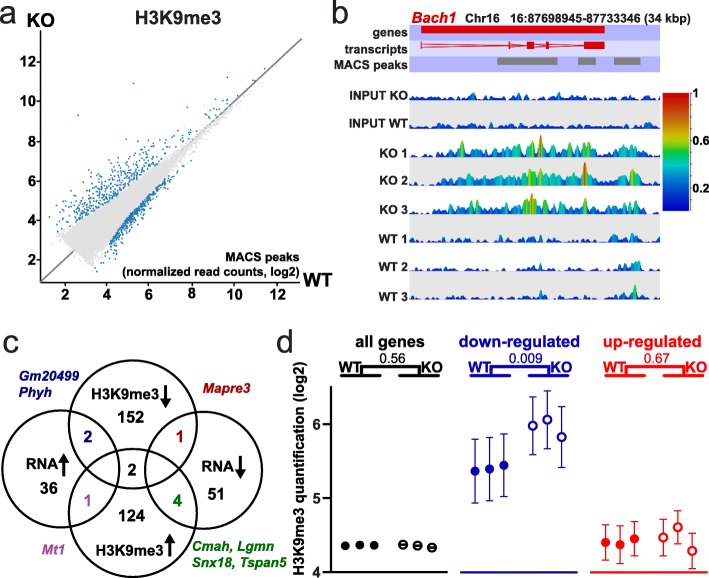
H3K9me3 changes linked to *Smarcad1*-KO in the colon. **a** EdgeR analysis (*p* < 0.05) of read counts over H3K9me3 peaks reveals regions with significant alterations in this histone mark on deletion of *Smarcad1* in the small intestinal epithelium by *Vil-cre* (KO). Datasets shown as averaged from 3 replicates (for additional data and annotations, see Additional file 8: Table S7). **b** Examples of H3K9me3 changes over *Bach1*. The top annotation tracks indicate the gene, exons, and H3K9me3 MACS peaks. Read counts are shown in linear scale, color coded. Chromosomal position and length in kbp are indicated. **c** Link between changes in gene expression and changes in H3K9me3. Venn diagrams showing the distribution of differentially expressed genes (DEG) in the colon on *Smarcad1*-KO (93 DEG in either whole crypt or sorted epithelium datasets, see Additional file 1: Fig. S2b, Additional file 4: Table S3) and genes with differential H3K9me3 MACS peaks within ± 5 kbp of the gene (EdgeR *p* < 0.05, see Additional file 8: Table S7). There is a statistically significant overlap between genes with decreased expression and increased H3K9me3 (*p* = 0.05, chi-square, number of expressed genes 25,965, Additional file 2: Table S1). The Venn diagrams are not drawn to scale. **d** Normalized H3K9me3 ChIP-seq read count quantitation over MACS peaks, log2 transformed, adjusted for matching distributions in SeqMonk. Separate quantitations over all annotated genes (32,029 genes) and ± 5 kbp up- and downstream of genes with up- and downregulated expression in the colon on *Smarcad1*-KO (93 DEG in either whole crypt or sorted epithelium datasets, see Additional file 1: Fig. S2b, Additional file 4: Table S3). *p* values from an unpaired two-tailed *t* test with Welch’s correction are indicated (*n* = 3). Error bars indicate the SEM of read count quantitation of each biological replicate

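*Bach1* (ENSMUSG00000025612) lies on the plus strand of chromosome 16 from 87698945 to 87733346 in GRCm38, and the peak table places 3 H3K9me3 peaks over it or within 5 kb of it. The peak from 87713401 to 87724500 covers introns and inner exons, and its log2 read count was 5.47 ± 0.68 (SD, n = 3) in WT and 8.01 ± 0.19 (SD, n = 3) in KO, a log2 fold change of 2.54 (standard error 0.18, adjusted p = 2.0e-15 from limma). At the peak from 87728551 to 87731700, which reaches into the last exon, the values were 3.26 ± 0.33 (SD, n = 3) in WT and 6.44 ± 0.42 (SD, n = 3) in KO, a log2 fold change of 3.17 (standard error 0.24, adjusted p = 1.4e-14 from limma). A peak that starts 1955 bp downstream of the gene, from 87735301 to 87740100, had a smaller log2 fold change of 1.38 (standard error 0.17, adjusted p = 4.6e-08 from limma). All 3 KO values lay above all 3 WT values at each of these peaks. With each replicate left out in turn, the log2 fold changes stayed between 2.27 and 2.92 at the peak over the inner exons and between 3.04 and 3.41 at the peak over the last exon. With the variance prior that ignores the mean level, the adjusted p from limma was 0.0201 at the peak over the inner exons and 0.0078 at the peak over the last exon. The downstream peak did not pass the threshold in that fit (adjusted p = 0.0768 from limma). The inputs showed no gain in KO, with 113 WT and 92 KO reads at the peak over the inner exons and 34 WT and 29 KO reads at the peak over the last exon.

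**Figure D2:**
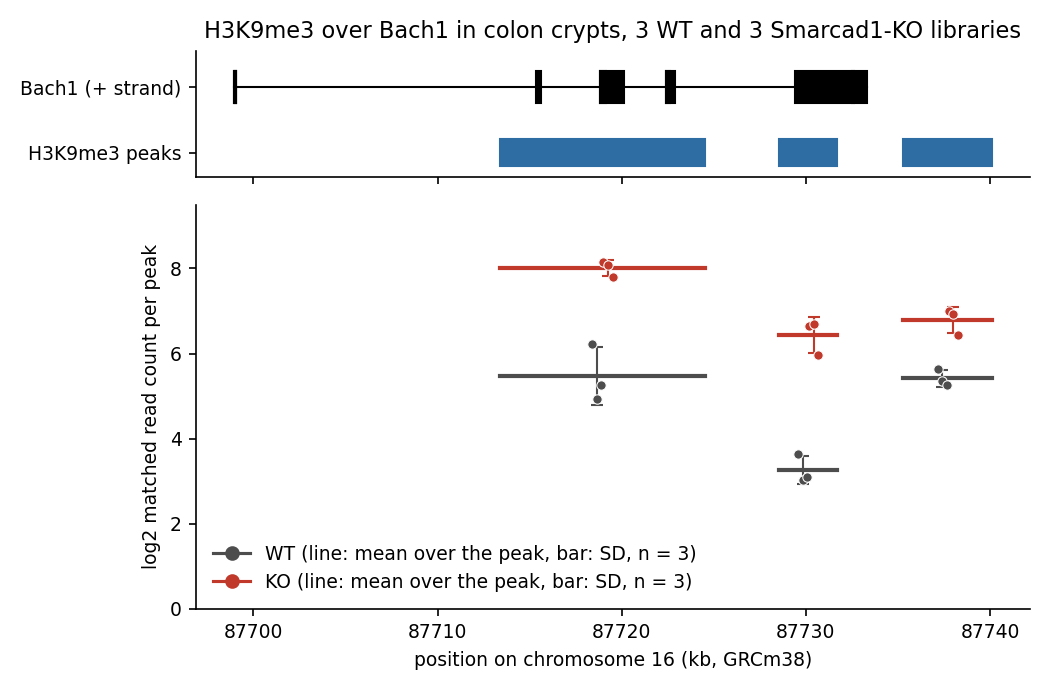
Map of *Bach1* on chromosome 16 (x axis, kb in GRCm38) with its exons in black and its 3 H3K9me3 peaks in blue, above the log2 matched read count per peak (y axis) of each WT (grey) and KO (red) library. Points are single libraries, horizontal lines span each peak at the mean of 3 libraries and vertical bars are the SD; the KO libraries lie above the WT libraries at all 3 peaks.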

To test if deletion of *Smarcad1* affects accessibility to chromatin, we used the ATAC-seq approach on nuclei from small intestinal crypts [43]. This identified 84 sites that showed a significant change in accessibility, mostly an increase (76 sites increase, 8 decrease) (Fig. 5a, Additional file 9: Table S8). On gene level, we also observed a significant link between loss of accessibility and increase of H3K9me3 close to or over genes on *Smarcad1*-KO (Fig. 5b).

**Fig. 5:**
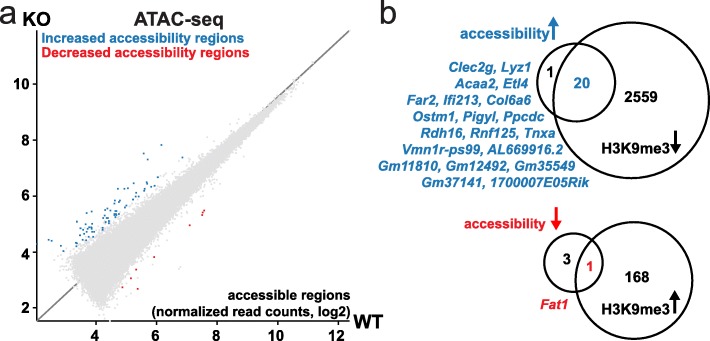
*Smarcad1*-KO changes chromatin accessibility in the small intestine. **a** The scatter plot of normalized read counts over ATAC-seq MACS peaks shows 84 differentially accessible regions (blue and red dots) as identified by EdgeR (*p*_adjust_ < 0.05, *n* = 3) on deletion of *Smarcad1* in the small intestinal epithelium (KO) compared to control (WT). For additional data and annotations, see Additional file 9: Table S8. **b** Comparison between genes with differential accessibility and genes with differential H3K9-trimethylation on *Smarcad1*-KO (ATAC-seq and ChIP-seq MACS peaks, annotation with closest gene ± 5 kbp, *n* = 3, see Additional file 6: Table S5, Additional file 9: Table S8). Of the genes that show increased accessibility and decreased H3K9me3, *Clec2g* and *Lyz1* are overexpressed on deletion of *Smarcad1* in the small intestinal epithelium (KO). There was no overlap between genes with increased accessibility and increased H3K9me3 nor with genes with decreased accessibility and decreased H3K9me3. The Venn diagrams are not drawn to scale

In summary, deletion of Smarcad1 leads to specific changes in histone H3K9me3 and this is linked to changes in chromatin accessibility and gene expression.

### Smarcad1 promotes colitis response

Because the gene expression analysis indicated that Smarcad1 is involved in regulating multiple genes linked to innate immunity and inflammatory processes, we tested the response of the intestine epithelium-specific knockout mice in the well-established dextran sodium sulfate (DSS)-induced colitis model, as DSS-mediated colitis is thought to depend critically on innate immunity [44]. DSS is a charged polymer that erodes the mucus layer in the colon when ingested through drinking water, which, in turn, exposes the colon epithelium directly to the microbial load of the colon lumen, eliciting an inflammatory response [45, 46]. Therefore, this model is considered especially valid for ulcerative colitis.

It is well established that the DSS colitis response depends on the composition of the microbiota, and it has been demonstrated that the microbiome of many mouse facilities lacks complexity [47, 48]. The latter is also true for the microbiome of the Babraham Institute mouse facility, as 1% DSS in the drinking water did not elicit a colitis response as seen by lack of weight loss (Fig. 6a, Additional file 1: Fig. S6a, c, Additional file 10: Table S9). Therefore, we decided to enrich our mice with microbiome from the mouse facility of the University of York that we knew had a strong colitis response, despite being specific pathogen free (SPF). We cohoused both sets of mice (control and intestine-specific Smarcad1-KO mice from Babraham) and York mice in a ventilated cabinet for 2 weeks, to allow for substantial transfer of microbiota. We profiled the microbiomes of the control and KO mice before and after cohousing, as well as donor microbiomes by 16S RNA amplicon sequencing. This showed no significant differences of the control and KO mice before or after this exposure, indicating that the deletion of Smarcad1 does not affect microbiome composition in a major way (Fig. 7b). In contrast to this, the donor microbiome was clearly distinct and more complex from the recipient microbiome (Fig. 7a–c, Additional file 1: Fig. S8). Furthermore, we detected transfer of specific microbial species (Fig. 7c, Additional file 1: Fig. S8c-g). Our analysis highlights at the phylum level the significant transfer of TM7 (Fig. 7c, d, see the “Discussion” section). At the family level, we see transfer of *Dehalobacteriaceae* and at the species level *Ruminococcus gnavus*. This analysis shows also significant loss of class *Erysipelotrichi* on transfer in the recipient animals.

**Fig. 6:**
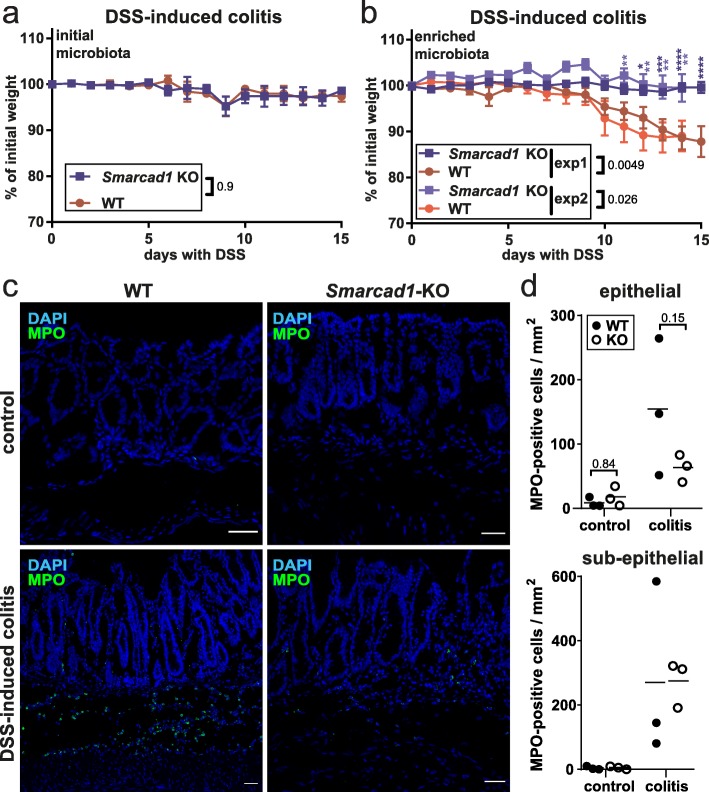
Smarcad1-dependent Colitis susceptibility. **a**, **b** 1% DSS-induced colitis phenotype in WT and *Smarcad1*-KO animals with initial (non-enriched) microbiota (**a**) and enriched microbiota (**b**, 2 independent experiments shown: b-1/b-2). Experiments **a** and b-1 were terminated after 15 days (*n* = 5 for WT/KO), and experiment b-2 after 14 days with one mouse culled after 10 days due to extensive weight loss (*n* = 8 for WT, *n* = 6 for KO). SEM indicated by error bars. Indicated *p* values determined by 2-way ANOVA with Holm-Sidak’s multiple comparisons test, performed separately for each experiment. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Full statistical results are listed in Additional file 2: Table S1. **c**, **d** Intestinal colon epithelium localization (**c**) and quantitation (**d**) of MPO-positive cells (green, neutrophil/lymphocyte-marker) by IF staining and nuclear counterstaining with DAPI (blue) shown as maximum intensity projections. The 14-day colitis induction with enriched microbiota. Representative replicates, full image set, and negative staining controls shown in Additional file 1: Fig. S7. Scale bars, 40 μm. WT, wild type; KO, Vil-cre-mediated tissue-specific knockout of Smarcad1. **d** Epithelial and sub-epithelial number of MPO-positive cells per imaged area, quantified from the full image set shown in Additional file 1: Fig. S7 (3 biological replicates for WT/KO, 2–4 technical replicates each). Indicated *p* values determined by 2-way ANOVA with Holm-Sidak’s multiple comparisons test, performed separately for each epithelial/sub-epithelial localization. Full statistical results are listed in Additional file 2: Table S1

**Fig. 7:**
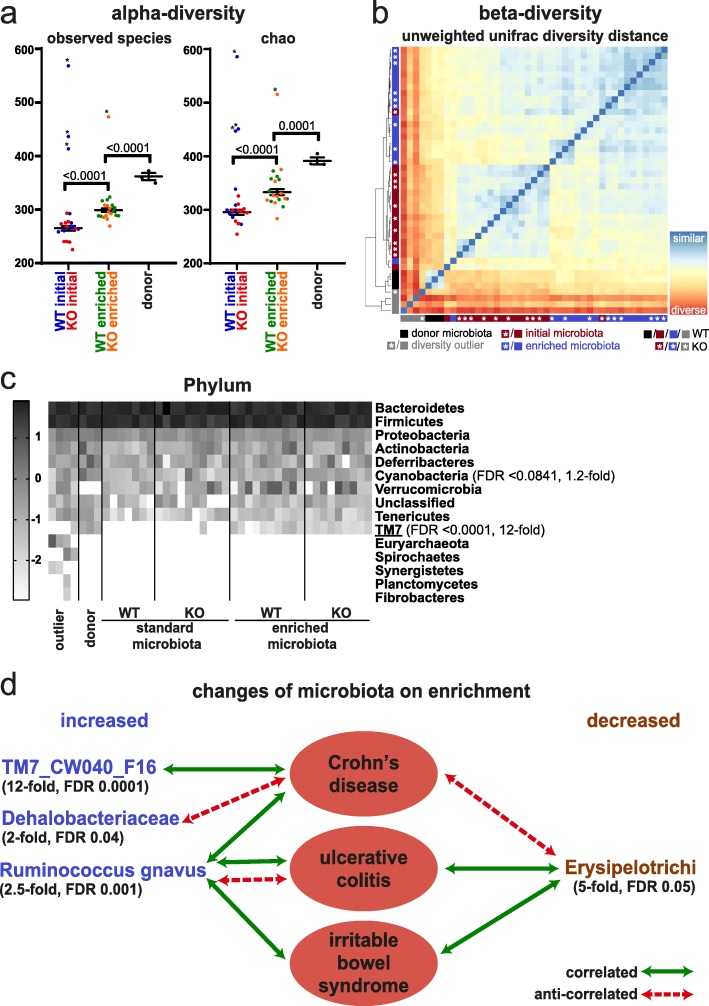
Microbiome and *Smarcad1*-dependent colitis susceptibility. **a** Alpha-diversity plots before and after microbiome enrichment, as well as donor microbiota, shown as observed species number (left) and chao-quantitation (right). Outliers (*) were identified with the ROUT algorithm in GraphPad Prism with the Q-cutoff set to 0.1%. Outliers were omitted for the following statistical analysis by 1-way ANOVA with Holm-Sidak’s multiple comparison test, *p* values indicated. SEM indicated by error bars. Full statistical results are listed in Additional file 2: Table S1. **b** Beta-diversity plot based on unweighted unifrac diversity distance (phylogenetic distance analysis of detected OTUs). Outliers previously detected based on alpha-diversity are indicated in gray. **c** Heat map of log10 transformed OTU abundance at the phylum level identifies TM7 as a phylum transferred on microbiota enrichment; see Additional file 1: Fig. S8 for other phylogenetic levels. Phylogenetic terms significantly different between initial and enriched microbiota (FDR < 0.1, Wilcoxon test, *n* = 20, outliers not excluded) are indicated with FDR and fold changes (enriched/initial). Terms shown in **d** are underlined. **d** Taxa substantially changed on microbiota enrichment (> 2-fold change, Wilcoxon test FDR < 0.05, *n* = 20, outliers not excluded) are indicated with FDR and fold changes between enriched and initial microbiota groups. Disease associations shown represent one or more previous studies in feces/colon biopsies from humans or mouse [49–64]. Where the cited studies have shown contradicting interactions, the predominant interactions are indicated

Next, we repeated the colitis experiments with the microbiome-enriched control and *Smarcad1*-KO mice.

We found that the microbiome-enriched control mice reacted with a clear colitis response to DSS, developing soft stool and, thereafter, losing significant amount of weight. Remarkably, the intestine-specific *Smarcad1*-KO mice did not exhibit this phenotype (Fig. 6b, Additional file 1: Fig. S6b, d-f, Additional file 10: Table S9).

It is known that DSS-mediated colitis is associated with focal invasion of neutrophils and monocytes into the colon epithelium [44]. We did observe infiltration of these cell types in the DSS-treated wild type mice, as shown by anti-myeloperoxidase (MPO) staining (Fig. 6c, d, Additional file 1: Fig. S7). Consistent with a reduced colitis response, this occurred to a lesser extent in the *Smarcad1*-KO mice (Fig. 6c, d, Additional file 1: Fig. S7).

To explore this on a molecular level, we extracted mRNA from colon tissue of untreated mice and from mice after DSS treatment and performed transcriptome analysis by RNA-seq (Additional file 1: Fig. S9, Additional file 11: Table S10, Additional file 12: Table S11). We identified 3261 DEG on colitis induction in WT (wild type) mice (DESeq2 test, cutoff false discovery rate (FDR) < 0.05, Additional file 13: Table S12), and gene ontology analysis confirms a strong link of these genes to inflammatory responses (Additional file 1: Fig. S6g). Most of these genes respond in the similar way to colitis on *Smarcad1*-KO (Fig. 8a). However, a subset of genes shows incomplete upregulation on colitis induction in Smarcad1-KO mice. We identified these genes as cluster A (572 genes, see Additional file 14: Table S13). Upon gene ontology analysis comparing cluster A to the gene list upregulated on colitis in WT (see annotation in Additional file 13: Table S12), we identified a number of enriched terms (g:profiler, full parameters and enriched terms: Additional file 19: Table S18). The most biologically meaningful terms, shown in Fig. 8c, indicate potentially *Smarcad1*-dependent pathways in the complex colitis response.

**Fig. 8:**
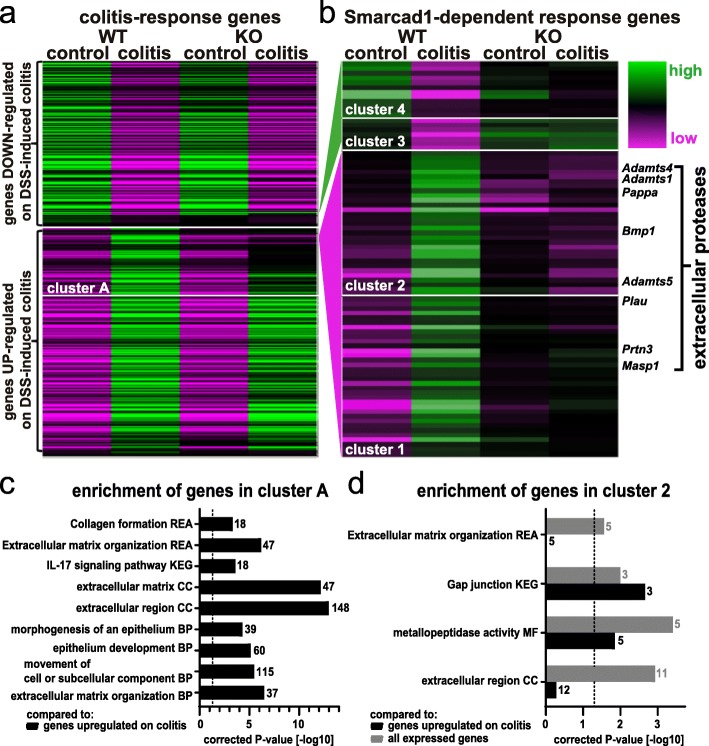
Smarcad1-dependent transcription response. Changes of gene expression on DSS-induced colitis in microbiota-enriched animals. **a** WT/*Smarcad1*-KO heat map of all differentially expressed genes (DEG) between control and DSS-induced colitis in colon epithelium samples (WT-colitis vs. WT-control, DESeq2, FDR < 0.05, Additional file 13: Table S12). Cluster A (Additional file 14: Table S13) contains genes not upregulated on colitis in *Smarcad1*-KO colon to the same extent as in WT. **b** DEG showing a diminished colitis response on Smarcad1 presence. Classified in 4 clusters. A full list of Smarcad1-dependent response genes in the indicated clusters is attached with functional annotations in Additional file 15: Table S14. The enriched genes annotated as extracellular proteases are labeled. **c**, **d** Enrichment of selected terms detected by gene ontology analysis. BP, biological process; CC, cellular component; MF, molecular function; KEGG, KEGG biological pathways; REA, reactome. Dashed line indicates significance threshold corrected *p* = 0.05. Gene number annotated in the cluster with a specific term is indicated next to each bar. **c** Cluster A (Additional file 14: Table S13) vs. genes upregulated on colitis in WT (Additional file 13: Table S12, marked UP). **d** Cluster 2 versus genes expressed in the colon (Additional file 16: Table S15) shown in gray and versus genes upregulated on colitis in WT (Additional file 13: Table S12) shown in black. Full gene ontology enrichment analysis is listed in Additional file 17: Table S16 and Additional file 18: Table S17

A finer resolved hierarchical clustering was performed to detect genes with complete or near complete loss of expression changes on colitis in *Smarcad1*-KO. These genes were identified as clusters 1/2 (normally upregulated on colitis in WT) and 3/4 (normally downregulated on colitis), with a total of 84 genes (Fig. 8b and listed with relevant annotations in Additional file 15: Table S14). Gene ontology (GO) analysis of clusters 3/4 did not yield any enriched annotations, probably due to the small size of these clusters (g:profiler, cutoff *p* < 0.05, Additional file 20: Table S19). GO analysis of cluster 2, containing genes with complete loss of Smarcad1-dependent upregulation on colitis, yielded several enrichment terms (Fig. 8d, Additional file 17: Table S16, Additional file 18: Table S17). This includes the significantly enriched group of extracellular protease encoding genes (also indicated in Fig. 8b). Stainings for Adamts1, Adamts5, and Bmp1 showed similar distribution patterns as the MPO-staining, indicating that these proteases are contributed not by the colon epithelium, but by invading neutrophils/monocytes on colitis induction (Additional file 1: Fig. S7). The GO analysis also highlights a potential role of Smarcad1 in the IL-17 pathway in colitis. The transcriptome-based analysis of the colitis response illustrated the upregulation or shutdown of expression of many genes upon DSS treatment and shows that this transcriptional response was subdued for many genes in the intestine-specific *Smarcad1*-KO mice.

## Discussion

Previous work has indicated an important role of Smarcad1 and its homologs in the maintenance of heterochromatin, especially during or following the DNA replication process [10, 11] and the silencing of endogenous retroviruses in embryonic stem cells [65], but the importance of this role in a tissue context was not clear. We found that this factor is highly expressed in the crypt of the small intestine, which is the zone of cell proliferation, consistent with a role during chromatin replication. Here, we did not find evidence that Smarcad1 affected global H3K9me3 levels, as we have previously shown in cultured cells. However, on genome-wide analysis, we found significant changes of H3K9me3 upon *Smarcad1*-KO and many of these changes are a loss of H3K9me3 over a defined region, close to or in the vicinity of genes, including many upregulated genes. We found a significant link between these changes and alterations in gene expression, especially in the small intestinal epithelium, and several of the affected genes are linked to innate immunity processes.

We observed a notable difference in the number of sites where H3K9me3 decreases between the small intestine and colon epithelia, possibly linked to the histological differences in the cells we isolated for the analysis. We isolated crypts of both small intestine and colon tissue for the ChIP-seq analysis. Colon crypts contain proportionally more differentiated cells compared to small intestine crypts. Future analysis should unravel the role of Smarcad1 in H3K9me3 establishment and maintenance during differentiation.

Unlike the study from Sachs et al. that document Smarcad1 binding by ChIP-seq [65], we have not been able to produce a Smarcad1 ChIP-seq profile employing same antibodies and protocols. This may relate to the much lower expression of Smarcad1 in somatic type cells compared to embryonic stem cells, as shown by the Sachs et al. study. Furthermore, the predominant localization of Smarcad1 in the stem and proliferative compartment of the intestinal epithelium is consistent with a global rather than locus-specific role, e.g., maintenance of heterochromatin through replication [10].

Interestingly, *Smarcad1*-KO led to an increase of H3K9me3 over broader regions within the coding regions of a number of genes, and in some cases, this was linked to decreased expression. It is possible that Smarcad1 has a role during transcription elongation of a gene subset. A role in transcription elongation has been suggested for the fission yeast Smarcad1 homolog Fft3 [66]. However, as we find such changes only in select genes, this activity appears to be gene specific.

We only observed few changes in gene accessibility by our ATAC-seq approach. While this may be due to technical limitations, it might reflect the biology of the intestinal epithelium. In this context, it is interesting that a previous study found that changes in gene expression during intestinal cell maturation do not involve dramatic changes in chromatin accessibility [67].

We found that intestine epithelium-specific *Smarcad1*-KO protects the mice from DSS-induced colitis, reducing the response in terms of weight loss, disease activity index, MPO^+^ cell recruitment, and gene expression response. This observation is striking, as a majority of gene deletions would be expected to lead to increased colitis susceptibility. However, there is precedence for such an observation. For example, monoallelic deletion of the non-muscle-myosin-II (NMII) heavy chain *My9* gene alleviates DSS-induced colon crypt damage and colitis, possibly by promoting intestinal stem cell turnover [68]. We did not find evidence that deletion of *Smarcad1* affects intestinal cell turnover or epithelial barrier function, but rather, we found that it leads to changes in gene expression that are consistent with a protective effect. In the steady-state condition, we found that *Smarcad1*-KO promoted expression of several genes linked to innate immunity, such as Toll-like receptor *Tlr4*, anti-bacterial peptides, and other factors controlling inflammatory responses such as *Lyz1*. One gene that is highly overexpressed upon *Smarcad*1-KO in steady state and colitis is *Mt1*, coding for metallothionein. Metallothionein has been reported to protect against colitis in mouse models, but its role in this process requires further investigation [27, 69–73]. Another gene that is upregulated upon Smarcad1 deletion codes for Bambi. Bambi is a TGF-beta decoy receptor that dampens or blocks the activity of this cytokine and thus controls inflammatory responses [30, 74]. TGF-beta is involved in inflammatory responses, including in colitis [75]. This suggests that Smarcad1 is normally involved in a pathway that controls an innate immunity response, and upon its deletion, the intestinal epithelium may already be primed to deal with a microbial challenge during the DSS treatment. On DSS treatment, the deletion of *Smarcad1* leads to specific changes in gene expression consistent with the reduced colitis response. Together, our data suggest that this chromatin remodeling factor orchestrates the expression of genes involved in an inflammatory response in the gut. As we made these observations with an intestinal epithelium-specific deletion of *Smarcad1*, our observations underscore the importance of the intestinal epithelial tissue and innate immunity-linked processes in mediating a colitis response.

We identified several members of the gut microbiome that are responsible for a robust colitis response in a *Smarcad1*-dependent way. These are candidates for promoting colitis disease progression during the DSS treatment, requiring the presence of Smarcad1 in the intestinal epithelium. Interestingly, these are members of a healthy SPF microbiome and are not normally associated with disease without additional challenge. Standing out among these in terms of consistency and fold increase are members of the *TM7* (also called Saccharibacteria) phylum, recently described and poorly understood Gram-positive bacteria. Interestingly, the one TM7 member that has been cultivated so far is an epibiont and parasite on another bacterial species, affecting the hosts’ interaction with the human immune system [76]. A potential link between *TM7* strains and Crohn’s disease has been previously described [49]. *TM7* levels are regulated by the inflammasome [77] and have been linked to inflammatory activity of the microbiome in aged mice [78] and changes in the mucus layer barrier function of the distal colon [79]. Another increased species is *Ruminococcus gnavus*, a member of the class *Clostridia*. Increased levels of *R. gnavus* have been linked to intestinal inflammatory diseases [50–53, 80]. *R. gnavus* is a mucolytic bacterium which alters mucus protective function [54, 81]. We also see a loss of members of the class *Erysipelotrichi*, which promote barrier function of the colon epithelium [79]. Overall, the changes we detect in our enriched microbiota are consistent with the greater colitogenic effect. Whether it is a single species, such as *TM7*, that drives this effect or the combination of several remains to be elucidated.

## Conclusions

Our study demonstrates the critical role of chromatin dynamics in intestinal epithelial cells in host-microbiome interactions, regulating the colitis response. We uncover the role of a highly conserved chromatin remodeling factor in this process and show that it operates by affecting the repressive H3K9me3 histone modification over genes that are involved. In addition to Smarcad1, we identify candidate bacterial species crucial for the phenotype severity of colitis, highlighting their potential as targets for pharmacological and probiotic treatment of intestinal inflammatory diseases.

## Methods

### Mice

All mice were C57BL/6 background, males, and kept in specific opportunistic pathogen free (SOPF) conditions at the Babraham Institute transgenic facility and fed CRM (P) VP diet (Special Diet Services) ad libitum. Animals were sacrificed by CO_2_ asphyxiation followed by cervical dislocation.

### Conditional deletion of *Smarcad1*

We generated mice with *loxP* sites integrated in the introns between exons 11 and 12 and between exons 14 and 15 of *Smarcad1* through recombineering [82]. Details regarding the construction of a Smarcad1 targeting vector and generating transgenic mice are available on request. BAC clone RP23-331E23, which completely spans the *Smarcad1* gene, constructed by the laboratory of Pieter de Jong at Roswell Park Cancer Institute was obtained from MRC Geneservice. BAC DNA was electroporated into *E. coli* EL350. Positive clones were selected with 12.5 μg/ml chloramphenicol. The construction of retrieval vector was essentially as described in [82]. In brief, two pairs of PCR primers denoted as A, B and Y, Z were designed. These amplify ~ 500 bp segments located 14.6 kbp apart within the Smarcad1 gene. Separate PCRs were carried out using A + B and Y + Z oligos on BAC 331E23. The purified AB product was cleaved with Not1/HindIII and the YZ product with HindIII/Spe1. After digestion, AB and YZ fragments were ligated into Not1/Spe1 cut vector PL253 and cloned in *E. coli*. The retrieval plasmid was linearized with HindIII and transformed into EL350 cells containing the BAC, and cells containing the desired recombinant molecule were selected on ampicillin. This resulted in cells where BAC DNA was successfully retrieved into PL253, called pGRSB (**G**ap **R**epaired **S**marcad **B**AC).

In order to introduce a floxed Neo cassette, the Neo cassette in PL452 was amplified by PCR with 300 bp arms. Two pairs of PCR primers were used: CD and EF. Primers E and F contained BamHI and NotI sites in their respective tails; C and D contained SalI and EcoRI sites. PCR product EF was purified, digested with BamH1/NotI, and ligated into BamHI/NotI cut PL452. Transformed *E. coli* were selected on 50 μg/ml ampicillin, and the obtained plasmid, termed PL452EF, was digested with SalI/EcoRI and ligated to SalI/EcoRI digested PCR product CD. The resulting plasmid was termed PL452CDEF. Next, the Neo cassette with two flanking regions of *Smarcad1* was isolated by digestion of PL452CDEF with SalI/NotI. This yielded a 2.6-Kb fragment which was purified and recombined into the Gap-retrieved BAC. The Neo cassette was electroporated and recombined in EL350 cells containing the retrieved BAC, and selection was with kanamycin resulting in plasmid pGRSB5’Neo. The Neo cassette was now excised by electroporation into cells with 0.1% arabinose-induced Cre recombinase and selected on 50 μg/ml ampicillin or 12.5 μg/ml kanamycin. Plasmid from colonies which grew on ampicillin but not kanamycin was digested with BamHI and PCR amplified with oligos derived from PL452 sequences flanking the SalI and NotI sites, respectively. Two clones, termed pGRSB5’loxP9 and pGRSB5’loxP11, were confirmed by sequencing to contain a single *loxP* site integrated at the correct location. Next, the downstream Neo cassette, derived from PL451 (containing FRT–PGK–EM7–NeobpA–FRT–loxP), was assembled. PCR primers G, H, I, and J containing recognition sites for SalI, HindII, BamHI, and NotI in their respective tails were synthesized. PCR product GH was digested with SalI/EcoRI and then ligated into SalI/EcoRI digested PL451 and transformed into *E. coli* Top10, digested with BamHI/NotI, and ligated to BamHI/NotI cut PCR product IJ. Ligations were transformed into Top10 cells yielding plasmid PL451-GHIJ. PL451-GHIJ was digested with NotI/SalI. The insert, comprising the PL451 Neo cassette flanked by Smarcad1 fragment GH and IJ, was now recombined into the targeting vectors pGRSB5’loxP 9 and 11, containing the upstream (left hand) *loxP* site with 50 μg/ml ampicillin selection. GH-Neo-IJ insert was electroporated into induced EL350 cells with kanamycin selection (12.5 μg/ml). The resulting plasmids PGRSB5’loxP3’Neo were re-transformed into NovaBlue with kanamycin selection (12.5 μg/ml). Digestion with BamH1 and sequencing using G and J oligos confirmed correct assembly of the final construct.

One hundred micrograms of pGRSB5’loxP3’neo was linearized with NotI and transformed into Bruce4 ES cells using electroporation by the Babraham Institute Gene Targeting facility. We mapped correct integration of the targeting construct by Southern blotting after digestion of genomic DNA with BamHI. We confirmed that the four correctly targeted clones contained a single integration of the targeting cassette, by cleaving DNAs with BglII followed by gel electrophoresis and Southern blotting. Two of the four positive ES cell clones, C: D3 and C: E6, were injected into C57BL/6 blastocysts. This gave rise to chimeras and ultimately two mouse lines where Smarcad1 had been targeted: CD3 and CE6. We found that on intestinal deletion of the exons by *Vil-cre*, both mouse lines overexpressed *Bglap3*. We decided to use the CE6 line for all further studies.

The *Vil-cre* allele was introduced through the Tg (Vil1-cre)997Gum mouse [24] (JAX stock #004586, The Jackson Laboratory). Genotyping PCR protocols are available on request. To isolate small intestinal stem cells, we crossed in the Lgr5-EGFP-IRES-creERT2 “knock-in” allele (Lgr5-EGFP-IRES-creERT2 mice, C57BL/6 J background, obtained from Jackson Laboratory [83]).

### DSS-induced colitis

Within each experiment, the cohorts were age matched and, as much as possible, litter matched. The order of samples from cohorts was mixed on collection. No samples were excluded from the analysis. No blinding was conducted. Mice were acclimatized to the experimental setup in ventilated cabinets (scantainers) 2 weeks prior to DSS administration. Enriched microbiota was provided from this time point by bedding transfer and co-ventilation with the donor C57BL/6 females obtained from the University of York SPF facility. One percent dextran sulfate sodium salt (Sigma Aldrich 42867) was continuously administered with drinking water and exchanged every 3 days. Animal health status and weight were recorded daily.

### Barrier permeability assay

FITC-dextran flux measurements were performed as described [84]. Blood was collected from tail veins.

### Epithelial cell isolation for RNA-seq and ChIP-seq

Small intestines were dissected as described [85]. Colons were dissected by the same protocol with extended PBS-EDTA incubation (30 min) and crypt shaking extraction (5 min). Whole crypt epithelium RNA was isolated and ChIP-material processed at this stage. Single cell material was derived from intestinal crypts by digestion with Dispase II (Sigma D4693, 0.05 mg/ml), DNase (Qiagen 79254, 20 Kunitz U/ml), and Collagenase (Sigma C7657, 0.15 mg/ml), while villus single cells were derived without digestion, by vigorous pipetting. Small intestinal villus- and colon crypt-derived cells were stained in 2% fetal bovine serum (FBS)/phosphate buffered saline (PBS) with 1:200 APC-conjugated Epcam antibody (CD326, eBioscience 17-5791-82), 1:1000 AF488-conjugated CD45 antibody (Biolegend 103122), and 1:1000 AF488-conjugated CD31 antibody (Biolegend 102414) for 15 min at room temperature, washed 3 times and resuspended in 2% FBS/PBS with 3.2 μg/ml ROCK-inhibitor (Y-27632, Sigma). All cell preparations were stained with 4′,6-diamidino-2-phenylindole (DAPI) prior to sorting. Epcam^high^ CD31^−^ CD45^−^ DAPI^−^ cells were sorted on BD Aria III SORP cell sorter, 100 μM nozzle. RNA from ISC (GFP^high^ DAPI^−^) and transit amplifying cells (TA, GFP^medium^ DAPI^−^) was isolated from single cell crypt suspensions of Lgr5-GFP^+^mice and processed as above except the antibody staining step (Additional file 1: Fig. S10). 1000–80,000 ISC, 1000–135,000 TA, 100,000 AE, and 75,000–100,000 colon epithelial cells (CO) were sorted per sample into RLT buffer for subsequent RNA isolation with the RNeasy Micro kit (Qiagen 74004) with on-column DNA digestion.

### RNA-seq ISC, TA, AE, and CO

Libraries were generated from 2 to 10 ng total RNA with RNA integrity number (RIN) 6.2–9.1 as input according to NEB Ultra II Directional RNA Library Preparation Kit for Illumina (E7760), Poly(A) mRNA magnetic isolation module (E7490), and multiplex oligos (NEB E7335, E7500) manuals with the following modifications: RNA was fragmented for 20 min, adaptor stock was diluted 150-fold, and 15 cycles were used in the PCR-amplification step. SPRI select beads were substituted with Seramag Speedbeads (Thermo scientific 65152105050250) for size selection steps. Seramag beads were washed with TE buffer and resuspended in 50 volumes of PEG 8000 (Sigma 1546605) with 2.5 M NaCl, 10 mM Tris-Cl pH 8.0, 1 mM EDTA, and 0.05% Tween 20. PEG 8000 amounts used were 10 and 12% final PEG concentrations on sample addition. Size selection steps were performed at room temperature, adding the sample topped up to 100 μl with nuclease-free water to 80 μl of bead suspension, followed by resuspension by pipetting, incubation for 10 min, and magnetic pelleting. After removal of supernatant (SN), the beads were washed twice with 80% ethanol and moderately dried before elution in TE buffer. The size selection after second strand DNA synthesis was performed with 12% final PEG concentration, and the remaining size selections with 10% PEG. After PCR amplification, the size selection was performed twice (10% PEG). Libraries were sequenced on an Illumina HiSeq2500 as HiSeq 50 bp single-end reads.

### Colon epithelium isolation for RNA-seq after DSS treatment or enrichment of microbiota

The central 1/3 of the colon was cut open longitudinally, washed in PBS to remove feces, and snap frozen in liquid nitrogen. Twenty-five to 100 mg of frozen tissue was ground to powder with dry ice. After addition of 1 ml TRIzol, the sample was collected and incubated 5 min at RT. Two hundred microliters of chloroform was added prior vortexing and centrifugation 20 min at 16,000×*g*, 4 °C. The upper phase was transferred to 500 μl isopropanol, vortexed and incubated 15 min at RT before centrifuging 10 min at 16,000 x *g*, 4 °C. To deplete DSS, after discarding the SN, LiCl-precipitation was performed [86] at 4 °C by dissolving the pellet in 120 μl H_2_O and addition of 80 μl 2 M LiCl and 2 h incubation prior to centrifugation for 30 min at 14,000 x *g*. LiCl-precipitation was repeated once more and the pellet dissolved in 200 μl H_2_O. Next, the RNA was precipitated substituting LiCl with 20 μl 3 M NaAc, pH 5.2 and 400 μl 100% EtOH, with 30 min incubation at − 20 °C. After centrifugation, the pellet was washed once in 70% EtOH before resuspending in cold H_2_O.

### Whole tissue small intestine isolation for RNA-seq

RNA from small intestine whole tissue was isolated as described above for whole colon tissue, without LiCl precipitation steps.

### RNA-seq colon epithelium after DSS treatment and enrichment of microbiota

At least 1 μg total RNA (RIN 7.2–8.5) per sample were sequenced by BGI Hong Kong on the BGISEQ-500 platform as 100 bp paired-end reads, yielding fastq files filtered for low-quality, N-rich, or adaptor-polluted reads.

### Western blotting

Small intestinal crypts and villi, as well as colonic epithelium, were extracted as described above including the shaking extraction. The epithelium was then pelleted 10 min at 500×*g*, resuspended in Laemmli 2x lysis buffer supplemented with 5% Beta-Mercaptoethanol and boiled for 1 min. Samples were briefly sonicated to reduce viscosity.

Anti-Smarcad1 (Sigma HPA016737, 0.3 μg/ml), anti-H3 (Abcam 1791, 0.025 μg/ml), anti-Osteocalcin (SantaCruz 365797, 4 μg/ml), anti-H3K9me2 (Abcam 1220, 0.18 μg/ml), and anti-H3K9me3 (Abcam 8898, 0.2 μg/ml) antibodies were used for Western blot with BSA blocking, Tris-buffered saline (TBS) 0.05% Tween-20 (TBS-T) washing buffer, and enhanced chemiluminescence (ECL) detected on x-ray film. Protein ladder was from Thermo Scientific #26616. Uncropped Western blots are shown in Additional file 1: Fig. S11.

### Immunofluorescent staining

Smarcad1 immunofluorescent (IF) staining was performed as described in [87] with the following antibodies: primary anti-Smarcad1 (Sigma-Aldrich HPA016737, 1.5 μg/ml) and secondary anti-rabbit AlexaFluor 568 (Invitrogen A11036, 2 μg/ml). MPO, Adamts1, Adamts5, and Bmp1 IF stainings were performed, and MPO-positive cells quantified as described in [88] with the following antibodies: primary anti-MPO (R&D AF3667, 5 μg/ml), primary anti-Adamts1 (Abcam ab39194, 1 μg/ml), primary anti-Adamts5 (Abcam ab246975, 0.5 μg/ml), primary anti-Bmp1 (Abcam ab38953, 2 μg/ml), and secondary anti-goat AlexaFluor 488 (Invitrogen A11055, 10 μg/ml) and anti-rabbit AlexaFluor 568 (Invitrogen A11036, 20 μg/ml). Confocal imaging was performed on a Zeiss 780 confocal microscope with a × 20 Plan Apo air objective at optimal resolution settings with 2× line averaging. Contrast enhancement with minor pixel saturation was performed with FIJI [89]. MPO-staining was performed as 2–4 technical replicates (different intestinal positions within the same sample) that were measured and averaged per sample. The following are the average total imaged per sample: 0.47 mm^2^ epithelial area and 0.30 mm^2^ sub-epithelial area. Imaging areas were measured with FIJI, and positive cells counted manually after background correction.

### 5-Ethynyl-2′-deoxyuridine (EdU) labeling

One hundred micrograms of EdU (Invitrogen, A10044) in 200 μl PBS per mouse was injected intraperitoneally (animal weight 29–36 g). Mice were sacrificed and processed after 24 h. The intestine was extracted, flushed with PBS at 4 °C, and fixed in 4% formaldehyde (FA)/PBS solution for 24 h at 4 °C. After cryopreservation in 30% sucrose for 24 h at 4 °C, the samples were frozen in Cryomatrix (ThermoFisher 6769006). Frozen blocks were cut with the Leica CM1860 cryotome to 10 μm sections onto Superfrost Plus slides (ThermoFisher 4951PLUS4). Before staining, slides were dried for 15 min at room temperature and refixed with 4% FA/PBS. Samples were permeabilized in 1% TritonX-100/PBS at RT for 20 min, washed 3× for 5 min in PBS, and incubated in blocking buffer (1% TritonX-100, 5% FBS, 2% BSA) for > 1 h. Click-iT reaction was performed according to the manufacturer’s instructions (Life Technologies, Click-iT Plus EdU imaging kit C10637). 0.5 ml Click-iT reaction mix were incubated on the sample for 30 min at RT protected from light and washed with 3% BSA/PBS before mounting with Vectashield (Vector, H-1200, with DAPI). Sections were imaged with the Zeiss780 confocal microscope, × 20 air objective at optimal resolution settings and 2× line averaging. FIJI [89] and Excel were used to analyze EdU signal distance to crypt bottom (see Additional file 24: Table S23, Additional file 25: Protocol S1).

### Small intestinal organoid culture and RNA-seq on organoids

Small intestinal crypts were derived from mice where Smarcad1 had been deleted in oocyte development using ZP3-cre and control litter mates, using a slightly modified protocol as described [87]. Isolation of small intestinal crypts for organoid culture was performed using a modified version of a previously described protocol [90]. Small intestines were collected and opened longitudinally. The villus content was removed by scraping the intestine with a coverslip and by shaking the samples vigorously in cold DPBS (Dulbecco’s phosphate-buffered saline). The intestines were then incubated at 4 °C in DPBS containing 2 mM EDTA for 30 min and in DPBS with 5 mM EDTA for another 30 min, shaking the samples in between to separate the crypts from the connective tissue. Large material was removed by passing the SN through a 40-μm cell strainer. One hundred to 200 small intestinal crypts were suspended in cold liquid Matrigel and incubated at 37 °C for 15 min for Matrigel gelling. Complete ENR medium containing advanced DMEM/F12 (Sigma), 2 mM Glutamax (Invitrogen), 10 mM HEPES (Gibco), 100 U/ml penicillin/streptomycin (Invitrogen), 1 mM *N*-acetyl-cystein (Sigma), B27 supplement (Invitrogen), N2 supplement (Invitrogen), 50 ng/ml mouse EGF (Peprotech), 100 ng/ml mouse Noggin (Peprotech), and 10% human R-spondin-1-conditioned medium from R-spondin-1-transfected HEK 293 T cells (HA-R-Spondin1-Fc 293 T stably transfected cell line, expressing murine Rspo1 with an N-terminal HA epitope tag and fused to a C-terminal murine IgG2a Fc fragment, obtained from Dr. Calvin Kuo, details on request) was added to the cultures. Media were replaced every 2 days. For the organoid passages, after 7 days of culture, Matrigel was mechanically disrupted with a P1000 pipette tip and cold media were added to help it to liquify. The organoids were broken into small fragments by pipetting them up and down several times using a P200 pipette. Organoid fragments were pelleted using centrifugation at 465×*g* for 5 min at 4 °C to wash away the old Matrigel and debris. The organoid fragments were re-suspended in cold liquid Matrigel (50% Matrigel and 50% complete ENR medium) and reseeded as described before. After 5 days, organoids were collected for RNA extraction. For RNA-seq, total RNA was extracted from ~ 600 organoids using TRIzol reagent (Invitrogen) and the DNA-free™ DNA Removal kit (ThermoFisher) following the manufacturers’ specifications. Poly(A)+ RNA was selected using NEBNext Oligo d(T)25 beads (NEB). Libraries were prepared with NEBNext Ultra directional RNA library Prep kit for Illumina (Cat. EZ420S) in combination with NEBNext Poly(A) mRNA Magnetic Isolation Module. Five hundred nanograms of RNA was used with the fragmentation step at 94 °C for 16 min. PCR amplification was performed using the KAPA HiFi HotStart PCR kit, 14 cycles.

### ChIP-seq

Small intestinal and colon crypts were resuspended in 1 ml of 1% FA/PBS and fixed for 10 min at RT. The reaction was quenched with glycine at a final concentration of 0.125 M for 5 min. Cells were pelleted at 2400×*g*, 4 °C for 2 min and washed three times with 1 ml of PBS. Sonication was performed in 180 μl of lysis buffer (50 mM Tris-HCl, pH 8.0, 10 mM EDTA, 1% SDS, and protein inhibitors cocktail) in a water-cooled Bioruptor (Diagenode), high power, for 14 cycles with 30 s on and 30 s off. The sonicated chromatin was diluted in 810 μl of RIPA buffer containing 0.1% SDS and incubated overnight with protein A/G sepharose Dynabeads previously incubated with the specific antibody for ChIP (H3K9me2—ab1220, and H3K9me3—ab8898 Abcam) for 2 h. For the inputs, 3% of the volume for each sample was used. Following incubation, the material was washed 2 times with RIPA low salt buffer (20 mM Tris-HCl, pH 8.0, 2 mM EDTA, 150 mM NaCl, 1% Triton-X-100, 0.1% SDS) and 2 times with RIPA buffer high salt (containing 500 mM NaCl) and once with TE buffer (10 mM Tris-HCl, 1 mM EDTA). Samples were diluted in 200 μl of elution buffer (20 mM Tris-HCl pH 7.5, 5 mM EDTA, and 50 mM NaCl) and treated with 2 μl of RNase (20 mg/ml) for 30 min at 37 °C. After this treatment, samples were incubated with proteinase K for 2 h at 65 °C at 300 rpm. The DNA was extracted with phenol-chloroform-isoamyl alcohol. Library preparation was performed with 5 ng DNA with the NEBNext Ultra II DNA Library Prep for Illumina, according to the manufacturer’s instructions and sequenced on the Illumina HiSeq2500 platform, 100 bp pair-end.

### ATAC-seq

Mice were killed, and small intestines extracted, immediately flushed with ice cold PBS, cut open longitudinally, and rinsed 3× for 10 s with HBSS (Hank’s balanced salt solution) without Ca^2+^/Mg^2+^. The intestines were incubated 10 min in 30 mM EDTA/HBSS on ice, then shaken vigorously by hand for 5 s and the SN removed. They were incubated a further 20 min in 30 mM EDTA/HBSS on ice and then shaken vigorously for 5 min. Villi and mucus were removed by dripping the material through a 100- then 70-μm strainer. Crypts were pelleted at 170×*g* at 4 °C for 10 min and SN removed. The crypts were washed with 10 ml ice cold PBS, re-pelleted, and SN removed, twice. Crypts were resuspended in 2 ml TrypLE Express with 10 μM Y-27632 and 0.5 mM *N*-acetylcysteine, pipetted carefully with a 1-ml pipet, and dissociated at RT and monitored by microscopy. The suspension was then topped up with 20 ml 10% FBS/PBS, and the cells were filtered through a 40-μm strainer. The cell suspension was then pelleted at 465×*g*, 4 °C for 5 min and resuspended in 5 ml ice cold HBSS, twice. The cells were re-suspended in 2 ml 1% Triton-X-100 containing N-buffer (15 mM HEPES, pH 7.5, 10% sucrose, 60 mM KCl, 15 mM NaCl, 0.5 mM EGTA, 0.2 mM PMSF, 1× Complete™ (Roche) protease inhibitor, 50 mM sodium butyrate) and incubated 15 min on ice. This mix was then overlaid on a 5-ml sucrose cushion (30% sucrose in N-buffer), and nuclei were pelleted for 15 min at 1300×*g*, 4 °C. Nuclei were taken up in 100 μl ice cold nuclei storage (25 mM Tris-HCl, pH 7.5, 100 mM potassium acetate, 10 mM MgCl_2_, 2 mM Spermidine) and counted. ~ 50,000 cells were used for each ATAC-seq library as described [43] using the Nextera kit from Illumina with TruSeq primers. Libraries were sequenced 50 bp, paired end.

### Bioinformatic analysis of ChIP-seq and ATAC-seq data

Reads were adaptor trimmed with Trim Galore (v0.4.4 for ChIP-seq and v0.4.1 for ATAC-seq) and mapped to the mouse reference genome GRCm38/mm10 with Bowtie 2 (v2.3.2 for ChIP-seq and v2.2.5 for ATAC-seq). We used SeqMonk version 1.44.0 for the bioinformatic analysis of ChIP-seq and ATAC-seq data. For H3K9me2 and H3K9me3 analysis, we imported paired-end reads as .bam files with the minimal mapping quality cutoff “20” and maximal distance 1500 bp cutoff, and duplicates removed on import. We used MACS peak finder integrated in SeqMonk using all ChIP samples and for “input” the input libraries from control and KO, fragment size 300, significance threshold 1 × 10^−5^. We used EdgeR, embedded in SeqMonk to identify peaks that change in KO versus control (WT, *p* < 0.05 after Benjamini-Hochberg multiple testing correction). To generate browser shots, we generated running window probes of 200 bp with 100 bp overlap and smoothed these further over 5 probes.

For ATAC-seq, we imported .bam files with 1000 bp cutoff, duplicates removed, quality cutoff “20,” and identified MACS peaks using SeqMonk with default settings. We used EdgeR embedded in SeqMonk with significance cutoff *p* < 0.05 after Benjamini-Hochberg multiple testing correction to identify peaks that change in KO compared to control (WT).

### Microbiome identification

Feces were collected from microbiota donors and WT/*Smarcad1*-KO littermates after 28 days of cohousing (as described above except the DSS supplementation) with donor mice, which corresponds to a full DSS-induced colitis experiment timeframe. Two fecal pellets/mouse were processed by BGI Hong Kong as 250 bp paired-end read (Illumina) and analysis via the 16S rDNA-amplicon pipeline. Low-quality and adaptor-polluted reads were removed prior to paired-end merging to tags. Tags were assigned to operational taxonomic units (OTU) at 97% similarity threshold. Taxonomic ranks were assigned with the Ribosomal Database Project (RDP) Naïve Bayesian Classifier v.2.2. α- and β-diversity were analyzed based on OTUs and their taxonomic ranks.

### NGS data analysis: RNA-seq sorted cell, colon crypts, SI-tissue, and SI-organoids

RNA-seq reads were adaptor trimmed with Trim Galore (v0.4.4, v0.4.2 for organoid and colon crypt data, v0.4.1 for SI-whole tissue data). Reads were mapped to the mouse reference genome GRCm38/mm10 with HiSat2 (v2.1.0, no soft clipping, v2.0.3 for organoid data, v2.0.1 for SI-whole tissue and colon crypt data). Uniquely mapped RNA-seq data was analyzed with SeqMonk (v1.43.0, v1.42.0 for organoid, SI-whole tissue, and colon crypt data). Read counts were quantified over exons of merged transcripts using the SeqMonk RNA-seq quantitation pipeline. DEG were identified based on the raw read count quantitation over merged transcript isoforms with the multiple testing corrected DESeq2 algorithm in SeqMonk. Fold changes were quantified after RPKM (Reads Per Kilobase of transcript per Million mapped reads) normalization over merged transcript isoforms in SeqMonk.

### NGS data analysis: RNA-seq DSS in colon

RNA-seq reads were mapped to the mouse reference genome GRCm38/mm10 with HiSat2 (version 2.1.0). Uniquely mapped RNA-seq data was analyzed with SeqMonk version 1.42.0. Read counts were quantified over exons of merged transcripts using the SeqMonk RNA-seq quantitation pipeline. As rRNA contamination was detected in 3 samples, rRNA-annotated reads were filtered (using an rRNA annotation track, submitted with dataset to GEO). DEG were identified based on the raw read count quantitation over merged transcript isoforms with the multiple testing corrected DESeq2 algorithm in SeqMonk. Fold changes were quantified after RPKM normalization over merged transcript isoforms in SeqMonk. Gene expression clusters were identified using SeqMonk per-probe normalized hierarchical clustering. GO enrichment analysis of DEG was performed with g:profiler against the indicated background lists.

## Supplementary information

**Additional file 1.** Supplementary Figures S1-S11.

**Additional file 2: Table S1.** Full statistical analysis data and annotation for the Fig. 3d, 4c, 5b, 6a,b,d, 7a and Additional file 1: Figures S1b-d, S3b,d-f, S4b,c, S6c-f.

**Additional file 3: Table S2.** Differentially expressed genes on Smarcad1-KO in ISC, TA, AE and small intestine derived organoids. Gene lists and their overlaps as shown in Additional file 1: Fig. S2a. Table contents: Gene name, chromosomal position, DESeq2 FDR, gene ID, gene description, average expression levels (*n* = 3, log2 normalized to total reads) in the corresponding RNA-seq dataset. Separate tab comparing the 4 lists (ISC, TA, AE, organoids). Separate tabs listing all genes expressed in small intestinal organoids and colon crypts (sorted cell and whole crypt datasets combined).

**Additional file 4: Table S3.** Differentially expressed genes on *Smarcad1*-KO in whole colon crypts and flow cytometry-sorted colon epithelium. Gene lists and their overlaps as shown in Additional file 1: Fig. S2b. Table contents: Gene name, chromosomal position, DESeq2 FDR, gene ID, gene description, average/by sample expression levels (*n* = 3, log2 normalized to total reads) in the corresponding RNA-seq dataset. Separate Tab comparing the 2 lists (crypts, sorted epithelial cells).

**Additional file 5: Table S4.** Genes identified with the DESeq2 test (cut-off FDR < 0.05) on comparison of RNA-seq datasets from WT and *Smarcad1*-KO (*Villin-cre* mediated) small intestinal whole tissue samples. Table contents: Gene name, chromosomal position, DESeq2 FDR and expression levels (*n* = 4 log2, RPKM) in WT/KO datasets by sample and as WT/KO average.

**Additional file 6: Table S5.** Differential H3K9me3 MACS-peaks identified with the EdgeR test (cut-off FDR < 0.00001) on comparison of ChIP-seq datasets from WT and *Smarcad1*-KO (*Villin-cre* mediated) small intestinal whole crypt isolates. Table contents: MACS-peak chromosomal position, closest gene (5 kbp cut-off) with distance and annotation, EdgeR FDR (Benjamini-Hochberg corrected) and quantitation (*n* = 3, log2, lower limit 1.0, transformed by matching distributions) in WT/KO datasets by sample, log2 fold-changes in WT/KO.

**Additional file 7: Table S6.** Differential H3K9me2 MACS-peaks (300 bp fragment size) identified with the EdgeR test (cut-off FDR < 0.00001) on comparison of ChIP-seq datasets from WT and *Smarcad1*-KO (*Villin-cre* mediated) small intestinal whole crypt isolates. Table contents: MACS-peak chromosomal position, closest gene (5 kbp cut-off) with distance and annotation, EdgeR FDR (Benjamini-Hochberg corrected) and quantitation (n = 3, log2, lower limit 1.0, transformed by matching distributions) in WT/KO datasets by sample.

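The authors' deposited table of changed H3K9me3 peaks in the colon gives each peak with its position and the closest gene within 5 kb. It holds the edgeR p-value and FDR and the log2 fold change of KO against WT. It also holds the matched log2 values of every ChIP library and the log2 read counts of the inputs. The FDR values in it reach 0.0499, and 183 of its peaks have an FDR under 1e-05. Over the peaks of this table, the log2 fold changes estimated here with limma correlate with the authors' across peaks (Pearson's r = 0.997). The limma fit did not call 46 of its peaks and called 153 peaks that it does not list, 36 of them increased and 117 decreased.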

**Additional file 8: Table S7.** Differential H3K9me3 MACS-peaks identified with the EdgeR test (cut-off FDR < 0.00001) on comparison of ChIP-seq datasets from WT and *Smarcad1*-KO (*Villin-cre* mediated) colon whole crypt isolates. Table contents: MACS-peak chromosomal position, closest gene (5 kbp cut-off) with distance and annotation, EdgeR FDR (Benjamini-Hochberg corrected) and quantitation (n = 3, log2, lower limit 1.0, transformed by matching distributions) in WT/KO datasets by sample.

**Additional file 9: Table S8.** Differential chromatin accessibility MACS-peaks (300 bp fragment size) identified with the EdgeR test (cut-off FDR < 0.00001) on comparison of ATAC-seq datasets from WT and *Smarcad1*-KO (*Villin-cre* mediated) small intestinal whole crypt isolates. Table contents: MACS-peak chromosomal position, closest gene (5 kbp cut-off) with distance and annotation, EdgeR FDR (Benjamini-Hochberg corrected) and quantitation (n = 3, log2, read counts normalized to largest data store) in WT/KO datasets by sample.

**Additional file 10: Table S9.** Supplementary phenotype data for the DSS-induced colitis experiments (Fig. 6a, b and Additional file 1: Fig. S6a, b). DAI (disease activity index) scores were determined for each experiment separately, based on weight loss and a selection of fecal blood, stool consistency and overall animal appearance scores. Detailed scoring tables described in the according tab. Colon length after DSS-induction was determined in experiment 2 (Fig. 6b and Additional file 1: Fig. S6b).

**Additional file 11: Table S10.** Differentially expressed genes on *Smarcad1*-KO in control, microbiome enriched whole colon tissue samples. Gene lists as shown in Additional file 1: Fig. S9a. Table contents: Gene name, chromosomal position, DESeq2 FDR (cut-off 0.05), gene ID, gene description, average expression levels (log2 normalized to total reads) in WT/KO control (n = 3) and colitis (*n* = 5) data sets.

**Additional file 12: Table S11.** Differentially expressed genes on *Smarcad1*-KO in microbiome enriched, DSS-induced colitis, whole colon tissue samples. Gene lists as shown in Additional file 1: Fig. S9b. Table contents: Gene name, chromosomal position, DESeq2 FDR (cut-off 0.05), gene ID, gene description, average expression levels (log2 normalized to total reads) in WT/KO control (n = 3) and colitis (n = 5) data sets.

**Additional file 13: Table S12.** Genes identified with the DESeq2 test (cut-off FDR < 0.05) on comparison of RNA-seq datasets from control and DSS-induced samples. WT samples after microbiome enrichment. Table contents: Gene name, chromosomal position, DESeq2 FDR and expression change on colitis induction (UP/DOWN).

**Additional file 14: Table S13.** Subset of gene list in Additional file 13: Table S12, indicated as cluster A in Fig. 8a. Genes were identified by hierarchical clustering in SeqMonk. Table contents: Gene name, chromosomal position.

**Additional file 15: Table S14.** Subset of gene list in Additional file 13: Table S12, indicated as clusters 1–4 in Fig. 8b. Genes were identified by hierarchical clustering in Seqmonk. Table contents: Gene name, selected annotations, cluster membership.

**Additional file 16: Table S15.** List of genes with colonic expression (whole tissue, see Fig. 8), defined as detectable expression in either all WT/KO ctrl or all WT/KO colitis samples. Table contents: Gene name, chromosomal position, normalized linear read counts by sample.

**Additional file 17: Table S16.** List of enriched gene ontology terms of clusters 2 (Additional file 15: Table S14) versus all genes expressed in the colon (Additional file 16: Table S15) with a statistical cutoff *p* < 0.1. Table contents: full g:profiler results and annotation, permanent link to the analysis with updated annotation database access.

**Additional file 18: Table S17.** List of enriched gene ontology terms of clusters 2 (Additional file 15: Table S14) versus all genes significantly upregulated in WT upon colitis (marked as UP in Additional file 13: Table S12) with a statistical cutoff *p* < 0.2. Table contents: full g:profiler results and annotation, permanent link to the analysis with updated annotation database access.

**Additional file 19: Table S18.** List of enriched gene ontology terms of cluster A (Additional file 14: Table S13) versus all genes significantly upregulated in WT upon colitis (Additional file 13: marked as UP in Table S12) with a statistical cutoff *p* < 0.05. Table contents: full g:profiler results and annotation, permanent link to the analysis with updated annotation database access.

**Additional file 20: Table S19.** List of enriched gene ontology terms of clusters 3/4 (Table S14) versus all genes expressed in the colon (Additional file 16: Table S15) with a statistical cutoff p < 0.1. Table contents: full g:profiler results and annotation, permanent link to the analysis with updated annotation database access.

**Additional file 21: Table S20.** List of enriched gene ontology terms of *WT* colon genes upregulated in colitis (Additional file 13: Table S12, marked UP) versus all genes expressed in the colon (Additional file 16: Table S15) with a statistical cutoff p < 0.05. Table contents: full g:profiler results and annotation, permanent link to the analysis with updated annotation database access.

**Additional file 22: Table S21.** Principle Component Analysis based on OTU abundance in stool samples. Full list of 42 principal component values by sample. PC1 and PC2 shown in Additional file 1: Fig. S8a.

**Additional file 23: Table S22.** All detected OTUs annotated with counts per sample. Sublists marked in Additional file 1: Fig. S8b are marked as follows: red: OTUs not transferred from donor to recipients. Green: Candidate OTUs for enhanced colitis response and Smarcad1-mediated susceptibility. Table contents: OTU ID, detection counts per sample, digital indicators of presence in initial, donor and enriched microbiota, indicators of transferred (green) and un-transferred (red) OTUs, taxonomic information.

**Additional file 24: Table S23.** EdU assay example files and Excel-script for calculation of EdU-signal to crypt base distance.

**Additional file 25: Protocol S1.** ImageJ script and Excel annotation for the distance quantification of EdU signals on fluorescent images of the intestine as shown in Additional file 1: Fig. S1e-f. Related example files and Excel script in Additional file 24 Table S23.

**Additional file 26.** Review history.

## Data Availability

Next generation sequencing data are available in the NCBI GEO, under accession number GSE127556 [91]. The authors declare that all other data supporting the findings of this study are within the manuscript and its supplementary files.

# Supplementary material for: Smarcad1 mediates microbiota-induced inflammation in mouse and coordinates gene expression in the intestinal epithelium
**Source:** Genome Biol. 2020 Mar 11;21:64. doi: 10.1186/s13059-020-01976-7
**Supplement:** Supplementary file 1 — Additional file 1. Supplementary Figures S1-S11.

# **Smarcad1 mediates microbiota-induced inflammation in mouse and coordinates gene expression in the intestinal epithelium**

Juri Kazakevych<sup>1</sup>, Jérémy Denizot<sup>1,2</sup>, Anke Liebert<sup>1,3</sup>, Mariana Portovedo<sup>4</sup>, Mia Mosavie<sup>5</sup>, Payal Jain<sup>1</sup>, Claudia Stellato<sup>1</sup>, Claire Fraser<sup>1</sup>, Renan Oliveira Corrêa<sup>4</sup>, Marina Célestine<sup>1</sup>, Raphaël Mattiuz<sup>1</sup>, Hanneke Okkenhaug<sup>6</sup>, J. Ross Miller<sup>1</sup>, Marco Aurélio Ramirez Vinolo<sup>4</sup>, Marc Veldhoen<sup>7,8</sup> and Patrick Varga-Weisz<sup>1,5\*</sup>

**Additional file 1:**

**Figures S1-S11 and corresponding legends**

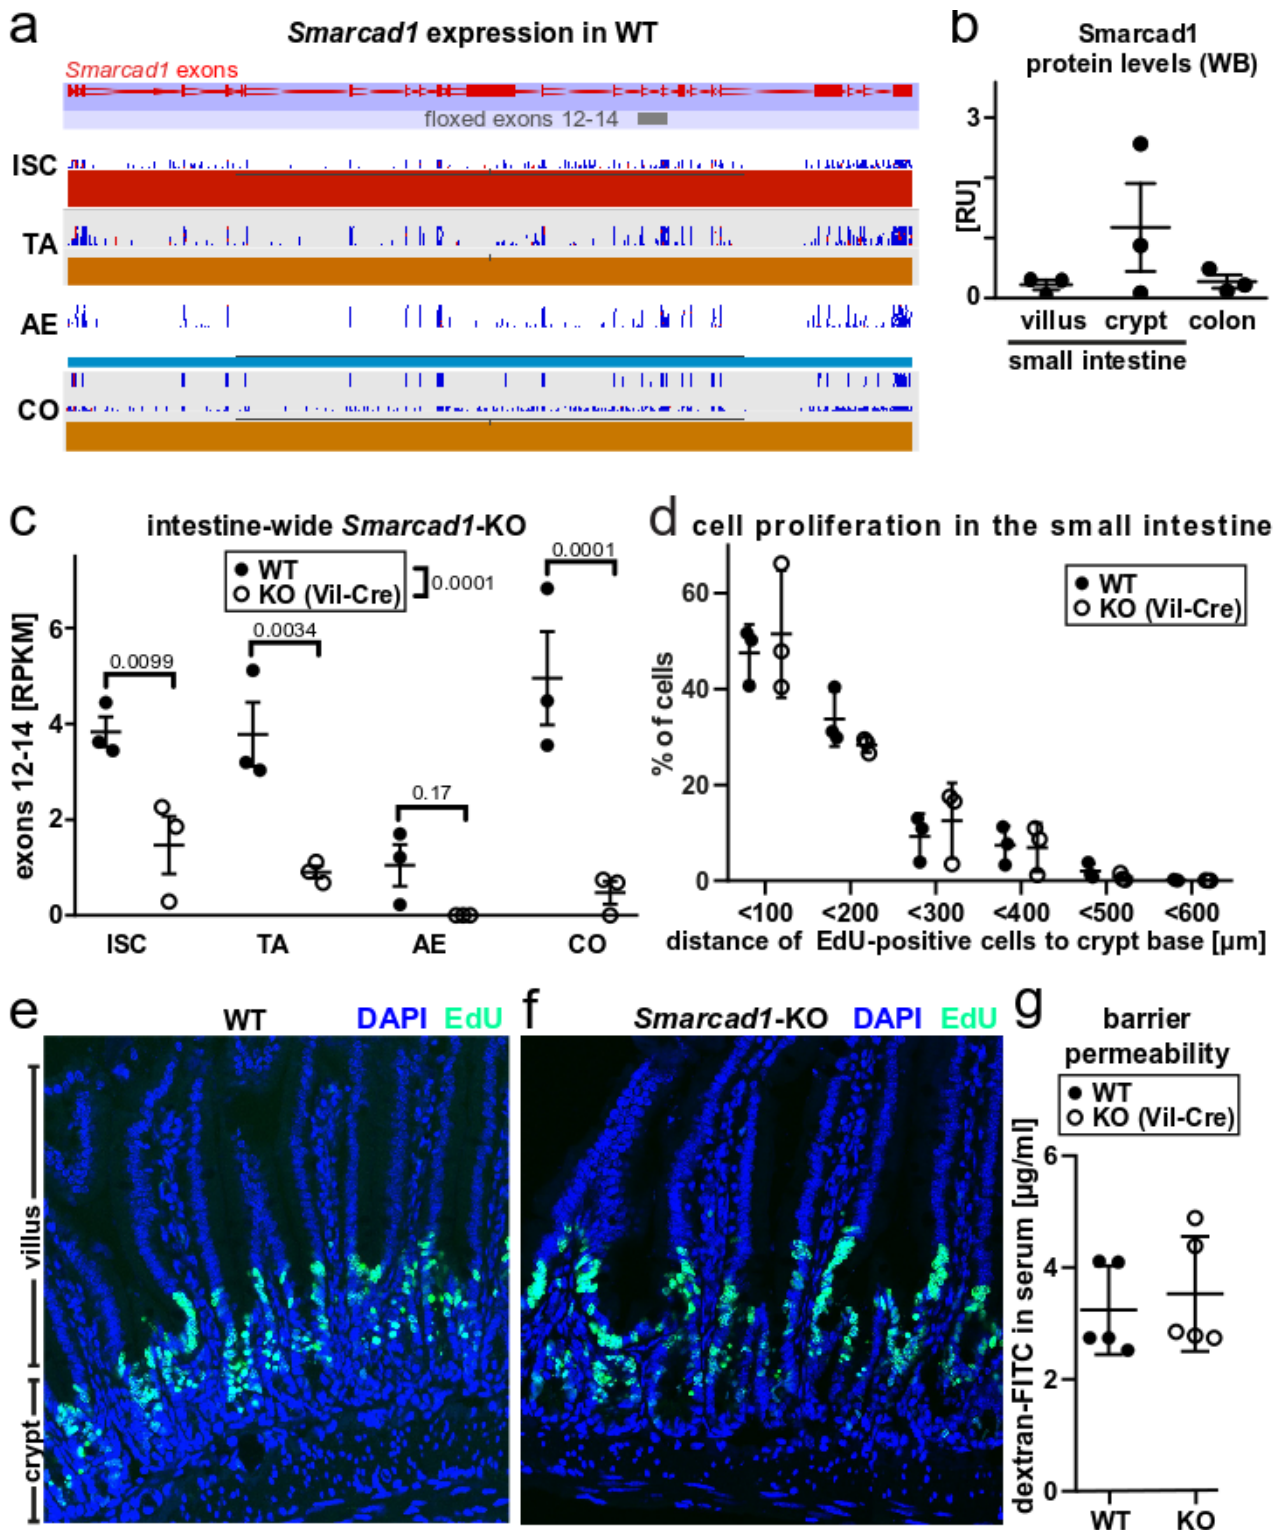

**Figure S1: Additional validation of *Smarcad1*-KO.** **a** *Smarcad1*-expression in WT SI stem cells (ISC), transit amplifying cells (TA), adult enterocytes (AE) and colon epithelial cells (CO) by RNA-seq (n=3) as aligned reads and logarithmic quantitation (blue-red gradient). Floxed exons 12-14 targeted by intestinal epithelium specific *Vil-cre* mediated KO are indicated in grey. **b** Quantitation of Western blots (n=3, example shown in Fig. 1f) on WT

samples in SI villus/crypt and colon normalized to H3 loading control (>15 kDa band). Anterior, central and posterior fractions of SI villus/crypt samples were treated as technical replicates. SEM indicated by error bars. Statistical test by 2-way ANOVA with Holm-Sidak's multiple comparison test shown in Additional file 2: Table S1. **c** RNA-seq quantitation of expression of the floxed exons 12-14 (1873 bp) in ISC, TA, AE and CO of WT and KO animals. Linear read quantitation RPKM-normalized with SEM indicated by error bars. Statistical test by 2-way ANOVA with Holm-Sidak's multiple comparison test. **d** Quantitation of proliferative cell distance to crypt bottom. No significant differences between WT and KO (2-way ANOVA, Holm-Sidak multiple testing correction,  $P>0.8$ , SD indicated by error bars,  $n=3$ ). **b-d** Full statistical results are listed in Additional file 2: Table S1. **e, f** Intestinal localization of proliferative cells by EdU-assay with AlexaFluor488 (green) and nuclear counterstaining with DAPI (blue). Scale bars: 20  $\mu\text{m}$ . Representative WT (**e**) and Smarcd1-KO (**f**) samples. **g** Quantitation of FITC-dextran serum levels indicate KO-unaffected barrier function of the intestinal epithelium. 10 mg FITC-dextran were applied per animal for 5 h, serum sampled in heparin tubes and fluorescence (emission 488 nm, excitation 522 nm) measured relative to a standard curve.

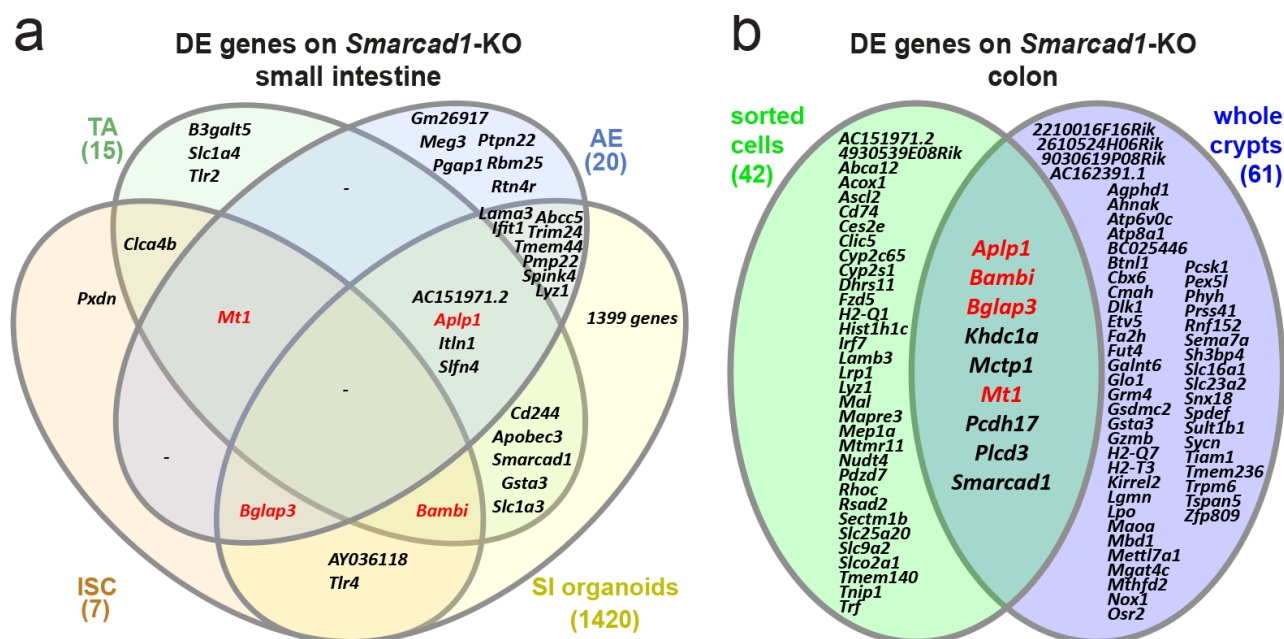

**Figure S2: Hallmark genes on intestinal *Smardc1*-KO deletion.** Venn diagrams of gene lists identified by DESeq2. **a** RNA-seq data sets from small intestinal cell types (AE: adult enterocytes, TA: transit amplifying cells, ISC: intestinal stem cells, n=3, DESeq2 FDR cut-off <0.1) and small intestinal organoids (n=3, DESeq2 FDR cut-off <0.05). 23 genes appear in at least 2 DEG (differentially expressed genes) lists. See Additional file 3: Table S2 for full gene lists and statistics. **b** RNA-seq data sets from flow-sorted colon epithelial cells and whole colon crypts (n=3, DESeq2 FDR cut-off <0.05). See Additional file 4: Table S3 for full gene lists and statistics. **a, b** Total gene number per list is shown in brackets. Genes appearing in the DE list overlaps in both, the small intestine and colon, are marked red.

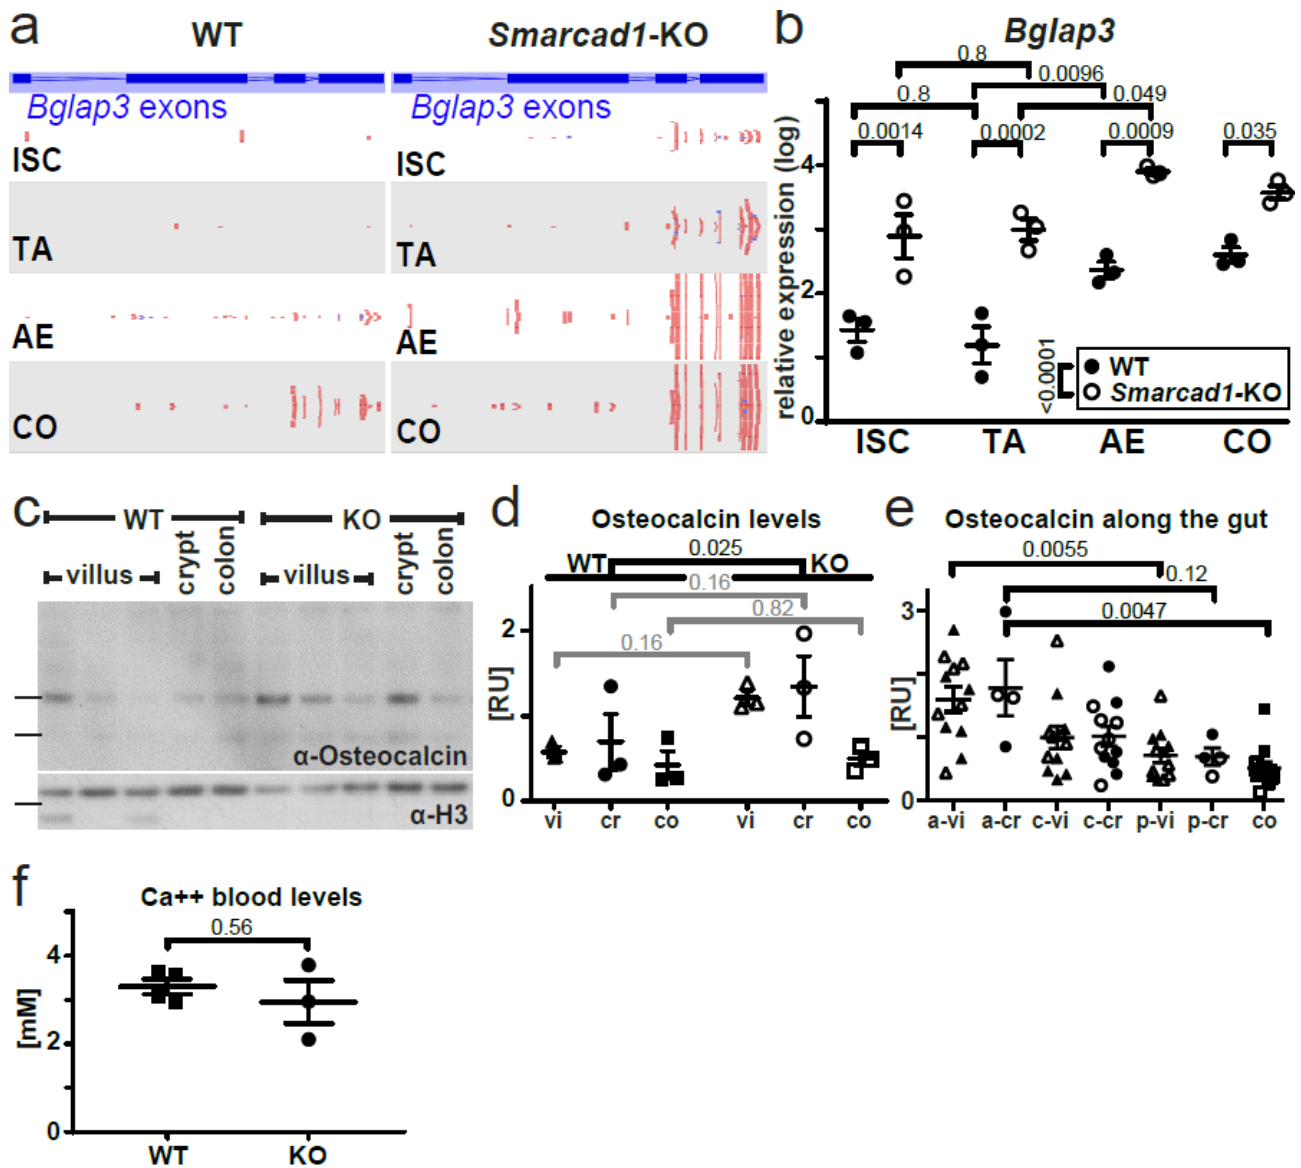

**Figure S3: Osteocalcin in the intestinal tract of WT and *Smarcd1*-KO mice.** **a** *Bglap3*-expression in WT and *Vil-cre* mediated *Smarcd1*-KO SI stem cells (ISC), transit amplifying cells (TA), adult enterocytes (AE) and colon epithelial cells (CO) as representative RNA-seq tracks. **b** RNA-seq quantitation of *Bglap3* in ISC, TA, AE and CO of WT and *Smarcd1*-KO animals (n=3). **b, d, e**: SEM indicated by error bars. Statistical test by 2-way ANOVA with Holm-Sidak's multiple comparison test, P-values indicated for selected comparisons. Full statistical results are listed in Additional file 2: Table S1. **c** Representative Western blot of Osteocalcin and H3 loading normalization in WT (left) and KO (right) samples. Villus SI samples are shown as anterior, central and posterior fractions of the SI. Relative molecular weights 25 kDa, 20 kDa and 15 kDa are indicated on the left (top to bottom). **d** Quantitation

of Western blots (n=3) on WT and *Smarcad1*-KO samples in SI villus (vi), SI crypt (cr) and colon (co) normalized to H3 loading control (>15 kDa band). Anterior-posterior fractions of villus samples were treated as technical replicates. **e** Anterior-posterior gradient of Osteocalcin. Quantitation of Western blots on WT and *Smarcad1*-KO samples in SI villus (vi), SI crypt (cr) and colon (co) (n=2-6) normalized to H3 loading control and per-sample average. The anterior-posterior decrease of Osteocalcin levels is independent of *Smarcad1*-KO (P=0.70). **f**  $\text{Ca}^{++}$  blood levels in WT and *Smarcad1*-KO animals (n=3-4, Unpaired t test with Welch's correction, SEM indicated by error bars, statistics are listed in Additional file 2: Table S1). 200  $\mu\text{l}$  blood from 12-17 weeks old mice was taken from the heart and mixed with 10 U heparin. The Colorimetric Calcium Assay Kit (Abcam 102505) was used according to manufacturers specifications.

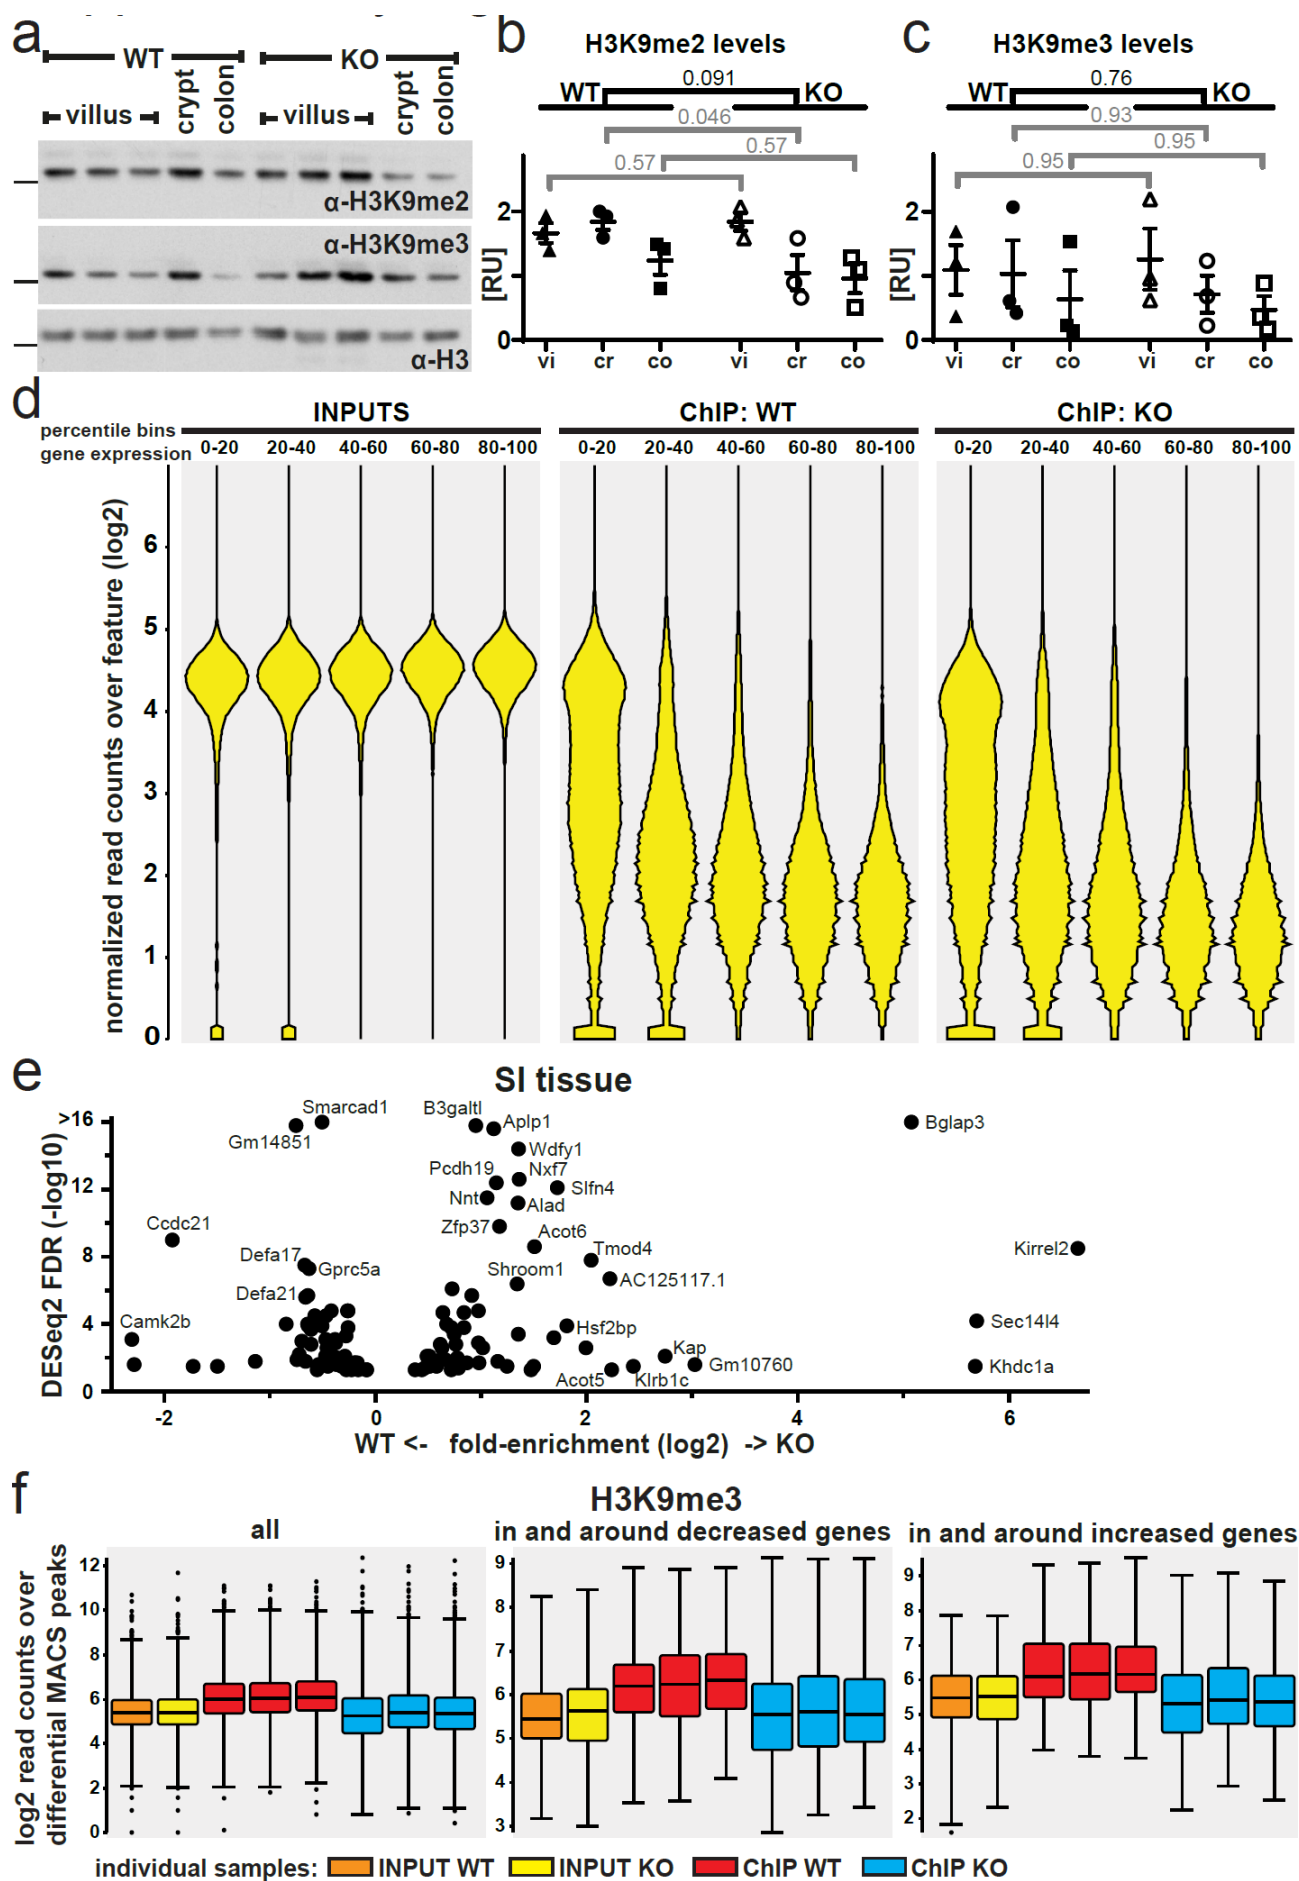

**Figure S4: H3K9me2/3 in the small intestine epithelium of WT and *Smarcad1*-KO mice.**

**a** Representative Western blots of H3K9me2, H3K9me3 and H3 loading normalization in WT (left) and KO (right) samples. Villus SI samples are shown as anterior, central and posterior fractions along the SI. Relative molecular weight 15 kDa is indicated on the left. **b**, **c** Quantitation of H3K9me2 (**b**) and H3K9me3 (**c**) Western blots (n=3) on WT and *Smarcad1*-KO samples in SI villus (vi), SI crypt (cr) and colon (co) normalized to H3 loading control. Anterior-posterior fractions of villus samples were treated as technical replicates. SEM indicated by error bars. Statistical test by 2-way ANOVA with Holm-Sidak's multiple comparison test, P-values indicated. Full statistical results are listed in Additional file 2: Table S1. **d** H3K9me3 is enriched over promoters of silent genes. The average H3K9me3 signals of all WT and KO libraries are shown as ChIP-seq read counts +/- 1000 bp around gene start sites. These were binned according to percentile transcript abundance using whole small intestine tissue RNAseq data (see e), corrected for gene length. The y-axis was capped at (log2) 7. **e** Significantly up/down-regulated genes in small intestinal tissue RNA-seq (DESeq2 test with cutoff FDR<0.05, n=4). X-axis: *Smarcad1*-KO/WT log(2) fold-enrichment of reads per transcript. Y-axis: -log(10) DESeq2 FDR. High FDR values capped at indicated max. Y-values for visualization. 0-expression values were set to 0.1 to allow log-plotting of fold-changes. For additional data and annotations see Additional file 5: Table S4. **f** *Smarcad1*-KO is generally linked to loss of H3K9me3 around genes in the intestinal epithelium. Differential (EdgeR p<0.05) MACS peaks for H3K9me3 were identified within 5 kbp up/down-stream of the indicated genes and read counts quantified: all genes, and only genes whose expression is down-regulated or up-regulated on *Smarcad1*-KO. Shown are the results by biological replicate. All samples, but not input, were normalized with 'match distribution' function of SeqMonk. The DEG list was from the small intestinal organoid data set (see Fig. 2f, Additional file 3: Table S2).

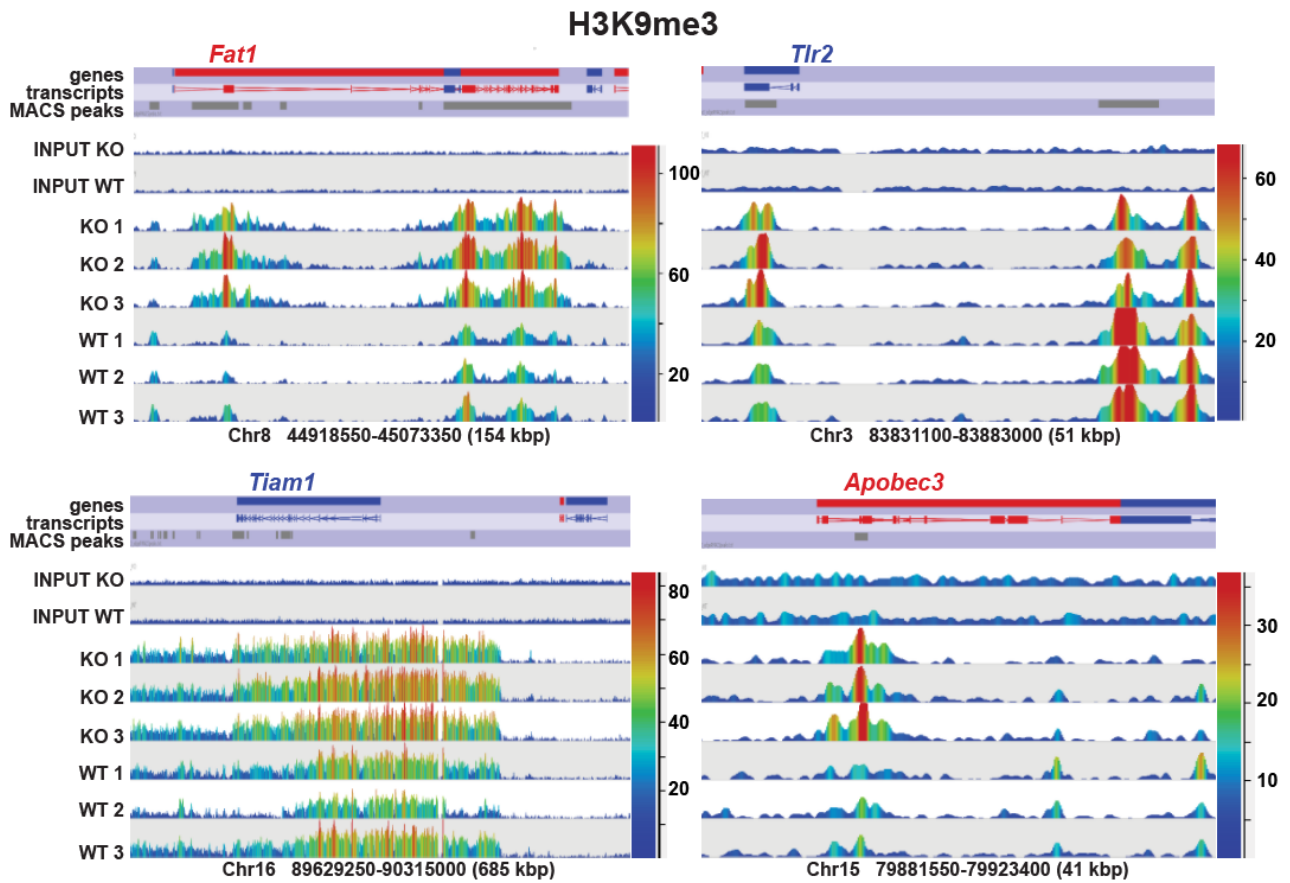

**Figure S5: Additional examples of small intestinal H3K9me3 changes over gene bodies, where H3K9me3 increases upon *Smarcad1*-KO.** The top annotation track indicates genes, the second track transcripts and the third MACS peaks. Read counts are shown in linear scale, color coded. Chromosomal positions and window sizes in kbp are indicated.

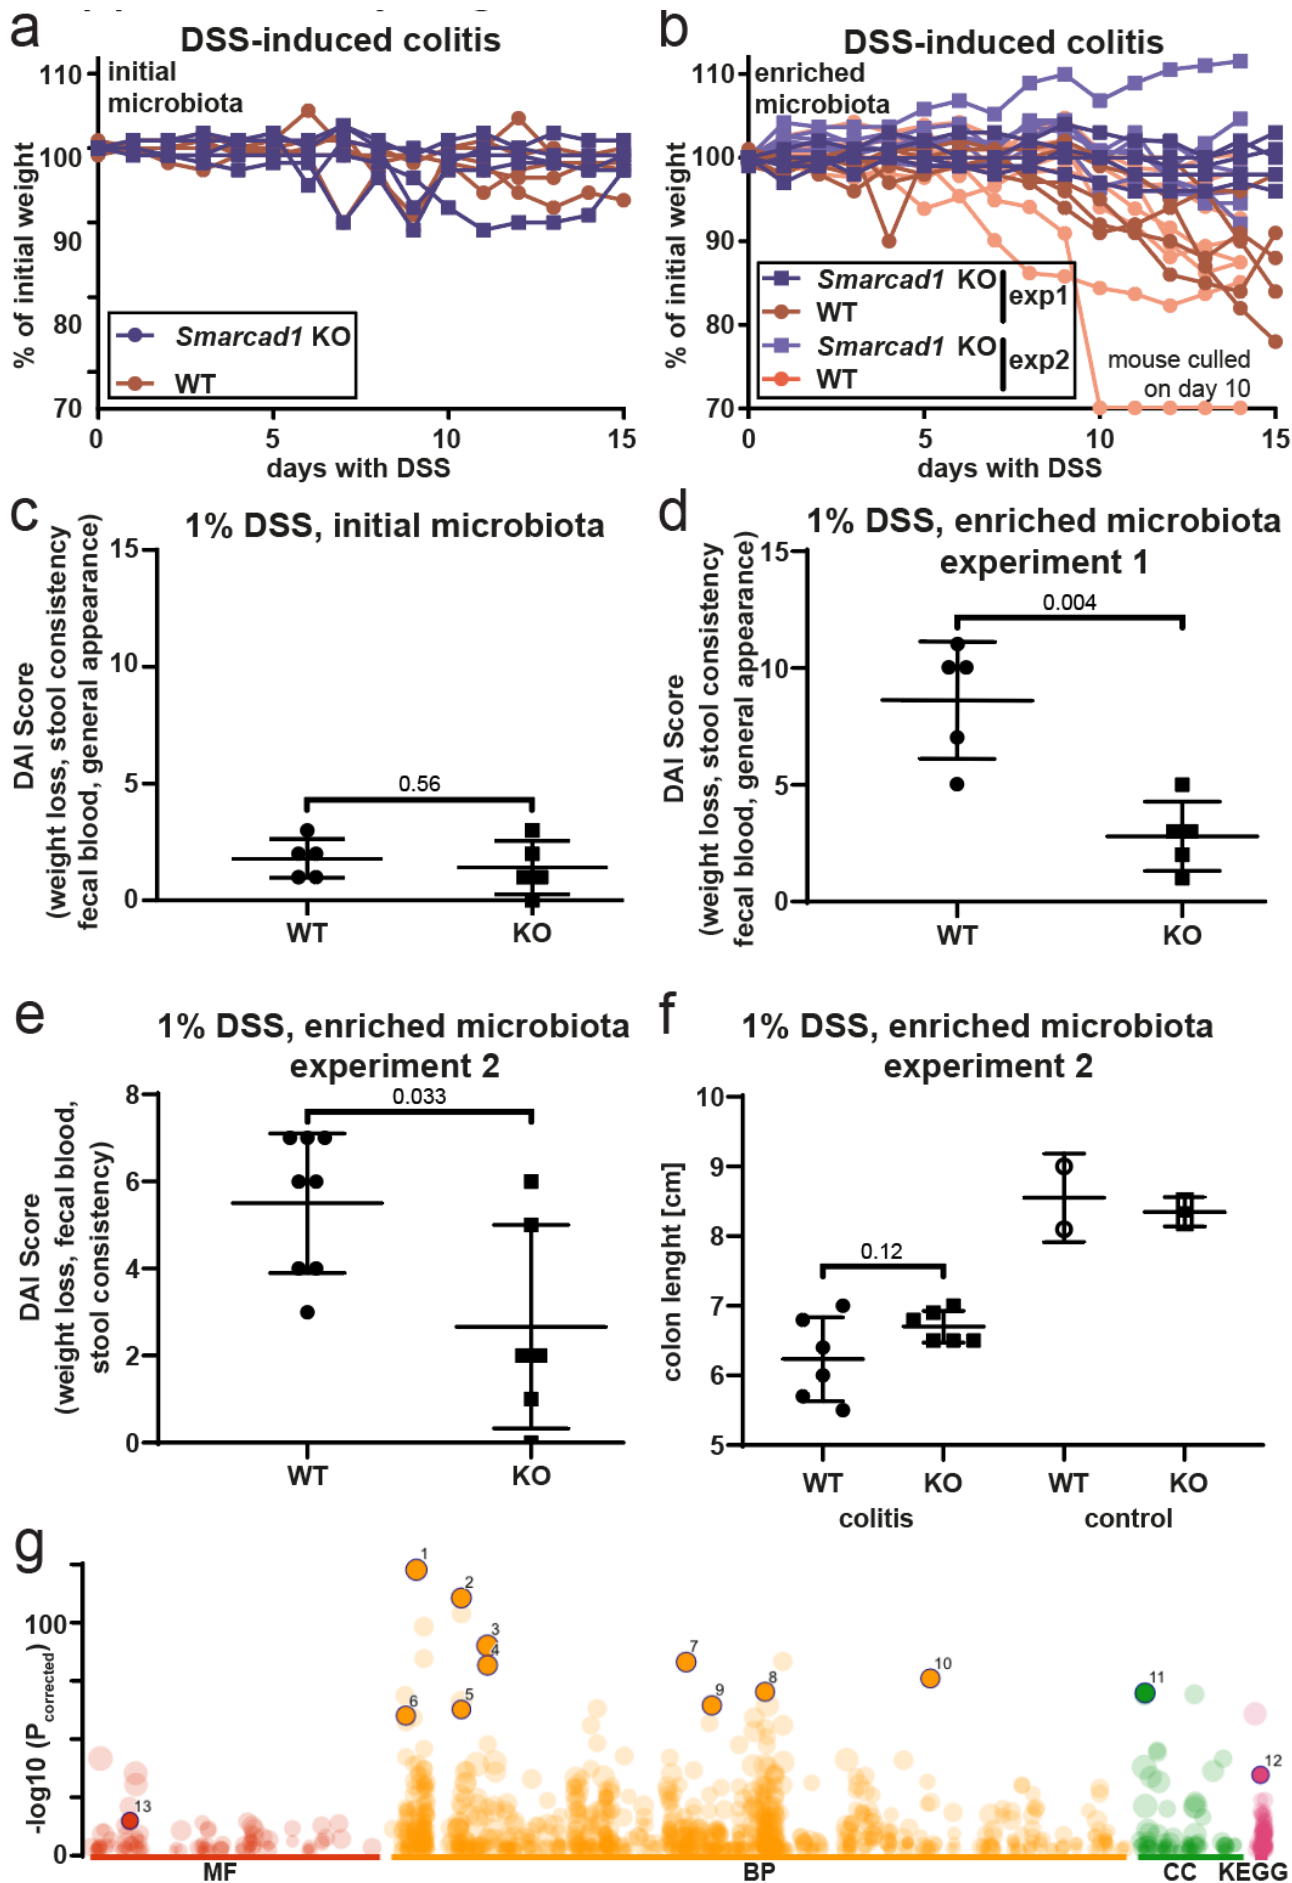

**Figure S6: Smarcd1-dependent colitis susceptibility. a-f** Detailed results of experiments shown in **Figure 6**. 1% DSS-induced colitis phenotype in WT and *Smarcd1*-KO animals. Animal weights are normalized to initial weight on day 0 (**b-2**) or on the average of 3 consecutive measurements on days -2, -1, 0 (**a, b-1**). **a, c** Initial (non-enriched) microbiota. Experiment terminated after 15 days (n=5 for WT/ KO). **b, d-f** 1% DSS-induced colitis phenotype in WT and *Smarcd1*-KO animals with enriched microbiota, 2 independent experiments shown. Experiment 1 terminated after 15 days (n=5 for WT/KO), Experiment 2 after 14 days with one mouse culled after 10 days due to extensive weight loss (n=8 for WT, n=6 for KO). **c-f**: SD indicated by error bars. Indicated P-values determined by unpaired t-test with Welch's correction. **c-e** End-of-experiment colitis DAI (disease activity index) scored separately by experiment. **f** Colon-shortening on DSS-induced colitis. Full phenotyping data and scoring tables are listed in Additional file 10: Table S9, full statistical results are listed in Additional file 2: Table S1. **g** DE genes on DSS-induced colitis confirm inflammatory response. GO-enrichment analysis of genes upregulated on colitis in WT (Additional file 13: Table S12, marked UP) versus genes expressed in the colon (Additional file 16: Table S15). BP: biological process, CC: cellular component, MF: molecular function, KEGG: KEGG biological pathways. Significance threshold corrected P=0.05. Selected enriched terms are indicated: immune system process (1), defense response (2), response to external stimulus (3), response to biotic stimulus (4), inflammatory response (5), cytokine production (6), response to external biotic stimulus (7), regulation of immune response (8), leukocyte activation (9), defense response to other organism (10), extracellular space (11), cytokine-cytokine receptor interaction (12) and cytokine receptor binding (13). Full gene ontology enrichment analysis is listed in Additional file 21: Table S20.

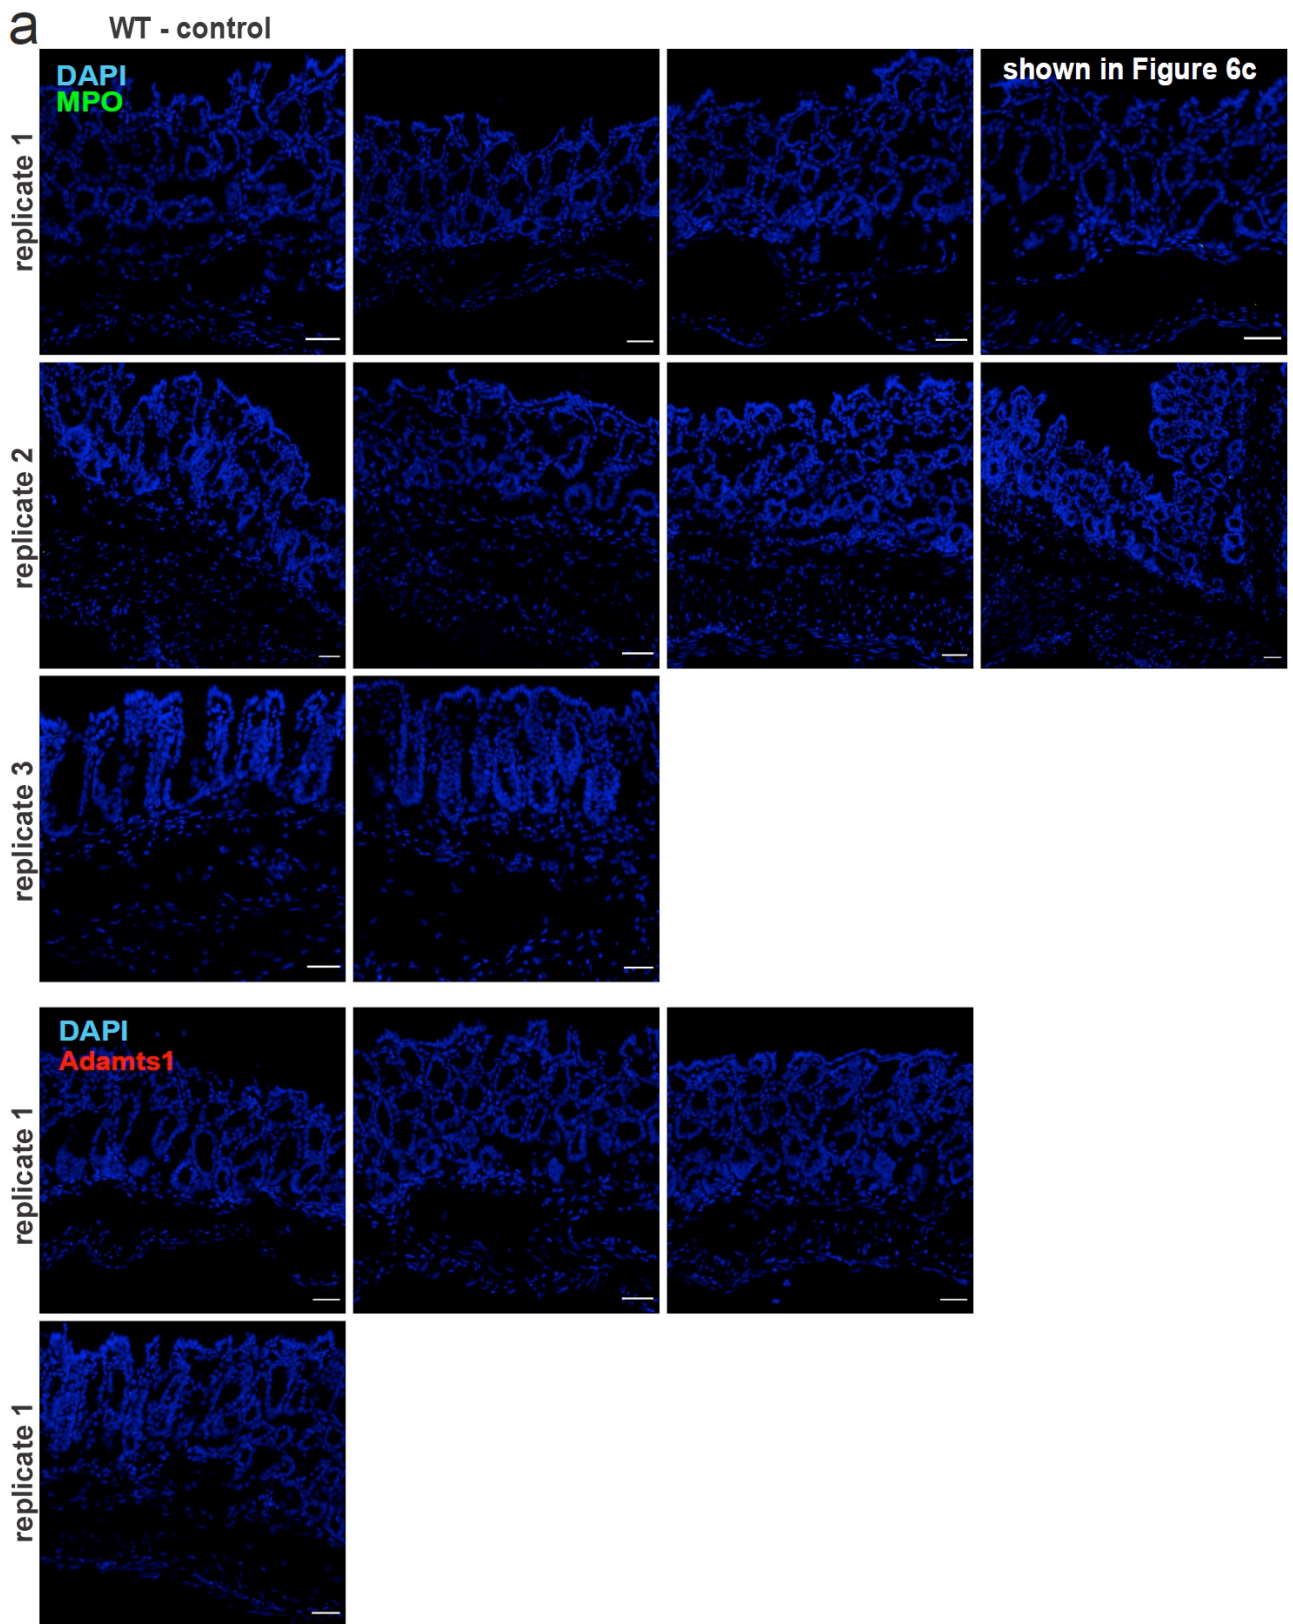

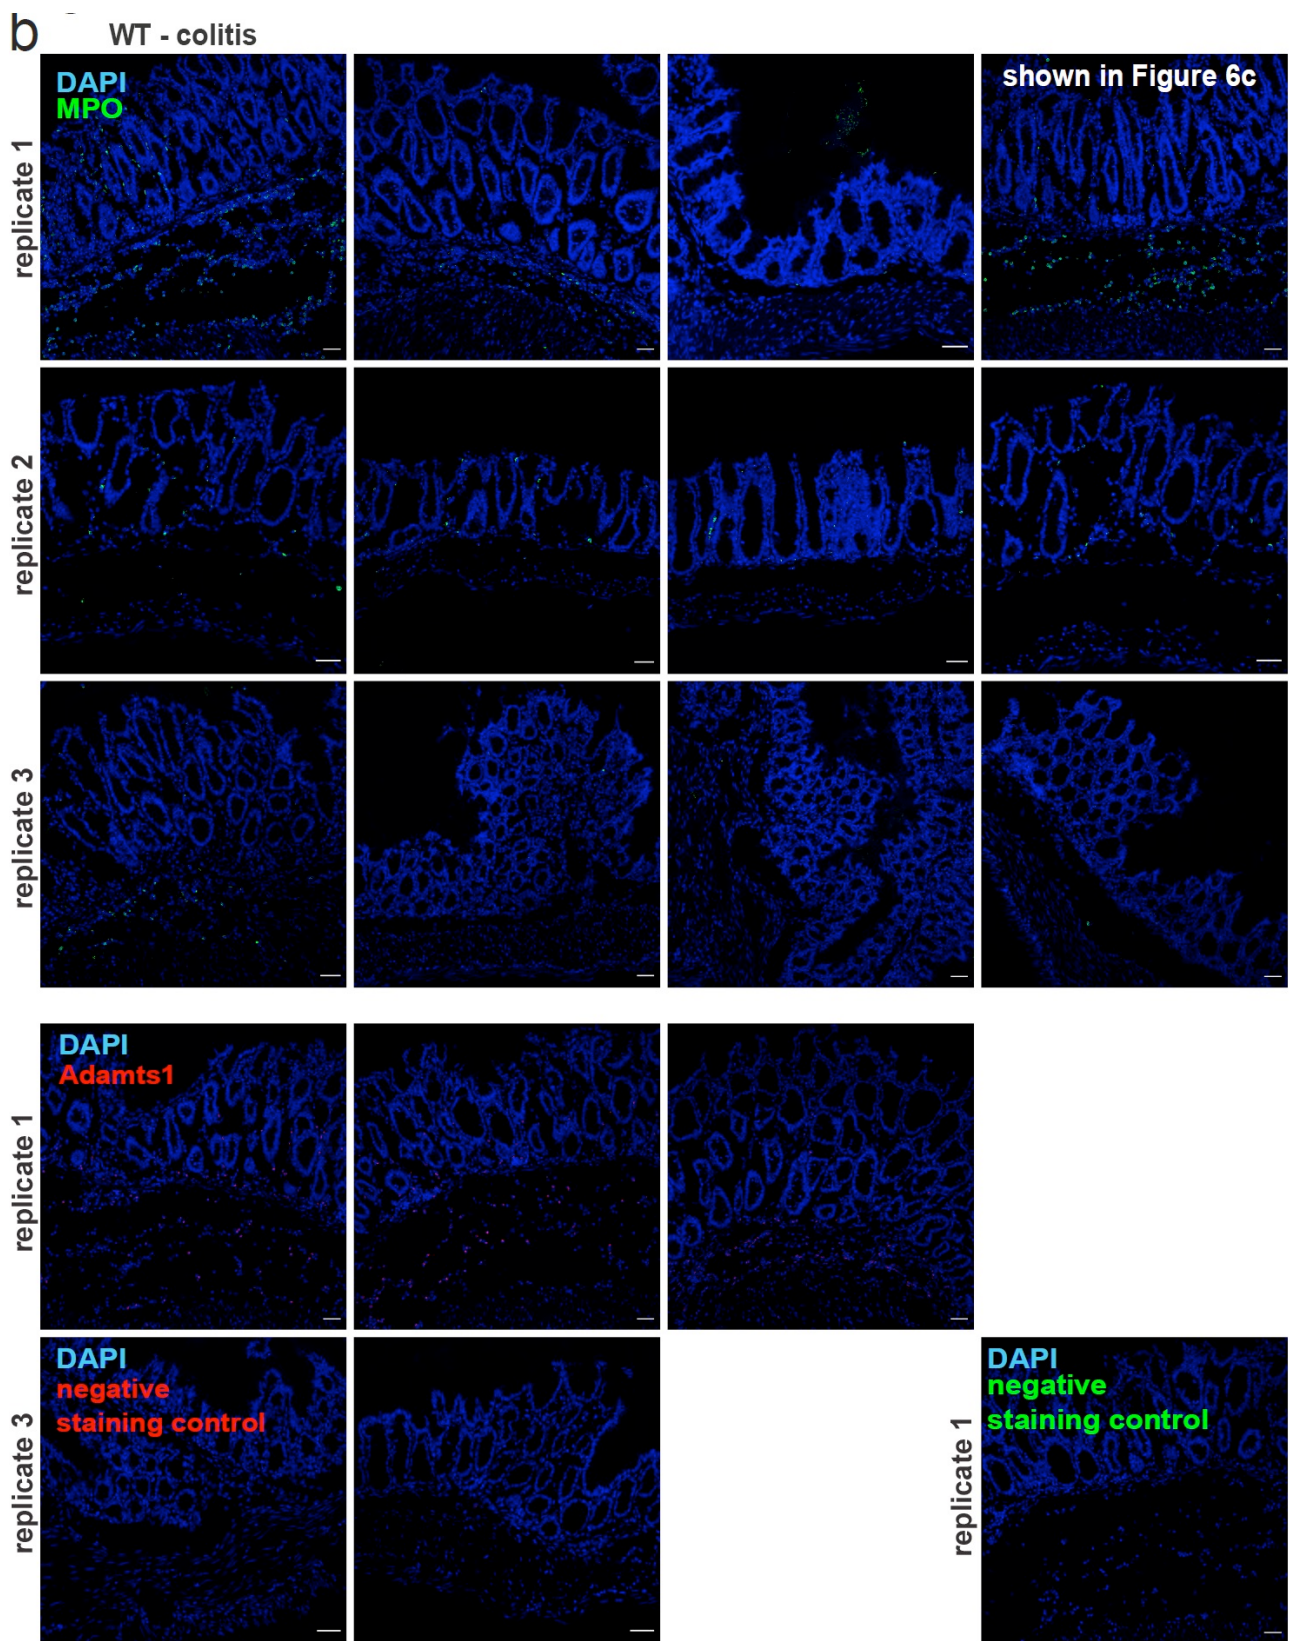

**C** *Smarcad1*-KO - control

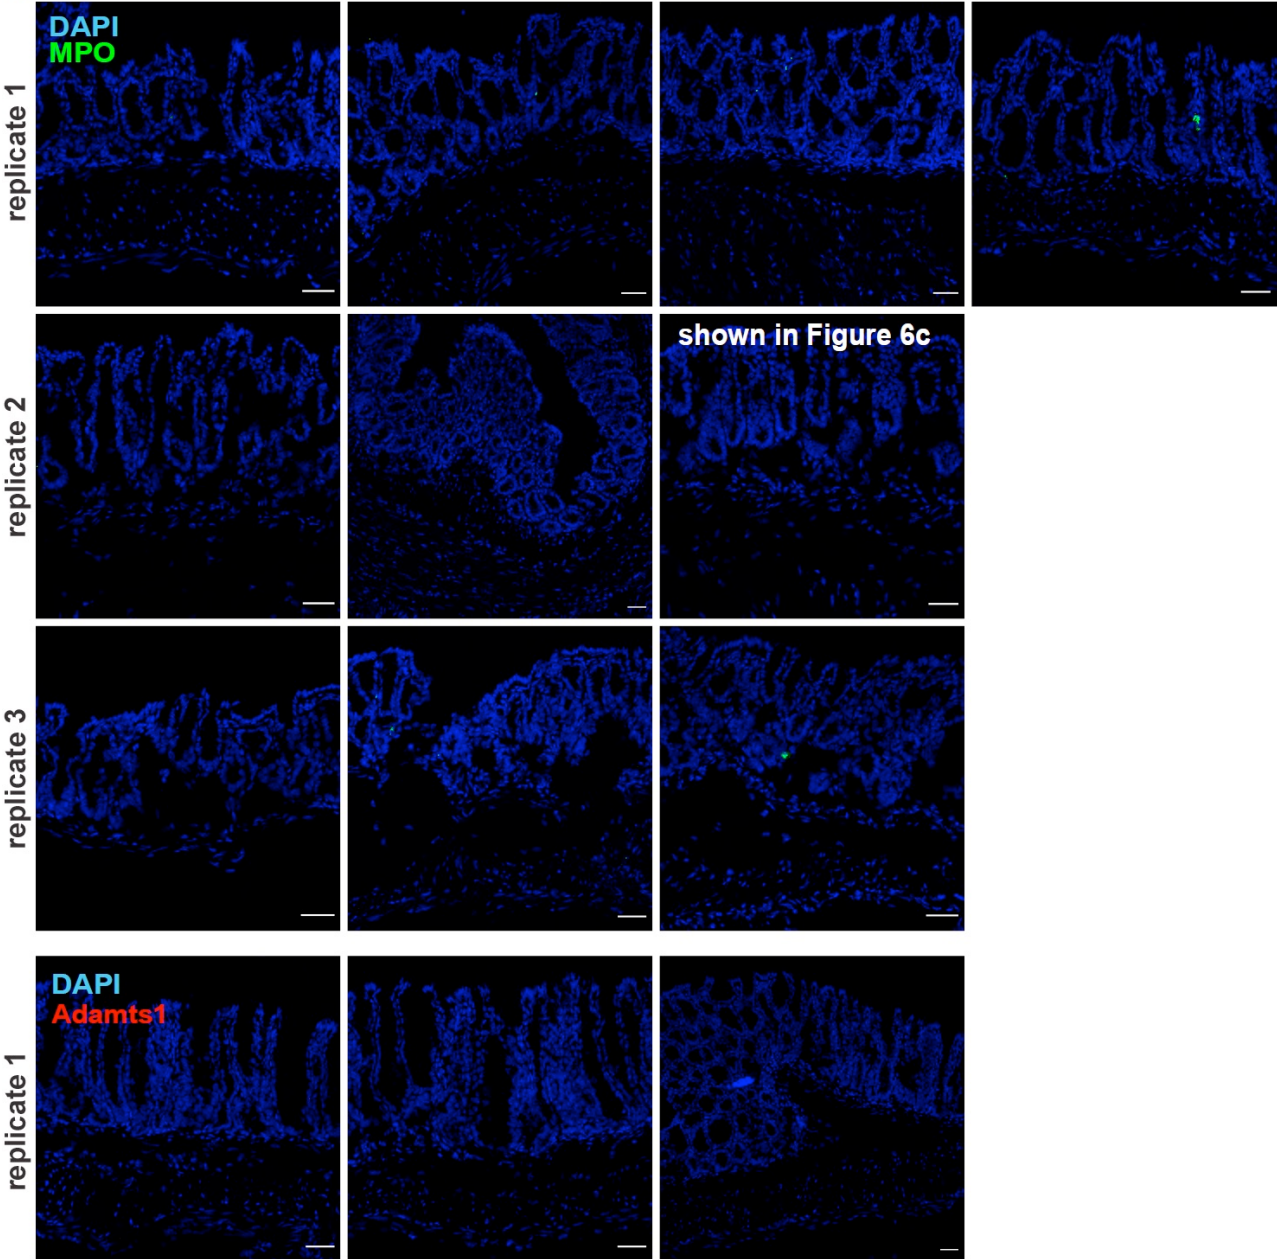

**Q** *Smarcad1*-KO - colitis

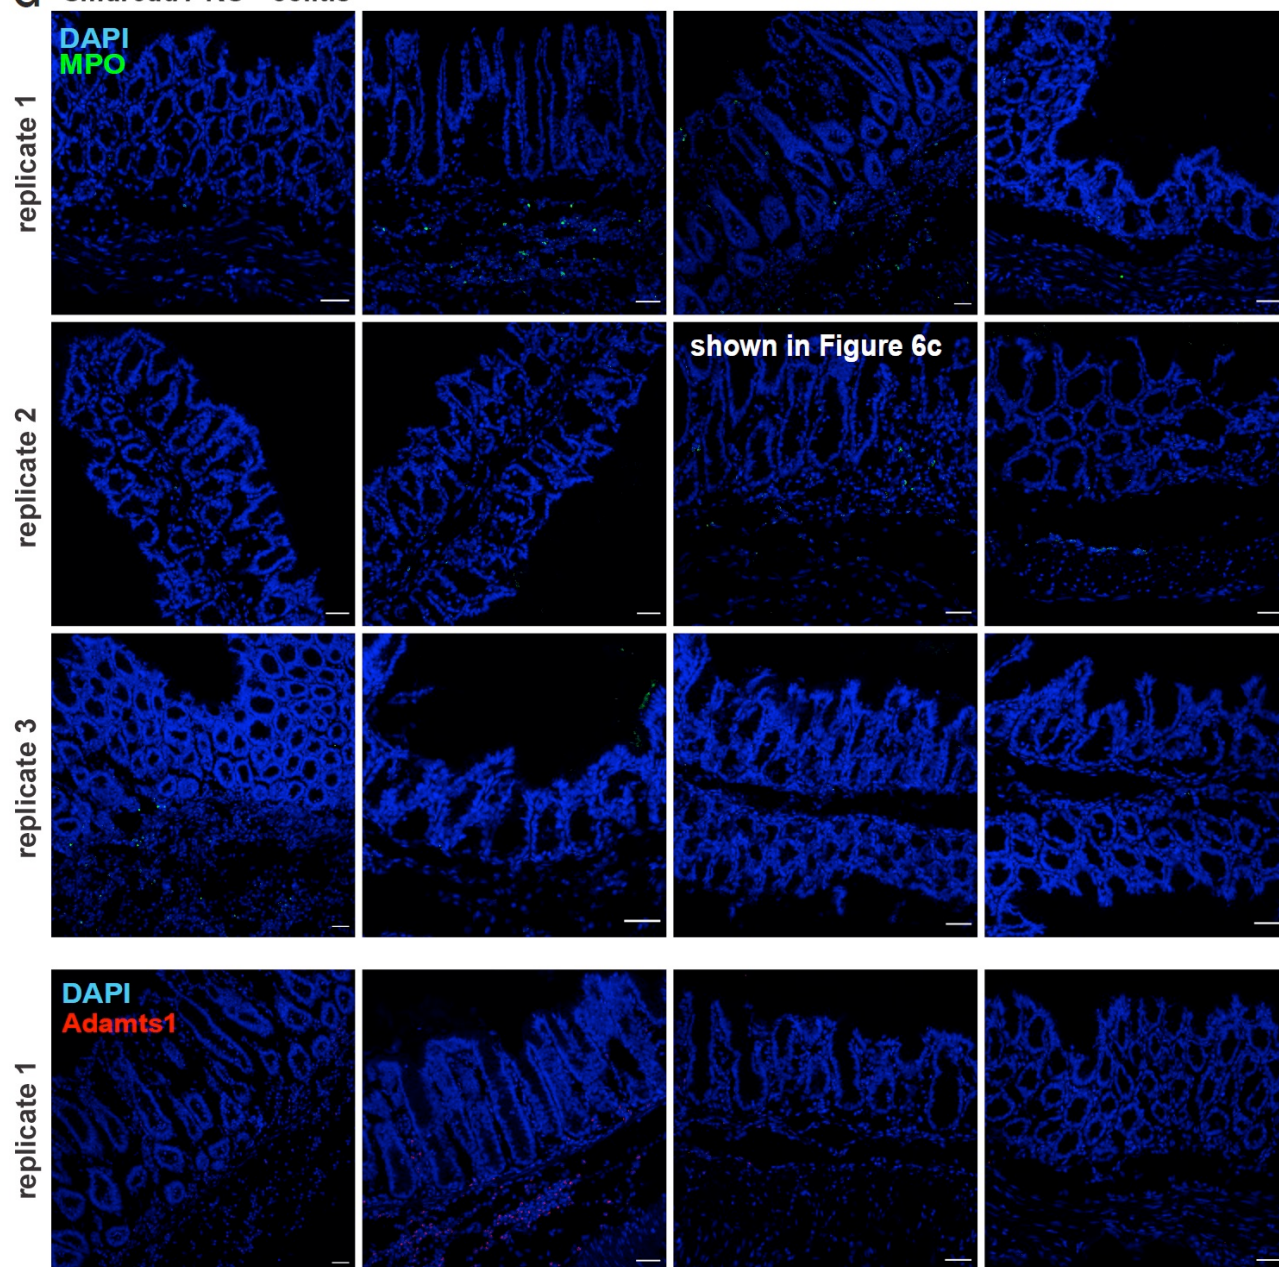

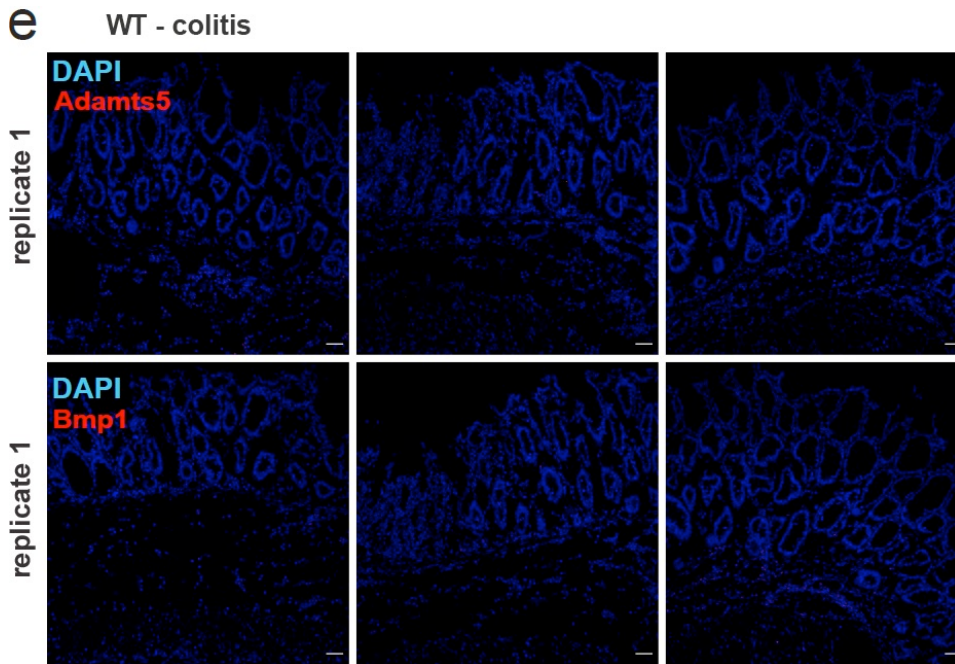

**Figure S7: Immune cell recruitment on colitis induction by 1% DSS. a-e** Intestinal colon epithelium localization of MPO-positive cells (green, neutrophil/lymphocyte-marker) (**a-d**) and localization of the Adamts1 (**a-d**) /Adamts5 (**e**) /Bmp1 (**e**) proteases (red) by IF staining and nuclear counterstaining with DAPI (blue) shown as maximum intensity projections. 14-day colitis induction with enriched microbiota: WT control (**a**), WT colitis (**b,e**), KO control (**c**) and KO colitis (**d**). No primary antibody control on WT control and colitis samples are indicated. Scale bars: 40  $\mu$ m. WT: wild type. KO: Vil-cre mediated tissue specific knockout of Smarcd1 (KO). Biological replicates indicated with all technical replicates shown. This image set is partially shown in Fig. 6c and quantified in Fig. 6d.

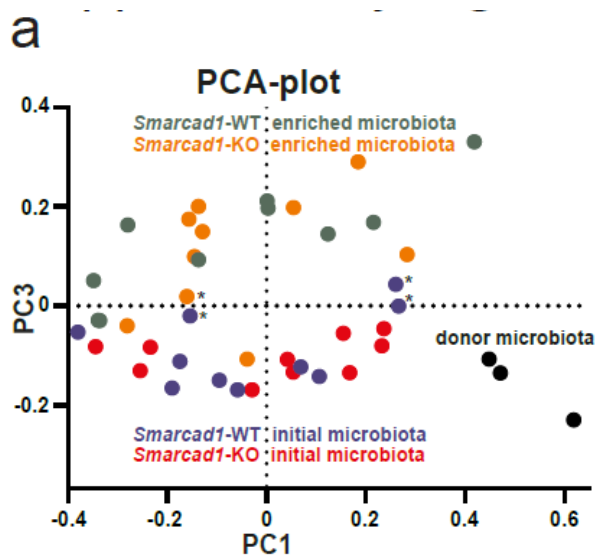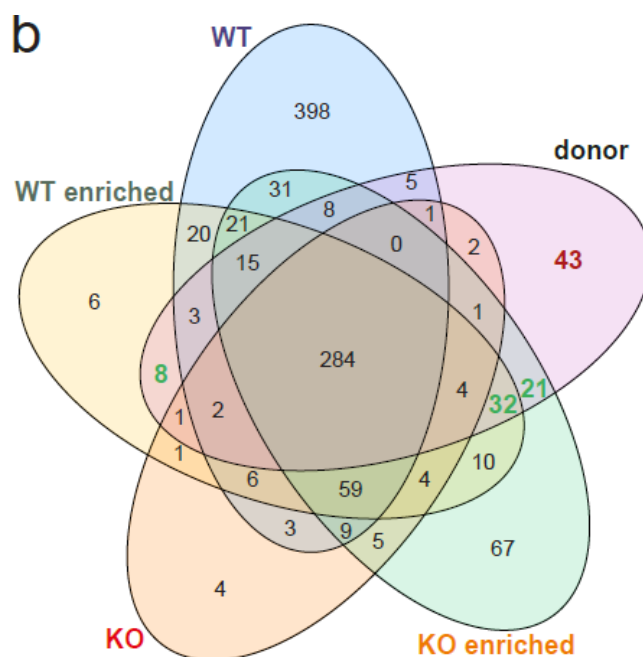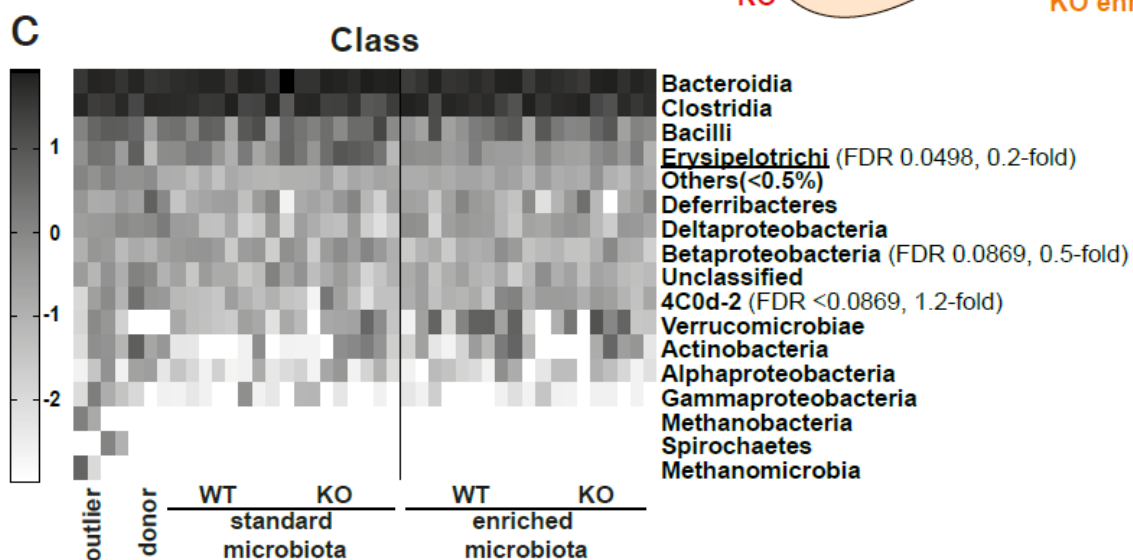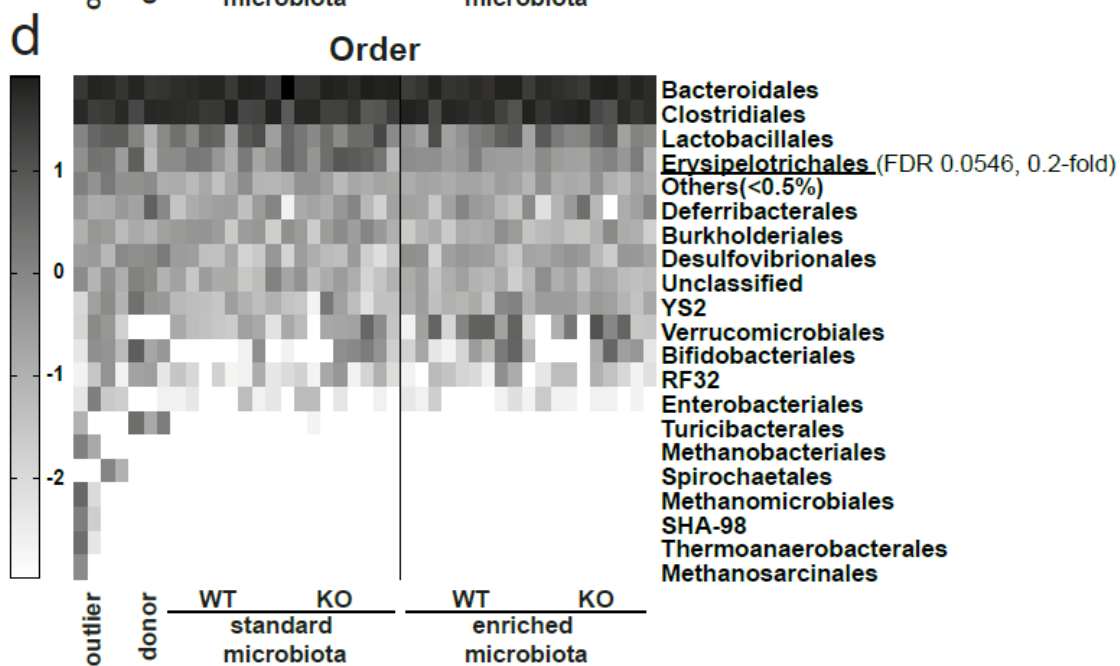

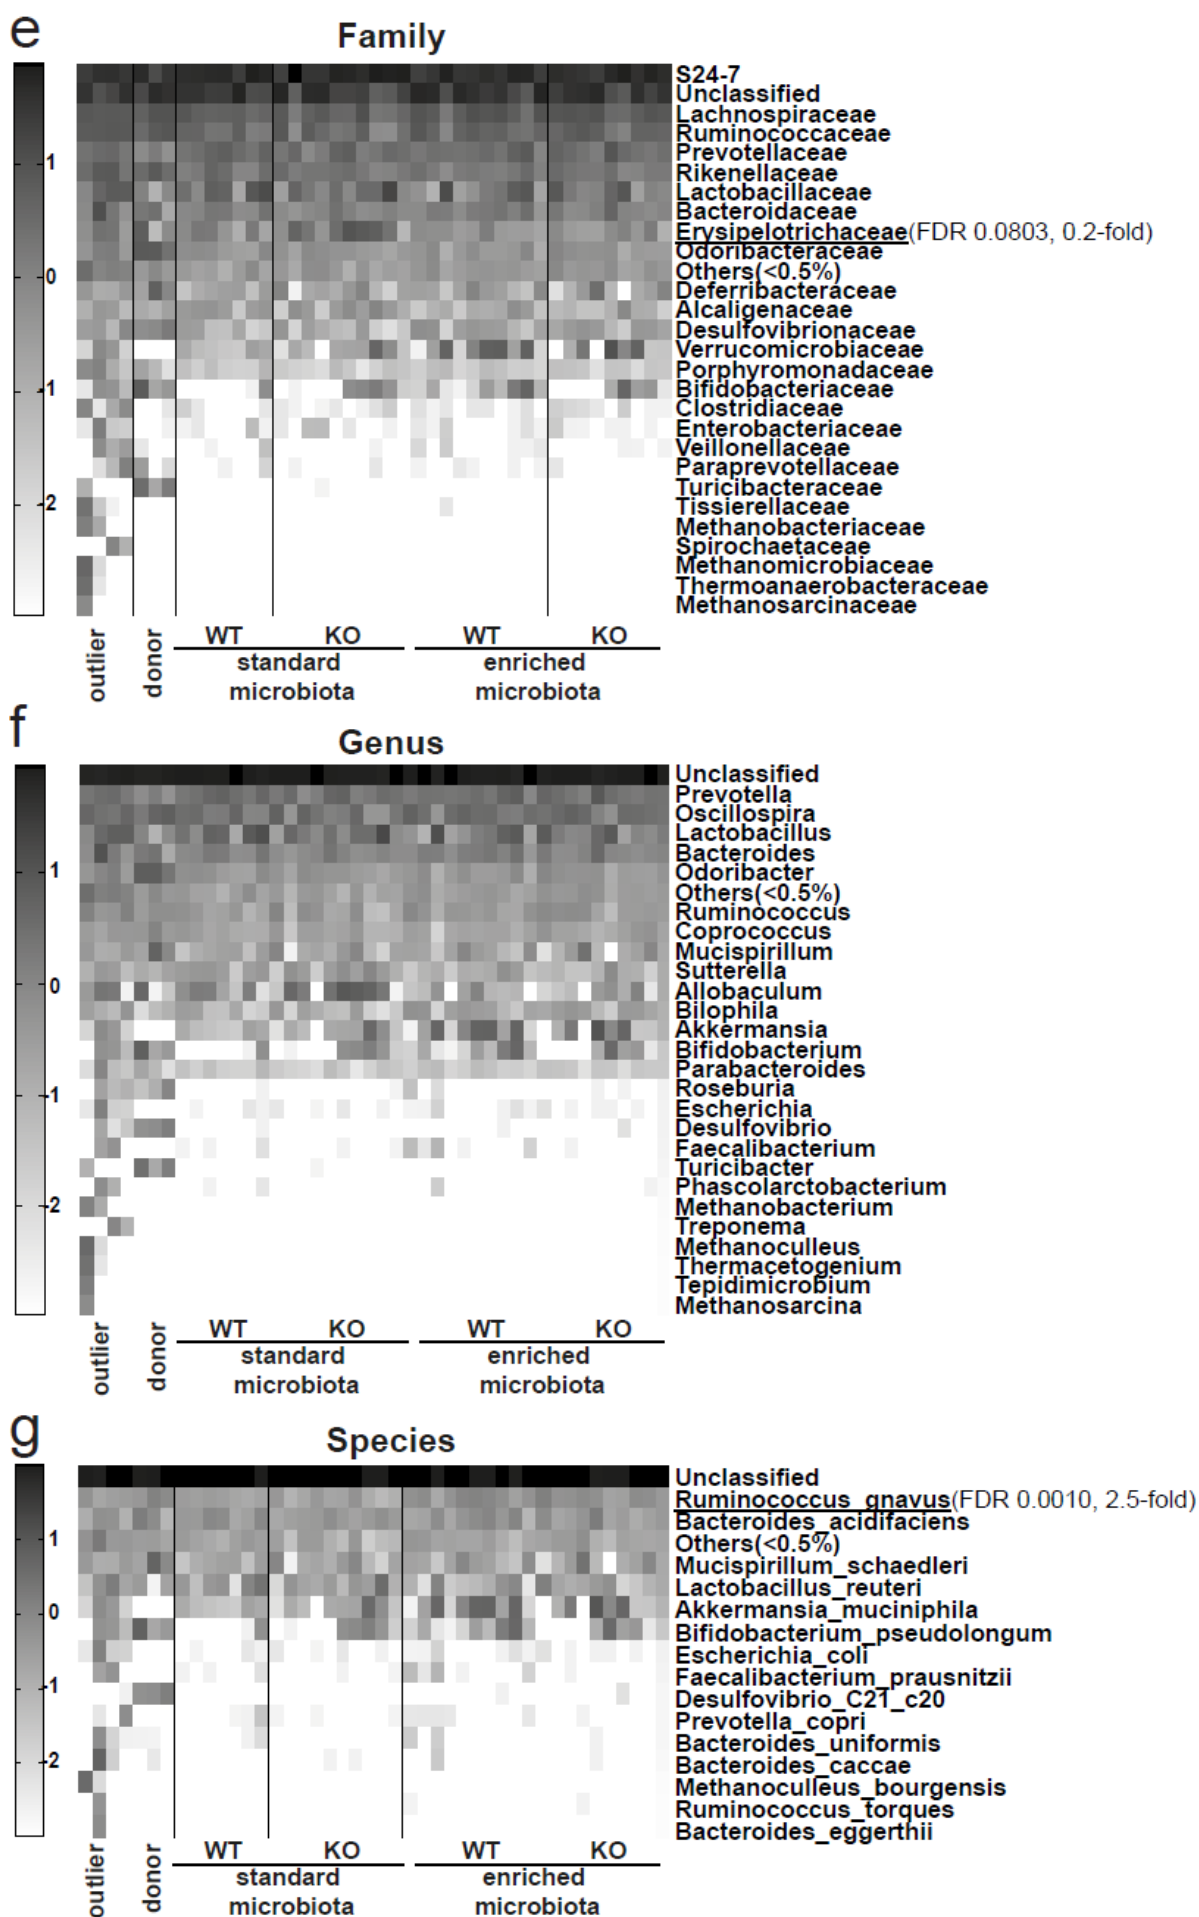

**Figure S8: Analysis of microbiome transfer.** **a** Principle Component Analysis based on OTU abundance in stool samples. Replicate groups are color-coded. Alpha-diversity outliers are \*-indicated. Full list of 42 principal component values by sample is attached in Additional file 20: Table S19. **b** Venn diagram of detected OTUs per replicate group. OTUs not transferred from donor to recipients are marked in red. Candidate OTUs for enhanced colitis response and *Smarcad1*-mediated susceptibility are marked green. Additional file 23: Table S22 lists all OTUs, green and red sublists indicated accordingly. **c-g** Heat maps of log10 transformed OTU abundance per phylogenetic level: class (**c**), order (**d**), family (**e**), genus (**f**) and species (**g**). Rows sorted by average abundance. Phylogenetic terms significantly different between initial and enriched microbiota (FDR<0.1, Wilcox test, n=20, outliers not excluded) are indicated with FDR and fold changes (enriched/initial). Terms shown in Fig. 7d are underlined.

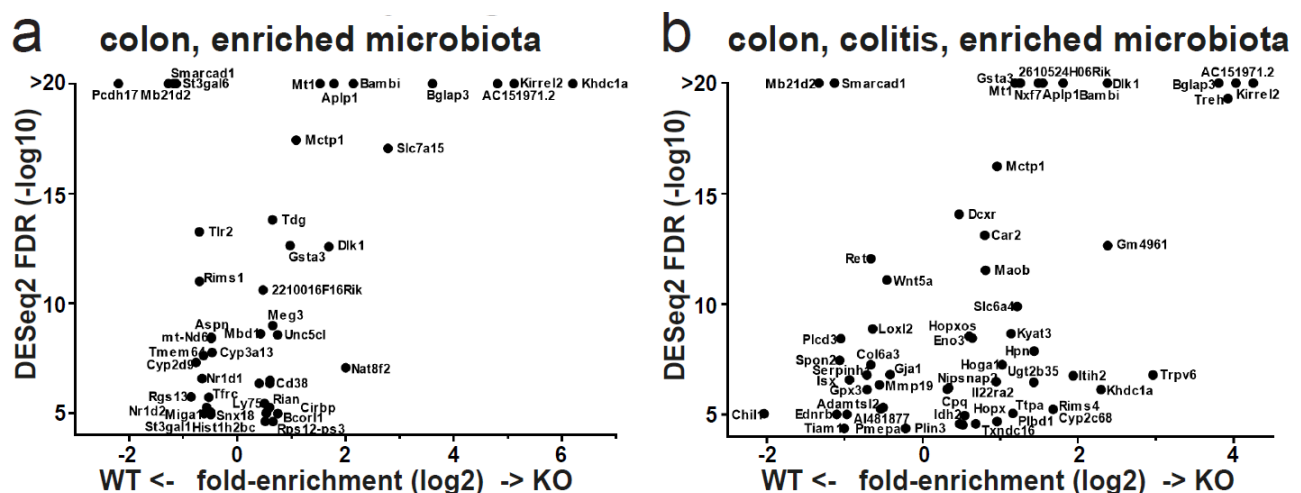

**Figure S9: Differentially expressed genes in WT/ *Smarcad1*-KO in enriched microbiota samples before and during colitis.** Significantly up/down-regulated genes (DESeq2 test with cutoff FDR<0.05) in whole colon tissue RNA-seq experiments. X-axis: *Smarcad1*-KO/WT log(2) fold-enrichment of reads per transcript. Y-axis: -log(10) DESeq2 FDR. High FDR values capped at indicated maximal Y-values for visualization. For additional data and annotations see Additional file 11: Table S10, and Additional file 12: Table S11.

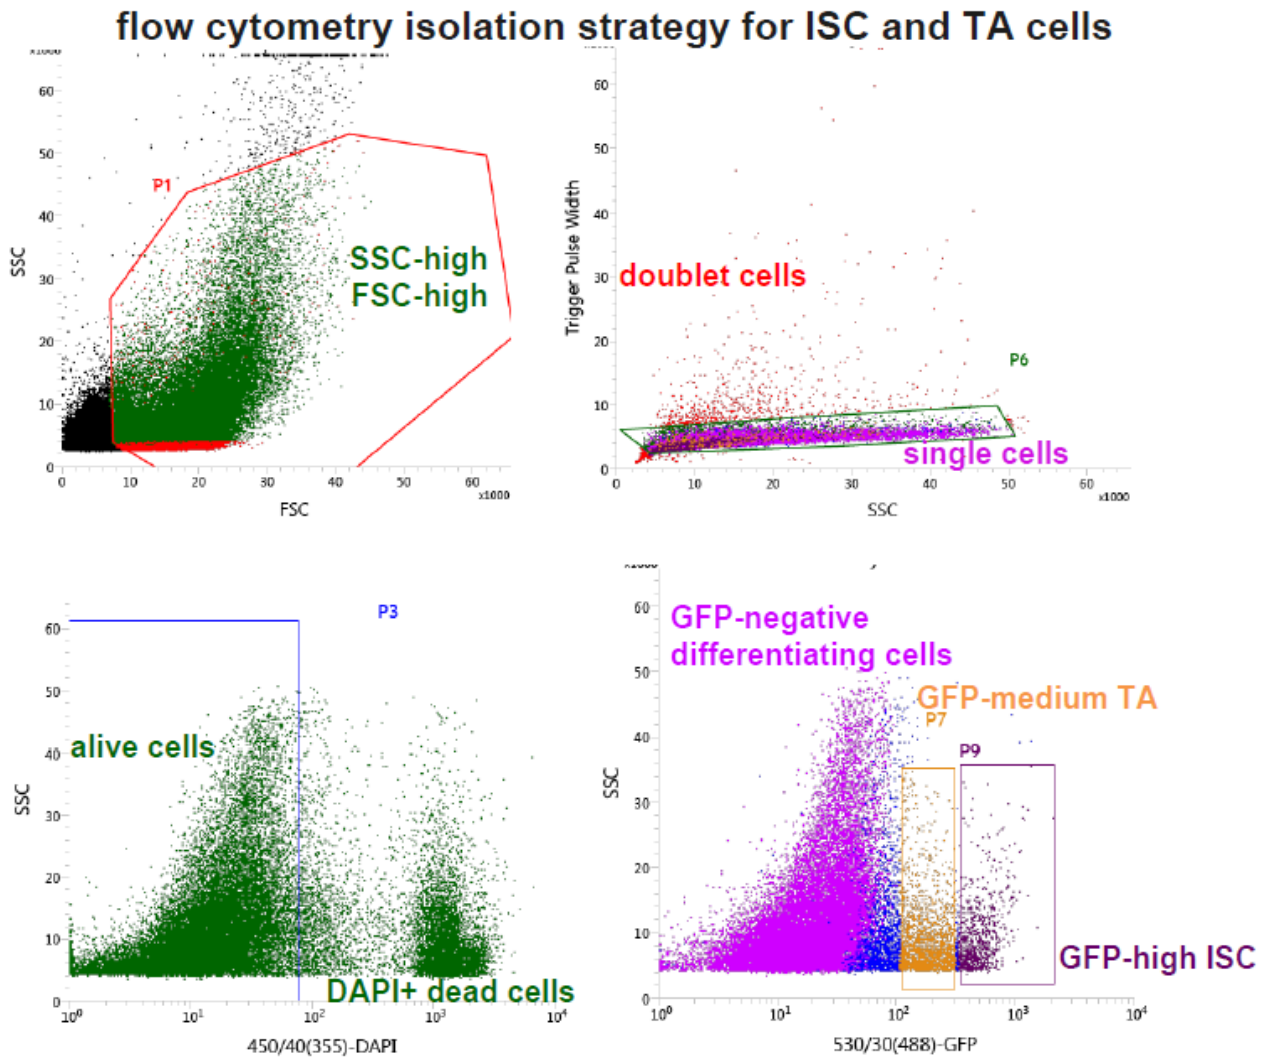

**Figure S10: Flow sorting of ISC and TA for RNA-isolation.** Crypt cell suspension is gated for cell shape and size via side scatter (SSC) and forward scatter (FSC) signals to discard cell aggregates and debris. Alive cells are gated as DAPI-low signal. *Lgr5*-GFP-high ISC and *Lgr5*-GFP-medium TA are sorted into lysis buffer simultaneously based on GFP-signal intensity.

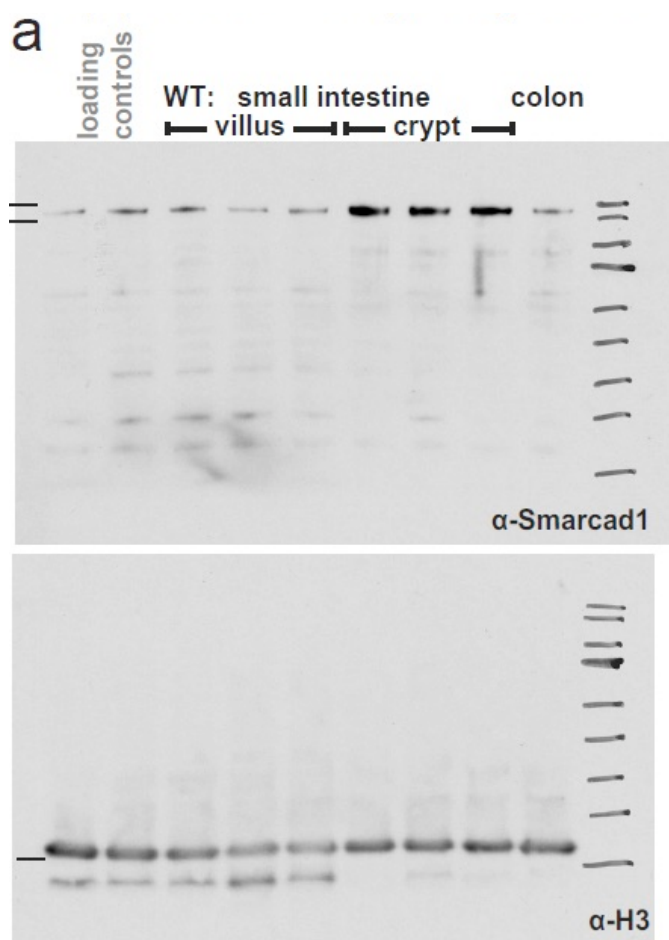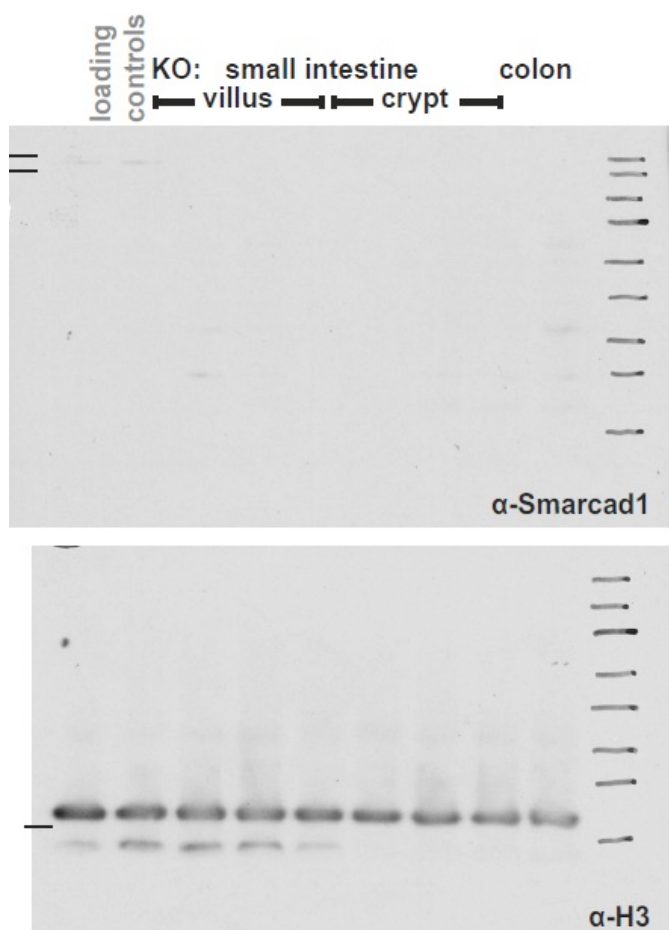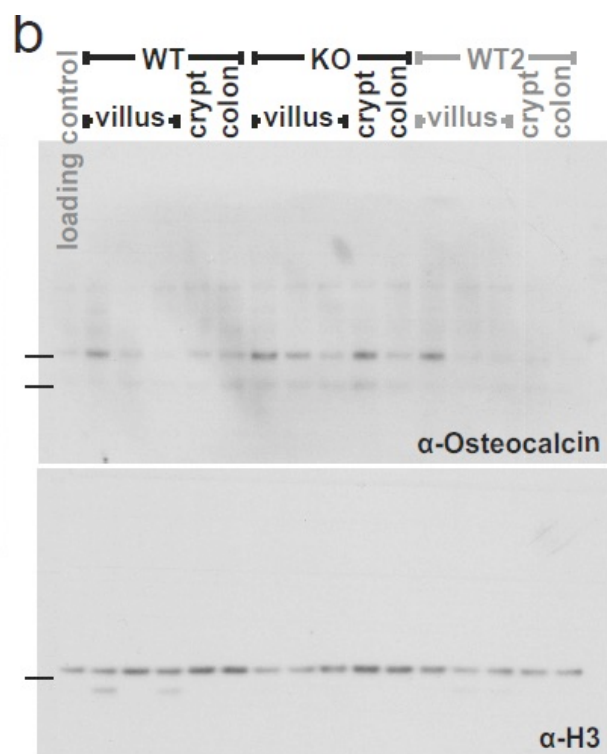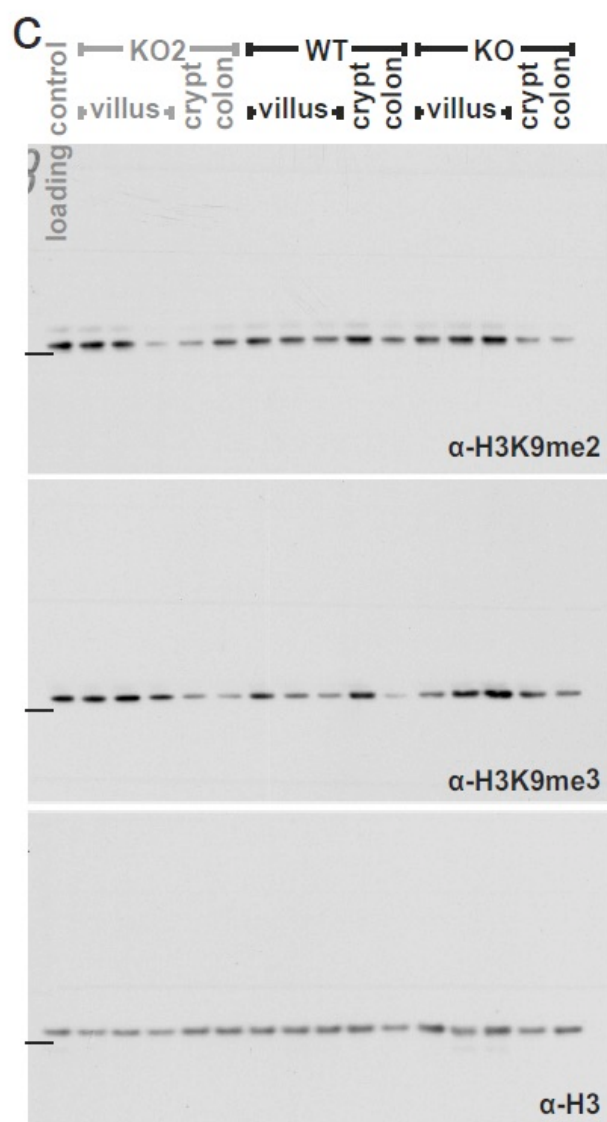

**Figure S11: Uncropped Western blots.** Full size scans of Western blot films. Blots shown in Fig. 1f, g (**a**), Additional file 1: Fig. S3c (**b**) and Additional file 1: Fig. S4a (**c**). Samples and inter-gel loading controls not shown in main text figures are greyed out. Relative molecular weights are indicated on the left according to Protein ladder. Smarcd1 blot: 140 kDa, 115 kDa. Osteocalcin blot: 25 kDa, 20 kDa and 15 kDa. H3 and H3k9me2/3 blots: 15 kDa.

# Supplementary material for: Smarcad1 mediates microbiota-induced inflammation in mouse and coordinates gene expression in the intestinal epithelium
**Source:** Genome Biol. 2020 Mar 11;21:64. doi: 10.1186/s13059-020-01976-7
**Supplement:** Supplementary file 25 — Additional file 25: Protocol S1. ImageJ script and Excel annotation for the distance quantification of EdU signals on fluorescent images of the intestine as shown in Additional file 1: Fig. S1e-f. Related example files and Excel script in Additional file 24 Table S23.

## Protocol S1

### Calculations of EdU signal and distance to crypt bottom

#### 1. ImageJ Macro

This macro allows to calculate the distance of Edu signal from the bottom of intestinal crypts. First, it will ask you to manually select the bottom of the crypts. This position array will be saved in "source picture name".czi\_crypts. Then, it will measure the Edu signal and DAPI signal yielding two files with positions of nuclei and corresponding EdU-signal intensities, named "source picture name".czi\_DAPI and "source picture name".czi\_Edu.

If the output of the macro is insufficient (low number of nuclei identified), "Find Maxima" in line 79 of the macro might need adjustment depending on noise levels.

After running the macro, in the original folder 2 new folders are created:

- ROI
- Results

The "Results" folder contains all files necessary for the follow-up distance analysis in excel.

Macro: Edu\_in\_Crypts.ijm

```
// by Hanneke Okkenhaug 21Jul2016
//All images have labelling of nuclei with DAPI and proliferation is marked with EdU.
// to analyse EdU intensity in the crypts and as a function of distance to the bottom of the crypt.
```

```
macro Measuring_EdU_in_Crypts{
dir = getDirectory("Select directory with files");
list = getFileList(dir);
setBatchMode(false);
File.makeDirectory(dir+"Results");
dir2 = dir+File.separator+"Results";
File.makeDirectory(dir+"ROIs");
dir3 = dir+File.separator+"ROIs";
```

```
for (m=0; m<list.length; m++){
{
        showProgress(m/list.length);
        open(dir+list[m]);
```

```
title = getTitle();
```

```
//Opening your images and splitting the channels
```

```
myImageID = getImageID();
```

```
//remember the image
```

```
title = getTitle();
```

```

name=File.nameWithoutExtension();
run("Set Measurements...", "mean centroid redirect=None decimal=2");

run("Split Channels");
selectWindow("C1-"+title);
//run("Brightness/Contrast...");
run("Enhance Contrast", "saturated=0.35");

//Finding coordinates for the bottom of the crypts
//and saving the ROIs as a point selection

setTool("point");
//Point tool
run("Point Tool...", "type=Hybrid color=White size=[Extra Large] label");

waitForUser("Use Shift Click to select the bottom of the crypts you want to analyse");
//wait for user action
selectWindow("C1-"+title);
//make sure we have the same foreground
image again
titleD = getTitle();

s = selectionType();
if( s == -1 ) {
    exit("There was no selection.");
} else if( s != 10 ) {
    exit("The selection wasn't a point selection.");
} else {
    roiManager("Add");

Overlay.addSelection;

//This bit creates the lines between the points
run("Measure");
}

selectWindow("Results");
saveAs("txt", dir2+File.separator+title+"_crypts.xls");
run("Close");

selectWindow("ROI Manager");
roiManager("Select", 0);
selectWindow("C1-"+title);
saveAs("Selection", dir3+File.separator+title+"_roiCRYPTS.roi");
selectWindow("ROI Manager");
run("Close");
}

```

```

//Finding cells

selectWindow("C1-"+title);
run("Duplicate...", " ");

run("Find Maxima...", "noise=15 output=[Single Points]");
run("Options...", "iterations=1 count=1 black pad do=Dilate");

run("Set Measurements...", "mean min centroid integrated decimal=2");
run("Analyze Particles...", "size=0-infinite pixel include add");

//Measuring the EdU signal
selectWindow("C2-"+title);
titleE = getTitle();
roiManager("Measure");

selectWindow("Results");
saveAs("txt", dir2+File.separator+title+"_EdU.xls");
run("Close");

//Measuring the DAPI signal
selectWindow("C1-"+title);
titleD = getTitle();
roiManager("Measure");

selectWindow("Results");
saveAs("txt", dir2+File.separator+title+"_DAPI.xls");
run("Close");

//Saving the ROIs for the nuclei analysed
    roiManager("Deselect");
        roiManager("Combine");
        roiManager("Delete");
        roiManager("Add");
        roiManager("Save", dir3+File.separator+title+"_roiEDU.zip");
        roiManager("Deselect");
        roiManager("Delete");
        selectWindow("ROI Manager");
        run("Close");

    run("Close All");
}
showMessage("The macro is finished.");
}

```

## 2. Excel analysis

ImageJ analysis yields the following information for each dot: X/Y position, mean signal intensity, and number of dots. Next, in Excel the distance from the bottom of the crypts can be calculated for each Edu dot.

The Supplementary table 16 contains “example file” data as retrieved from ImageJ analysis. To implement it into distance analysis, copy paste the data points as follows:

Copy paste the file .czi\_crypts into the “crypts” tab columns A-D.

Copy paste the files .czi\_Edu and .czi\_DAPI into the “nuclei” tab columns A-I (DAPI) and J-R (Edu).

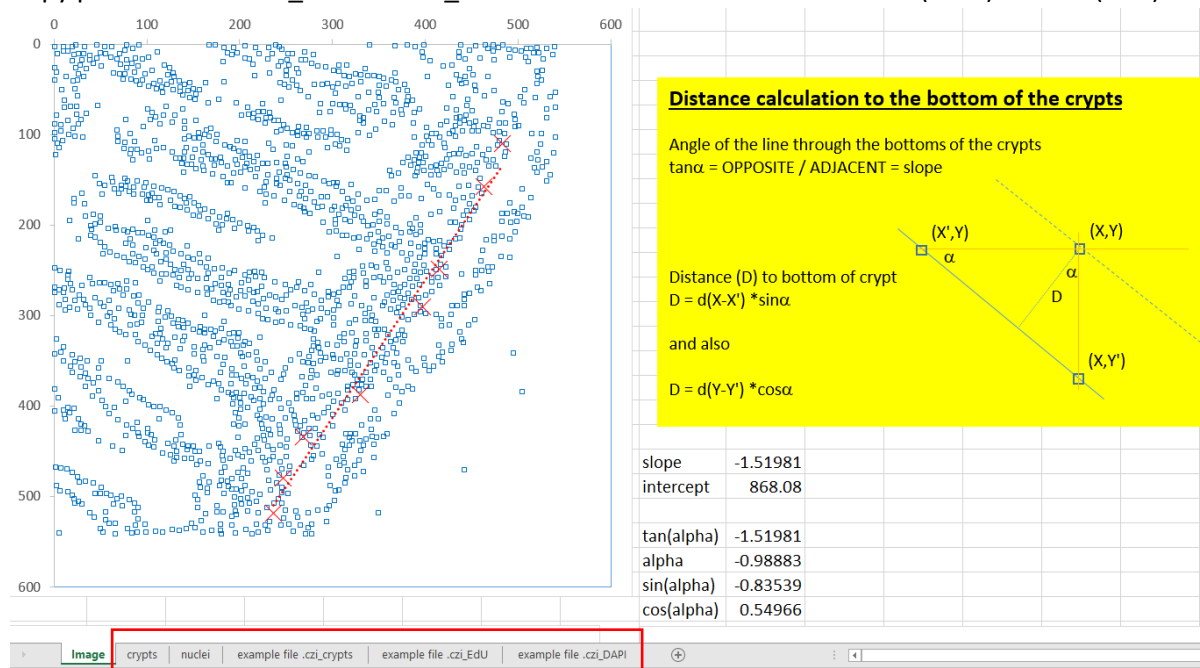

Screenshot of **Table S23**, tab “Image”. The red markers and trend line indicate the crypt bottom used for distance calculation. Blue markers indicate nuclei identified by the macro above. An explanation for the used distance calculation is highlighted yellow. At the bottom the referred above data tabs and example files are indicated.

In the nuclei tab, the column “Distance” (yellow) will give you the distance from the bottom of the crypts.

This analysis is to be performed separately for each sample prior to statistical comparison of cohorts.

How the deposited data were processed for this re-analysis (not part of the article)

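H3K9me3 was measured by ChIP-seq in colon crypts from *Smarcad1*-KO (*Vil-cre*) and WT mice, with 3 ChIP libraries and 1 input library per genotype. No other experiment of the paper was analysed here. Each library was assigned to its genotype and replicate number from the sample records and Table S7, and no per-sample column of the deposited tables was left without a sample.

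The authors trimmed the reads, mapped them to GRCm38 with Bowtie 2, kept reads with a mapping quality of at least 20, removed duplicates and called MACS peaks in SeqMonk once on all ChIP libraries together, with a fragment size of 300 bp and a p-value threshold of 1e-05. The deposited ChIP values are log2 read counts per peak with a lower limit, which the authors matched to a shared distribution across the 6 libraries. The deposited input values are log2 read counts per peak that were neither scaled nor matched; all of them are the log2 of a whole number of reads, and a peak with 0 or 1 read is given as 0 (946 peaks in the WT input and 1209 in the KO input). A second deposited table holds the peaks the authors called changed, with the p-value, the FDR and the log2 fold change that edgeR gave in SeqMonk from the read counts. The authors annotated each peak with the closest gene within 5 kb.

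The comparison of KO with WT used limma 3.58.1 in R 4.3.3 on the log2 values of all 53761 peaks, with a moderated variance whose prior follows the mean level, genotype as the only factor, two-sided tests and a Benjamini-Hochberg adjusted p under 0.05. The design had been set for log2 values in case the table held no raw counts, and it held none. The test was tried on simulated data made from the means and spreads of these libraries, where it recovered 85.5% of 200 changed peaks with 9 false calls, and called 0 peaks when none were changed. The simulated changes were larger than most of the decreases called in the real data. Simulated spreads followed the mean level alone, as the variance prior assumes, so the simulation does not test that assumption. Other statistics used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Overlaps with gene expression used two-sided Fisher's exact tests on genes with a peak and the paper's lists of differentially expressed colon genes, 42 from sorted epithelium and 61 from whole crypts with 9 in both. Means over gene sets were compared with exact permutation tests, and widths of peaks with a permutation test of 100000 resamples. Confidence intervals are exact Clopper-Pearson intervals at 95% and cover counting error only. Gene models came from GENCODE vM21, and GC content and soft-masked (repeat) bases from the GRCm38 sequence.

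The genes and peaks named are every gene in Fig. 4, the genes the paper's text names as upregulated in the colon, *Smarcad1*, *Vil1*, and the 5 largest increases and 5 largest decreases among changed peaks whose KO and WT values do not overlap. This rule, the designs and the alternatives listed next were fixed before the data were examined. The alternatives were a variance prior without a trend, only peaks with a mean log2 value of at least 4, centred libraries, a further quantile normalization, ChIP minus input, the replicate number as a block, an adjusted p under 0.01, a minimum log2 fold change of 1, and leaving out each replicate. For overlaps and gene sets they were the paper's background of 25965 genes, peaks overlapping the gene only, the authors' calls, and other ways to average. The number of reads behind each ChIP value was recovered from the steps of the values for peaks with up to 100 reads. These reads were used for the depth of each library and for a limma voom fit added after seeing the data. Replicate numbers come from the sample records, and libraries of the same number are from different animals. Depth was low, with a median of 14 to 20 reads per peak and library. Small changes at narrow peaks may therefore have been missed, but detection by size of change or by width was not tested.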

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

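The test of the input over *Vil1* and the tests of H3K9me3 per copy were chosen only after the results were seen. The 2 input libraries, whose values Table S7 lists by peak and the paper's text does not discuss, differed between KO and WT at the peaks with the 2 largest increases of H3K9me3. Over the *Vil1* peak (chromosome 1, 74401501 to 74415600), the KO input held 1111 reads and the WT input 133. This ratio of 8.35 (95% exact Clopper-Pearson interval 6.97 to 10.1) was the highest of 191 peaks with a similar WT input, whose 99th percentile was 1.25. Over the *Mt1* peak (chromosome 8, 94178851 to 94180950) there were 127 KO and 23 WT reads, a ratio of 5.52 (95% exact interval 3.52 to 9.02), the highest of 10132 peaks with a similar WT input and above their 99th percentile of 1.61. The inputs have no replicates, so these are descriptions of 2 libraries. Among the 28561 peaks with at least 10 WT input reads, 3 had a ratio of at least 3. The third, over *Mid1* on chromosome X with 50 KO and 14 WT reads, was chosen after its values were seen; its ChIP log2 fold change of 1.86 is about what its input ratio of 3.57 alone would give. In the ChIP libraries the log2 fold change was 5.68 over *Vil1*, which the paper lists in Table S7 and does not discuss in its text, and 6.69 over *Mt1*, while the third largest of all peaks was 3.41.

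A candidate explanation is that the KO genome holds extra copies of these sequences, for example together with the *Vil-cre* transgene that KO mice carry. The ratios of 8.35 and 5.52 lie beyond the 99th percentile that had been set for this. A gain of the whole surrounding segment was not seen, as the median KO to WT ratio of the input was 0.68 over the 8 other peaks within 1 Mb of *Vil1* and 0.875 over the 13 other peaks within 1 Mb of *Mt1*. The total depth of the inputs differed little (log2 ratio -0.08). Extra copies with the same H3K9me3 per copy as in WT would bring ChIP minus input close to 0, but its log2 fold change was 2.62 over *Vil1* and 4.22 over *Mt1*. Copy number alone therefore leaves part of the increase, with the reservation that a single input per genotype carries no error. The sequence of the transgene was not used here. Because extra copies remain as an explanation, the increase at these loci cannot be told apart from H3K9me3 on added sequence, and no change at the resident genes can be read from it. In the paper's own expression table, *Mt1* was higher in KO by 2.01 on the log2 scale in sorted epithelium and by 1.16 in whole crypts; whether added copies are transcribed was not tested.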

How the results depend on the processing

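The voom fit, the matching by either gene name, the overlaps without a trend in the variance prior and the exclusion of *Tspan5* or *Mt1* were chosen after seeing the data. The counts of changed, increased and decreased peaks (892, 428 and 464) moved most with the variance model and the input. Without a trend in the variance prior there were 127 changed peaks, 112 increased and 15 decreased, which moves the share of increases from 48.0% to 88.2%; 123 of these peaks were among the 892. Subtracting the input gave 15873, 9361 and 6512. Each genotype has only 1 input, so any difference between the inputs, noise included, enters the fold change, and this fit measures no stability; how much of the rise in the count is noise was not tested. At an adjusted p under 0.01 there were 554 changed peaks with 221 decreased, and with a log2 fold change of at least 1 there were 511 with 200 decreased. Restricting the test to peaks with a mean log2 value of at least 4 gave 915 changed peaks, 391 increased and 524 decreased. Centring (865) and a further quantile normalization (885) can hardly change values that already share a distribution. Across the 6 fits that each left out 1 replicate, there were 570 to 805 changed, 298 to 426 increased and 199 to 453 decreased peaks. Leaving out a WT replicate lowered the decreases more than the increases; the cause was not tested. A voom fit on recovered reads, over the 52431 peaks with at most 100 reads, gave 573 changed peaks with 256 increased and 317 decreased, compared to 655, 281 and 374 for the matched values at the same peaks, with 559 in both. Apart from that voom fit, the test of read counts that had been planned for raw counts was not run, because the deposited ChIP values are not raw counts.

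With the replicate number as a replicate block, 872 peaks changed, 423 up and 449 down, with 853 of them among the 892. The deviations of WT and KO libraries that share a number correlated with r = 0.0114 on average, compared to -0.0057 for those with different numbers. With so few reads per peak, paired animals could also give a correlation this low. The check therefore does not settle whether the numbers pair the animals, and the paper names no pairing. Under this block the 4 overlaps kept their side of the threshold, with odds ratios of 16.2, 7.54, 3.05 and 2.10, and the paired sign-flip test over gene sets cannot give a p below 0.25.

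The overlap of downregulated genes with increased H3K9me3 stayed past the threshold under each alternative that was set beforehand for overlaps. Its odds ratios were 13.3 to 19.0 without 1 replicate, 14.8 with the paper's background of 25965 genes and 15.6 for peaks at an adjusted p under 0.01. With peaks called without a trend in the variance prior, run for overlaps only after seeing the data, it did not pass. *Cmah*, *Lgmn* and *Snx18* were lost and only *Tspan5* remained (odds ratio 20.2, Fisher's exact adjusted p = 0.108). Overlaps were not run with the filter on the mean level, centring, quantile normalization, ChIP minus input or a minimum fold change. No overlap was run on a background of expressed genes with a peak. The overlap of upregulated genes with decreased H3K9me3 was less stable. It passed with the paper's background (odds ratio 11.3, Fisher's exact adjusted p = 0.0061) and for peaks overlapping the gene (8.97, adjusted p = 0.0164). It lost significance with the authors' calls, on the background used here (odds ratio 2.63, Fisher's exact adjusted p = 0.333) and on the paper's (4.44, adjusted p = 0.276). Both of these counts match by first gene name and leave out *Gm20499*, whose peak the authors called. With the peaks called here, significance was also lost at an adjusted p under 0.01 for peaks (4.26, Fisher's exact adjusted p = 0.223). Without 1 replicate its odds ratio ran from 2.23 to 9.33, past the threshold only without KO replicate 2, and matching by either gene name gave 9.94 with 4 genes. Without a trend in the variance prior, no gene was left in this overlap or in that of downregulated genes with decreased H3K9me3 (odds ratio 0 for each). Only 9 genes had a decreased peak there and 0.023 shared genes were expected, so a count of 0 cannot show a reversal. The overlap of downregulated genes with decreased H3K9me3 was never past the threshold, and its odds ratio ran from 0 to 5.67 without 1 replicate. The value of 0 came without WT replicate 2, where no gene was shared and 0.245 were expected, so it shows no reversal either.

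The difference between KO and WT over all genes was -0.0081 and changed sign for peaks overlapping the gene (0.0089) and without KO replicate 3 (0.0028), within a range of -0.0169 to 0.0028 without 1 replicate; these values are all smaller than the SD between KO libraries. Other averages gave larger falls, -0.03 as a median over peaks and -0.11 per gene, where all KO libraries lay below all WT libraries (p = 0.1, exact permutation test). Over downregulated genes the difference stayed positive, from 0.53 to 0.64 without 1 replicate, 0.15 per gene and 0.81 as a median, and without *Tspan5* it was 0.03 over peaks and 0.03 per gene. Over upregulated genes it ran from 0.02 to 0.18 without 1 replicate and was 0.0026 as a median and 0.32 per gene. Its sign depends on *Mt1*, and without this gene it was -0.0782 over peaks and -0.17 per gene. No gene set test can pass 0.05 with 3 against 3. Increased peaks were wider than decreased peaks in all 4 settings tried, with ratios of median widths from 1.20 to 1.33. The *Mt1* peak's input ratio moved from the 100th percentile among peaks of similar WT input to 99.7 among all peaks on its chromosome, and that of *Vil1* to 99.9; peaks with very few input reads reach higher ratios.

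The rule for naming genes and peaks that was set beforehand covers 27 changed peaks. Of these, 12 no longer passed the threshold without a trend in the variance prior, 2 after subtracting the input and 0 under the replicate block. In at least 1 of the fits without a replicate, 6 no longer passed. None changed sign. Peaks at other genes in the text, such as *Zfp809*, *2210016F16Rik* and *Mid1*, are not among the 27. The *2210016F16Rik* peak reached an adjusted p of 0.213 from limma without 1 replicate.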

Differences from the paper's values

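At the *Snx18* peak the log2 fold change was 0.60 (standard error 0.09), compared to the paper's value of 1.01 in Table S7. None of the alternatives run for this peak closed the gap, and they gave from 0.48 to 0.77. At the chromosome 6 peak from 48804751 to 48805650 the value was -2.23 (standard error 0.47), compared to the authors' -1.66. Near the U6 gene it was -2.13 (0.50), compared to -1.76, and near *Zfp280d* it was -2.01 (0.45), compared to -1.68. Standard errors are larger at these peaks, where 1 KO library was very low.

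The paper states that changes in H3K9me3 were significantly linked to expression only at downregulated genes with increased H3K9me3. In the fit used here, upregulated genes with decreased H3K9me3 also passed the threshold, with 3 genes, an odds ratio of 7.42 and a Fisher's exact adjusted p of 0.0248. The paper's own Table S1 also marks this overlap as significant by a chi-square test, unlike its text. With the peaks called here, it also passed on the paper's background of 25965 genes (adjusted p = 0.0061, Fisher's exact test) and for peaks overlapping the gene (adjusted p = 0.0164, Fisher's exact test). With the authors' calls on the paper's background, matched by first gene name, it held 1 gene and did not pass (adjusted p = 0.276, Fisher's exact test). The paper counts 2 genes there, and this matching leaves out *Gm20499*, whose peak the authors called. Their calls were not run with matching by either name, so this does not show that the paper's own overlap fails. On the background used here, with the same matching, the authors' calls did not pass either (adjusted p = 0.333, Fisher's exact test). With the peaks called here, the overlap did not pass for peaks at an adjusted p under 0.01 (adjusted p = 0.223, Fisher's exact test). It also did not pass without KO replicate 1, KO replicate 3 or any of the WT replicates. With peaks called without a trend in the variance prior, a setting chosen after seeing the values, neither overlap passed, and downregulated genes with increased H3K9me3 had a Fisher's exact adjusted p of 0.108.

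The paper's list of changed peaks holds more increases than decreases, 413 and 372. Here there were fewer increases, 428, than decreases, 464. Increases outnumbered decreases, as in the paper's list, without a trend in the variance prior, after subtracting the input, at an adjusted p under 0.01, with a minimum log2 fold change of 1, and without KO replicate 3 or without any of the WT replicates.

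The paper states that H3K9me3 generally increased over downregulated genes. The mean over these genes rose by 0.58, and by 0.03 without *Tspan5*, a setting chosen after seeing the values.

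The paper's text names *Tiam1* among genes upregulated in organoids and colon. For the small intestine, the same text also gives it as an example of a gene with decreased expression. In the paper's own table of whole colon crypts *Tiam1* is lower in KO, with a log2 difference of -1.62.

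Fig. 4c counts *Gm20499* among upregulated genes with decreased H3K9me3. By the first gene name of the paper's table it was not counted here; matching by either name, a setting chosen after seeing the values, brings it in.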

Other observations

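The test of copy number at peaks other than *Mt1* and *Vil1* and the test of single genes among the downregulated genes were chosen only after the results were seen, as was the limit of the test of repeats.

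Of the 10 splits of the 6 ChIP libraries into 3 and 3, only 1, the real one, gave as many as 892 changed peaks, and likewise for the 428 increased (1 of 10 splits) and the 464 decreased peaks (1 of 10 splits). The real split parts the 3 pairs of libraries with the same number, and so do 3 of the other splits, each of which gave 0 peaks. The others part a single pair, and the most any of them gave was 3 peaks. With 10 splits the share cannot go below 0.1, so chance in how the libraries fell into groups cannot be excluded by this count alone.

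Several technical explanations were weighed for the changes at peaks other than those over *Mt1* and *Vil1*. A general difference in DNA copy number accounted for little, as the median log2 input ratios of increased and decreased peaks differed by 1.72% of the difference of their median ChIP log2 fold changes. Medians do not speak for single peaks, and at the *Mid1* peak the input ratio of 3.57 matches the ChIP change. GC content was almost unrelated to the fold change across all peaks (Spearman's rho -0.0362; peaks are not independent replicates). Most of these peaks are unchanged, so this value says little about the changed ones, whose median GC content was 45.8% for increases and 43.7% for decreases, compared to 41.9% for all peaks. The depth of KO and WT libraries overlapped (p = 0.6, exact permutation test of the median reads per peak). Decreased peaks were not gathered on chromosome 6, which carries *Smarcad1*, where their share was 1.10 times that of all peaks. Increased peaks, in contrast, were gathered on chromosome 8 (23.6% of them, compared to 5.75% of all peaks) and chromosome 10 (20.1%, compared to 5.43%), which were looked at after the values were seen. Most of these lie in a few genes, with 63 of the 86 on chromosome 10 in *Grip1*, and *Wwox*, *Cdyl2* and *Wwc2* hold 42, 16 and 14 of the 101 on chromosome 8. The median share of repeat bases of decreased peaks, 39.4%, was slightly above the 36.6% of unchanged peaks of similar level and width, at the 97.4th percentile of 1000 matched draws. The limit of the 95th percentile for this test was set only after the value was seen; by the stricter limit used at first, the test would have ruled repeats out. The share of repeat bases does not measure reads shared between copies, and a real loss of H3K9me3 at repeats would raise it as well. The authors also kept only reads with a mapping quality of at least 20. This test can therefore not decide whether shared reads explain part of the decreases. Differences in strain between the mice were not tested for either direction.

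Increased peaks lay together within gene bodies. In all, 89.7% of them overlapped a gene, compared to 36.0% of decreased and 23.9% of all peaks, and 252 of them fell at 18 genes with at least 5 increased peaks each. These genes were chosen after their values were seen. *Grip1* had 63 increased peaks among 72, *Wwox* 42 among 70, *Tcf4* 19 among 21, *Cdyl2* 16 among 22 and *Wwc2* 14 among 16, and none of these 5 genes had a decreased peak. Their median log2 input ratios, from -0.27 to 0.05, show no gain of DNA. Merging increased peaks within 10 kb of each other left 214 regions from 428 peaks, where random sets of as many peaks left at least 421 in 100 draws, and 464 decreased peaks left 434. The count of 214 sits exactly on the limit set for calling the clusters repeated counts of broad domains, so by that test neighbouring calls may or may not belong to the same domain. The number of separate increased regions depends on the distance, and merging within 1 kb left 326. The longest merged region spanned 473700 bp. Increased peaks held fewer repeat bases than unchanged peaks of similar level and width (15.4% and 35.6%). A hypothesis is that loss of Smarcad1 lets H3K9me3 spread within the bodies of a limited number of genes; spreading itself was not tested.

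In the small intestine the paper describes areas of increased H3K9me3 as broader and as lying within genes. In the colon, increased peaks had a median width of 2400 bp and decreased peaks of 1950 bp (p = 0.0046, permutation test across peaks, which are not independent replicates). The ratio of the medians was 1.33 in the authors' list. In 4 groups of peaks by mean log2 value, increased peaks had the larger median width in 2 of the 4, those with the highest values, and the median widths were equal in the others. Easier detection of change at wide peaks that hold more reads was therefore neither ruled out nor shown as an explanation; the difference persists among the peaks with the highest values, 3750 against 2700 bp, and this explanation would act on both directions.

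The overlap of 4 downregulated genes with increased H3K9me3 was not explained by the number of peaks per gene. Among 10000 gene lists matched on peaks per gene, 0.03% reached 4 genes, with a mean of 0.406. The rise of the mean over downregulated genes, on the other hand, came from a single gene: the smallest difference left after taking out 1 of the 14 genes was 0.0318, without *Tspan5*, while without any of the other genes it was 0.56 to 0.76.

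For genes the paper names in the small intestine, the colon values were as follows. *Fat1* held 3 of the 5 largest increases. At *Tcf4*, log2 fold changes of the increased peaks ran from 1.46 to 3.05. None of the 6 peaks at *Tiam1* changed, and the smallest adjusted p there was 0.313 from limma. Of the genes named as upregulated in the colon, *Bglap3*, *Lyz1*, *Bambi*, *Aplp1* and *Khdc1a* were the closest gene of no peak. The same held for *Smarcad1*. The peak assigned to *Kirrel2* (chromosome 7, 30446701 to 30448950) also lies within 5 kb of *Aplp1*, which spans 30434982 to 30445535. *Kirrel2* and *Mbd1* had 1 peak each, with adjusted p-values of 0.144 and 0.526 from limma. Of the 31 peaks at the named genes, 19 passed the threshold over all peaks and 25 when adjusted over these 31 alone; part of the list is the paper's own calls on these data, so this shows no stability.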
